# Dissection of the Complex Phenotype in Cuticular Mutants of Arabidopsis Reveals a Role of SERRATE as a Mediator

**DOI:** 10.1371/journal.pgen.1000703

**Published:** 2009-10-30

**Authors:** Derry Voisin, Christiane Nawrath, Sergey Kurdyukov, Rochus B. Franke, José J. Reina-Pinto, Nadia Efremova, Isa Will, Lukas Schreiber, Alexander Yephremov

## Abstract

Mutations in *LACERATA* (*LCR*), *FIDDLEHEAD* (*FDH*), and *BODYGUARD* (*BDG*) cause a complex developmental syndrome that is consistent with an important role for these Arabidopsis genes in cuticle biogenesis. The genesis of their pleiotropic phenotypes is, however, poorly understood. We provide evidence that neither distorted depositions of cutin, nor deficiencies in the chemical composition of cuticular lipids, account for these features, instead suggesting that the mutants alleviate the functional disorder of the cuticle by reinforcing their defenses. To better understand how plants adapt to these mutations, we performed a genome-wide gene expression analysis. We found that apparent compensatory transcriptional responses in these mutants involve the induction of wax, cutin, cell wall, and defense genes. To gain greater insight into the mechanism by which cuticular mutations trigger this response in the plants, we performed an overlap meta-analysis, which is termed MASTA (MicroArray overlap Search Tool and Analysis), of differentially expressed genes. This suggested that different cell integrity pathways are recruited in *cesA* cellulose synthase and cuticular mutants. Using MASTA for an *in silico* suppressor/enhancer screen, we identified *SERRATE* (*SE*), which encodes a protein of RNA–processing multi-protein complexes, as a likely enhancer. In confirmation of this notion, the *se lcr* and *se bdg* double mutants eradicate severe leaf deformations as well as the organ fusions that are typical of *lcr* and *bdg* and other cuticular mutants. Also, *lcr* does not confer resistance to *Botrytis cinerea* in a *se* mutant background. We propose that there is a role for SERRATE-mediated RNA signaling in the cuticle integrity pathway.

## Author Summary

As the skin of a plant, the epidermis mediates a broad set of protective functions which includes defense against abiotic environmental stresses and pathogens. The majority of its barrier capacity is localized to the outermost cell wall, which is covered by a waxy cuticle. Several distinct cuticular mutants in the model plant Arabidopsis produce a remarkable syndrome that is characterized by ectopic cell adhesion and changes in plant morphology. We used these mutants to study the constitution of the cuticle and the activation of the molecular compensatory mechanisms that are important for adaptation. We examined whole-genome responses in these mutants and used an appropriate statistical procedure to reveal the genes which change their expression. We then applied the same approach to the analysis of hundreds of datasets in repositories. The comparison of gene expression profiles identified the gene *SERRATE*, which encodes a protein of RNA–processing multi-protein complexes, and further analysis revealed that the syndrome is suppressed in double mutants, as predicted. Our finding suggests that the mechanism which operates to control the integrity of the cuticle involves the regulation of small–RNA signaling.

## Introduction

The ability to maintain the barrier properties of the epidermis, which covers the aerial surface of higher plants, is largely due to their outermost cell walls which are impregnated and covered with specialized lipids. The fine structure and composition of this complex layer, called the cuticle, has been the subject of numerous studies [1],[2].

The innermost periclinal layer of the cuticle is, in fact, a cutinized portion of the epidermal cell wall, in which cell wall polysaccharides are perhaps cross-linked to phenolics and aliphatic components of the cutin. The presence of phenolics, which may contribute to the barrier function, is evident in this layer through fluorescence microscopy and chemical analysis [3]. Under transmission electron microscopy, however, this cutinized layer of the cell wall is often heterogeneous in appearance and penetrated by tufts of fibrillar material, or is sometimes barely visible. This is in contrast to the opaque stripe of the continuous cuticle proper which, at a higher resolution, often appears to be finely lamellated; it is composed of polyester cutin and non-hydrolyzable polymer cutan and is, essentially, free of cell wall polysaccharides. In the early stages, in particular, it may have a pectinaceous under-layer. Wax forms the outermost structural layer, although a certain amount of it (intracuticular wax) permeates the interior of the cuticle. Individual plant species display some variations of this standard pattern.

Waxes and cutin represent two groups of cuticular lipids that are supposed to be primarily responsible for the barrier function of the plant epidermis. The structural, biochemical, biophysical and molecular genetic aspects of cuticular lipids and their role in the defense against pathogens have been reviewed elsewhere [2], [4]–[10].

Plant growth and development demand that the cuticle changes continuously and also maintains the balance between rigidity and flexibility. During the early stages of epidermal development, cells are covered with osmiophilic amorphous procuticle, but the lamellar structure of the cuticle proper and the reticulate fibrillar pattern of the cutinized portion of the cell wall may become distinguishable as the cuticle forms [2]. Chemical and structural changes in the cuticle may be beneficial, both in terms of the adaptation to fluctuating environmental conditions and in response to various stresses. However, this view of the cuticle as a dynamic structure has yet to be supported by extensive data.

Recent molecular, genetic studies of cuticular mutants have lead to the identification and characterization of a number of genes involved in various aspects of cuticle formation (reviewed in [5],[6],[9],[11]).

A group of Arabidopsis mutants, including *fiddlehead* (*fdh*), *lacerata* (*lcr*) and *bodyguard* (*bdg*), which are thought to be defective in the biosynthesis of cuticular polyesters, reveals secondary phenotypes which include drastic changes in cell differentiation, plant architecture, organ morphology, pathogen resistance and other elements. This suggests that there exists a pathway that is not only essential for cuticle formation, but may, directly or indirectly, control various cellular processes as well [9]. One of these is the adhesive interaction between the epidermal cells of different organs [12],[13]. No mechanism has yet been demonstrated which might account for the association between the series of phenotypes in the cuticular mutants.

Studies of one of these mutants, *bdg*, which exhibits defects that are characteristic of the loss of cuticle structure, paradoxically revealed that this cuticular mutation accumulates significantly more cutin monomers in the residual cell-wall bound lipids, and more wax [14]. It was, therefore, suggested that plants are capable of repairing cuticular perturbations and re-establishing cuticle homeostasis [14]. *Fdh* and *lcr*, like *bdg*, belong to a class of cuticular mutants that are characterized by secondary phenotypes which include misshapen cells and organs and epidermal fusions [14]–[16]. Their cuticular phenotypes were not, however, examined in detail.

Herein, we report that both *lcr* and *fdh* display an increase in cutin and wax constituents and provide insight into the structural aspects of their cuticle. Using a microarray-based transcriptome analysis, we demonstrate the transcriptional upregulation of wax, cutin, and cell wall and defense genes in *lcr*, *bdg* and *fdh*. We propose that this is a compensatory adaptive response, representing a part of a cell-wall integrity maintenance mechanism. To compare the responses induced by mutations in cuticular and cellulose synthase genes, we used the meta-analytical method MASTA (MicroArray overlap Search Tool and Analysis), which has recently been developed in our lab. When utilizing it for *in silico* suppressor/enhancer screens, we identified *SERRATE* and confirmed that it is required for organ fusions in cuticular mutants. This raises the interesting possibility that there may be a connection between the cuticle formation and morphogenesis.

## Results

### Defining the cuticular phenotype of *lcr*

As do other cuticular mutations of this kind, *lcr* has a pleiotropic effect on plant development, which affects leaf morphology, cell morphogenesis and differentiation, shoot branching, and senescence [16]. At the rosette stage, *lcr* plants are easily distinguishable from wild types, but not from *bdg* and *fdh* (Figure 1A), by severe deformations of leaves and leaf fusions. When compared to wild type, the staining of rosette leaves with the water-soluble dye toluidine blue (TB) resulted in *fdh*, *lcr*, and *bdg* having heterogeneous, patchy patterns (Figure 1B), showing the defects of the cuticle. However, with regard to the intensity of staining, neither the fused or unfused rosette leaves of *fdh*, *lcr* and *bdg* were distinguishable from each other. As direct estimation of the cuticle permeability is not feasible in Arabidopsis, to extend these results, we performed an assay which measures chlorophyll leaching into alcohol [13]. As expected, the leaves of all three mutants lost chlorophyll faster than wild type when immersed in 80% ethanol (Figure 1C), thus corroborating the results of the TB staining. However, whereas *lcr* and *bdg* appeared to be very similar to each other, *fdh* released chlorophyll much more quickly (Figure 1C): after 20 min of incubation, *fdh* lost about 60% of total chlorophyll, while *lcr* and *bdg* only lost about 20%.

**Figure 1:**
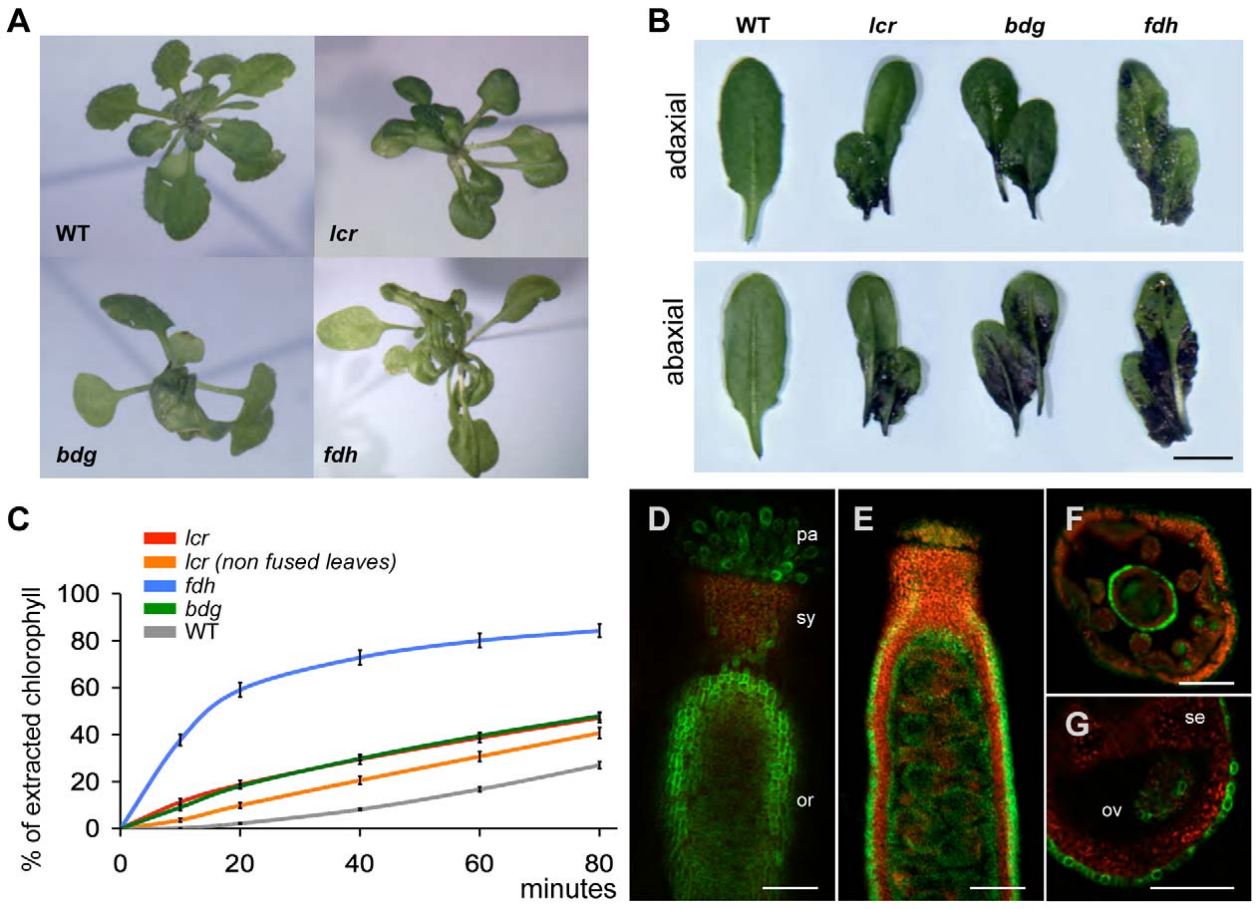
Functional implications and consequences of mutations in *LCR*, *BDG*, and *FDH*. (A) Three mutants, *lcr*, *bdg* and *fdh*, exhibit quite similar organ fusion phenotypes at the rosette stage. Note the differences between the serration of the wild-type leaves and those of the mutants. Leaf deformations in these mutants are not always an after-effect of a fusion at the early developmental stage. (B) Toluidine blue test in *lcr*, *bdg* and *fdh*. Wild-type and mutant leaves are shown after 2 min immersion in a 0.05% toluidine blue solution and destaining in water. No staining is observed with the wild type control. Bar is 1 cm. (C) Chlorophyll leaching test in *lcr*, *bdg* and *fdh*. Typical rosette leaves (∼ten) from seven-eight week old plants (short day conditions) were combined to both compose a sample and spectrophotometrically measure the rate of chlorophyll extraction into an ethanolic solution. The results are mean % values±standard error of at least six replicates. (D–G) Expression of the *LCR*:GFP reporter in transgenic Arabidopsis plants. Shown are the floral organs in which *LCR*:GFP expression is most conspicuous. The green color in the dual-color fluorescent confocal images corresponds to the GFP signal, and the red color to the autofluorescence of the chlorophyll. (D) The pistil, composed of the ovary (or), style (sy), and stigma covered with elongated papilla cells (pa). (E) Optical section through a pistil exposing the interior of the ovary. Note the epidermis-specific expression of GFP in the ovary wall. (F) Cross-section through the floral bud revealing epidermal GFP expression in sepals, petals, stamens and the pistil, and the GFP signal in developing pollen. The pistil epidermis exhibits a brighter signal. (G) Cross-section of the pistil showing septum (se), ovule (ov) and ovary wall in greater detail. Note that the inner epidermis of the ovary wall and the septum are devoid of the GFP signal. Bars are 200 µm for (D,E,F) and 100 µm for (G).

To study whether there is both a correlation between cuticle permeability to chlorophyll and engagement in ectopic organ fusions, in this assay we examined a sample taken from *lcr* rosette leaves which were not joined in a fusion. Figure 1C shows that these leaves lose the pigment faster than the wild type control does, but this was still slower than the representative *lcr* sample (comprising leaves joined in a fusion and leaves not joined in a fusion). This suggests that both features of the polymorphic *lcr* phenotype are linked.

To investigate whether the expression of *LCR* is restricted to the epidermis, we fused the putative 5′ regulatory regions of the *LCR* gene with the green fluorescent protein (GFP) reporter gene. The expression of *LCR*:GFP was then studied in transgenic Arabidopsis plants by confocal scanning laser microscopy, and was found to be limited to the epidermal cells of leaves, stems, sepals, petals, style, stigma and ovules (Figure 1D–1G). The expression of *LCR* in organ primordia was reminiscent of that of *FDH* and *BDG*, which have previously been studied in detail by using GFP fusions [14],[17]. Because *LCR* belongs to the CYP86A P450 gene subfamily, which includes closely related and highly conserved gene sequences in Arabidopsis, we were not able to design an *LCR* specific probe which would be long enough. We attempted to concatenate *LCR* specific sequence motifs, but the resulting probes also failed to yield a consistent *in situ* hybridization signal (data not shown). However, our results with the *LCR*:GFP plants support the microarray hybridization data which had suggested that *LCR* might be the epidermis specific gene in the stem [18]. Collectively, these results back-up the contention that *lcr* is a typical cuticular gene.

### Ultrastructural changes in the cuticle of *lcr* are reminiscent of that in *bdg* and cutinase expressing (CUTE) plants

To determine whether the *lcr* mutation distorts or disrupts the cuticle, we examined the epidermis of aerial organs in *lcr* by transmission electron microscopy (TEM). In leaves and petioles of wild type plants, cutin deposition in the epidermal cell wall forms a regular membranous structure (called the cuticle proper) on the outer side (Figure 2A, 2C, 2G, 2L). When viewed under TEM, this electron-dense layer was not only discontinuous and deformed in *lcr*, but was also characterized by the irregular deposition of multi-layered, electron-dense, sharply outlined material, as well as the presence of empty spaces within the deeper layers of the cell wall (Figure 2D, 2E, 2H–2K, 2M–2O). The presence of empty cavities (Figure 2H and 2N) and the over-deposition of an electron-dense material close to the cell wall surface (Figure 2D, 2H, 2K), indicate infiltration, or bursting, of the cell wall materials through the defective cuticle proper in this mutant (Figure 2O), thereby leading to cutin juxtaposition in the inner layers (Figure 2H, 2M, 2N). Supernumerary layers of cutin-like materials may lead to the conclusion that *lcr* does not suffer from a lack of cutin, but rather from the structural dysfunction of its cuticle, even though a cutin overlay was very thin in many instances (Figure 2D, 2K, 2N). In some cases, electron-opaque material seemed to crystallize inside the *lcr* cell wall, giving its cuticle a composite appearance (Figure 2E, 2K, 2O). Although many features make the *lcr* cuticle resemble that in *bdg* [14] and the CUTE plants [19], this has not yet been observed in any other mutant, and appears to be characteristic of *lcr*, which exhibited an extraordinarily irregular cuticle.

**Figure 2:**
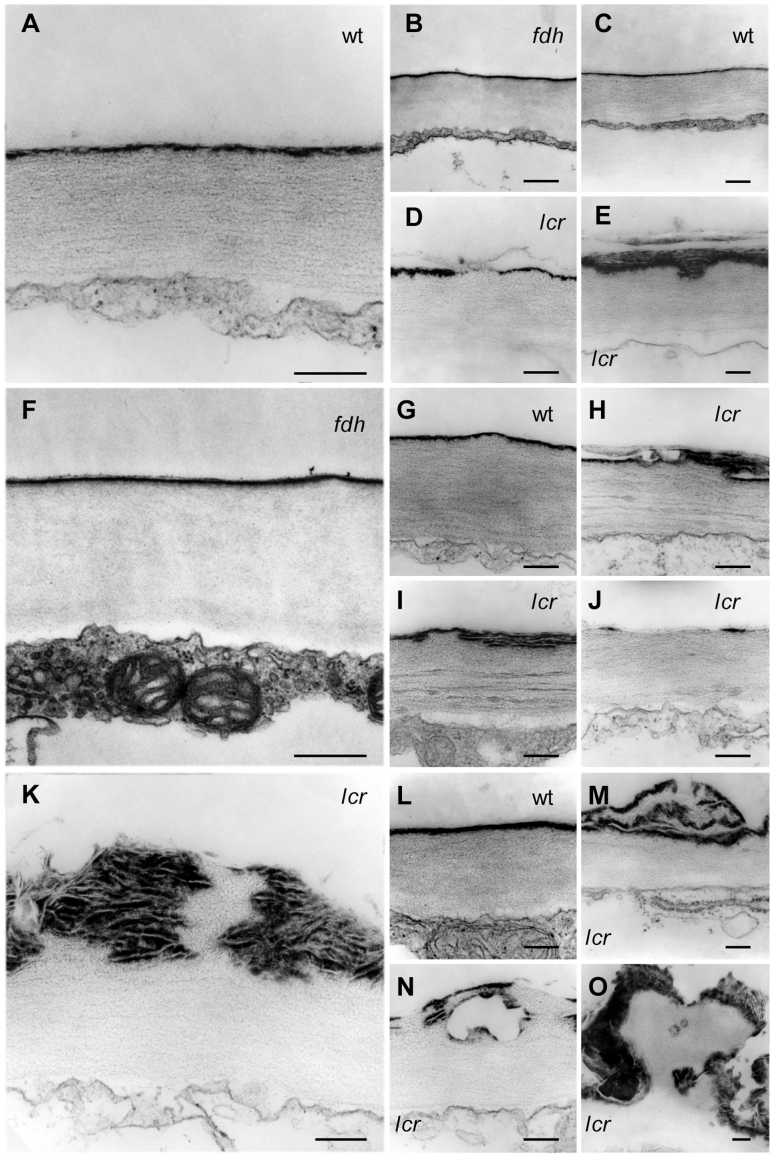
Ultrastructural aspects of the cuticle membrane in *lcr* and *fdh* rosette leaves. The tissues were embedded, and ultrathin sections were stained, and examined through transmission electron microscopy (TEM). Plant types are indicated. (A–E) Young leaves. Adaxial (A,B,D) and abaxial (C,E) cuticle. (F–O) Adult leaves. Adaxial (F,G,H,I,J) and abaxial (K,L,M,N,O) cuticle. Note that the regular electron-dense cuticle proper in both the wild type (wt) and *fdh* are structurally distinct from that in *lcr*. In *lcr*, the cuticle is characterized by depositions of an electron dense crystalloid material, multiple cutin layers, cavities inside the cell wall and breaches at the surface; (O) depicts a notable solid shape bulging out of the cell wall in *lcr*. Bars are 200 nm.

In various fusion zones in *lcr*, the cell walls often seemed to be merged, with little or no trace of the intrinsic cuticular membrane, although some inclusions of electron-dense material could be found in areas where cell walls have not been completely fused (Figure S1A, S1B). When exposed to mechanical tension, fused organs might separate, only remaining connected by a fine thread (Figure S1C).

The outer cell wall of epidermal cells in *lcr* was, generally, not as regular as in wild type plants, with severe deformations and some darker stripes giving it a plastic appearance (Figure 2H–2J). This leads to speculation that *lcr* has a cell wall phenotype.

### Ultrastructure of the *fdh* cuticle appears normal in every aspect as evidenced by TEM

From the results of the chlorophyll leaching measurements, it might have been expected that *fdh* would display a highly disorganized cuticle, resembling that in *lcr*. However, Lolle and co-workers reported that the cuticle could always be detected in the fusion zones separating different organs, and three lipid stains failed to detect any differences between *fdh-1* and wild-type tissues [12],[13]. The *fdh-1* allele has been isolated in the Landsberg *erecta* (L*er*) genetic background. Since the *lcr* transposon insertion allele used in this study was found in the Columbia (Col) ecotype, we sought to examine the cuticle in an *fdh* allele with the same genetic background. We made the decision to characterize *fdh-3940S1* [20], which has also been used in the chlorophyll leaching assays described above.

The extensive investigation under TEM did not reveal any visible ultrastructural changes in the *fdh-3940S1* cuticle (hereafter referred to as *fdh*) in different organs when compared to wild-type. This makes *fdh* different to the *lcr*, *bdg* and *hth* mutants and the CUTE plants [19]. A typical, continuous electron-dense layer was found to be deposited in the epidermal cell wall in *fdh* leaves (Figure 2B, 2F) and in the fusion zones (Figure S1), showing that two knock-out alleles of *fdh* behave similarly in the L*er* and Col genetic backgrounds. While the cuticle proper in *fdh* showed no major ultrastructural changes that were detectable by TEM, some images gave the impression that its surface may have a rather more diffused appearance, lacking sharp margins.

These results imply that structural defects in the cuticle proper, which are detectable under TEM, may not account for the molecular sieving properties of the cuticle that were estimated by molecular leaching assays. This also suggests that the organ fusions observed in *fdh*, *lcr*, *bdg* and some other cuticular mutants are not a direct consequence of major structural changes in their cuticles, thereby calling into question the conventional view that the bare cell walls of epidermal cells interact to produce a fusion.

### Resistance to *Botrytis cinerea* in cuticular mutants

One of the cuticle's primary roles is to act as a protective barrier against pathogen attack [10]. It has, however, been reported that some Arabidopsis cuticular mutants, such as *lacs2*, *lcr*, *bdg* and transgenic CUTE plants, are, in fact, more resistant to the major necrotroph *Botrytis cinerea* than the wild type [21]–[23]. The reasons for this paradoxical resistance remained unclear. The easier diffusion of a plant-produced toxin through the mutant cuticles was, however, considered to be one of the possible mechanisms of this resistance [21], suggesting that the highly permeable cuticle would greatly increase the resistance of *fdh* to this pathogen. To test this concept, we compared the wild type and three mutants by the detached-leaf assay which appeared to have the best consistency [24]. As controls, we used the *B. cinerea*-resistant *lacs2* and the hypersusceptible *phytoalexin deficient3* (*pad3*) which is impaired in the accumulation of the antifungal metabolite camalexin [25]. The level of susceptibility after droplet inoculation was measured as the percentage of lesions larger than the original inoculation site (percentage of outgrowing lesions) and as the average lesion area (Figure 3). Three days post-inoculation (dpi) with *B. cinerea* (strain 2100 in 1/4 PDB), *lacs2* and *bdg* showed lower susceptibility (P<0.0001), with 16% and 18% of outgrowing lesions, respectively, as compared to 72% in the wild type, and 37% and 42% in *lcr* and *fdh*, respectively (Figure 3B). Consistent with the described hypersusceptibility to *B. cinerea*, 96% of outgrowing lesions were identified in *pad3* (Figure 3B). The higher resistance phenotype of cuticular mutants was revealed by both the lower proportion of outgrowing lesions and lesion area, the latter being on average very similar in all cuticular mutants and always significantly smaller when compared to the wild type (Figure 3C). One interesting observation is that, under our experimental conditions, some leaves of *bdg* and *lacs2* remained free of disease symptoms at 3 dpi (∼27% and ∼56% respectively), whereas all inoculated leaves of *lcr* and *fdh* showed signs of fungal infection. Comparable results were obtained with the *B. cinerea* strain B05.10 (data not shown), corroborating the view that FDH deficiency afforded similar protection against *B. cinerea* as that observed in other cuticular mutants. However *fdh* does not seem to be more resistant than *bdg* and *lcr*, implying that the resistance phenotype does not correlate well with the cuticular permeability when measured by the chlorophyll leaching rate and the TB stainability.

**Figure 3:**
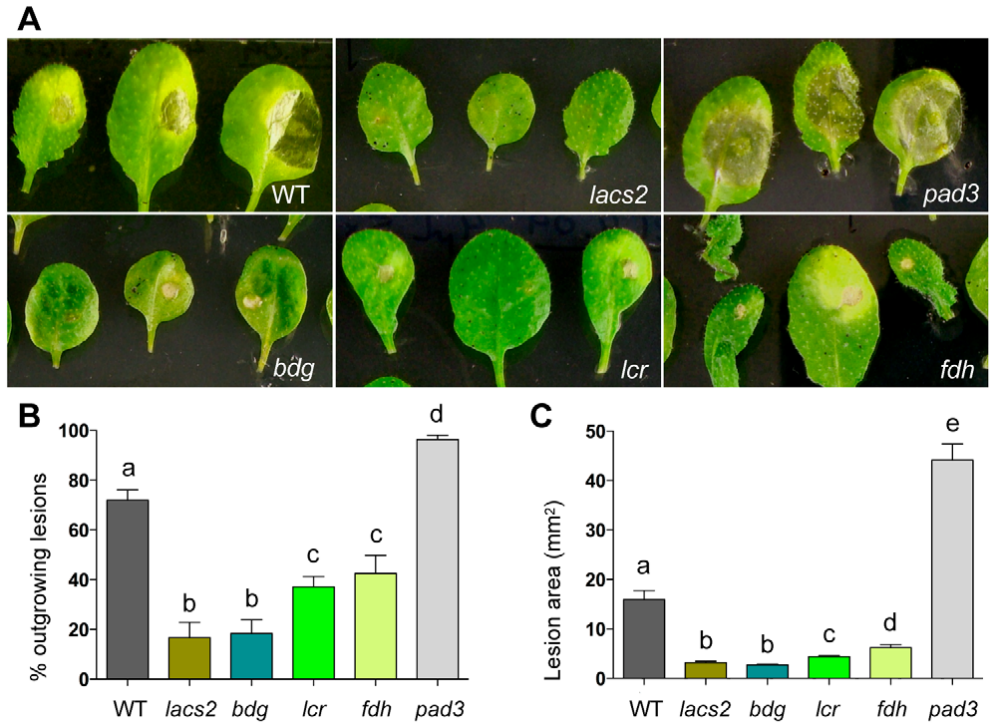
Resistance of cuticular mutants to *Botrytis cinerea*. (A) The appearance of leaf symptoms. Detached leaves were placed on the agar media in Petri dishes, droplet-inoculated with conidiospores of *B. cinerea* strain 2100 and examined at 3 dpi. Three representative leaves are shown per genotype. (B) Percentage of outgrowing lesions at 3 dpi (mean±se). At least 50 leaves were used per genotype, and the statistical significance was calculated in comparison to inoculated wild type using Fisher's exact test. Different letters indicate significance at P<0.01. All differences between mutants and wild type were significant at the P<0.001; *lcr* and *fdh* are more susceptible than *lacs2* and *bdg* at P<0.05. (C) Surface lesion areas (mean±se) for the same samples shown in (A) and (B). Genotypes assigned the same letters are statistically similar to each other at P<0.05.

### *Lcr* and *fdh* over-accumulate major cutin monomers

Although *lcr* and *fdh* were recognized as classical cuticular mutants revealing enhanced epidermal permeability (Figure 1B and 1C) [13],[16],[21],[26], the chemical compositions of their cuticular lipids had not been characterized in detail. LCR, which functions as a fatty acid ω-hydroxylase when expressed in yeast, was proposed as being active in the biosynthesis of the ω-hydroxy and α,ω-dicarboxy fatty acids that are major cutin monomers in Arabidopsis [16],[27]. The loss of the LCR function is presumed to reduce the accumulation of the respective cutin monomers.

Based on the amino acid sequence similarity, it has been suggested that *FDH* encodes a β-ketoacyl-CoA synthase (KCS) which is involved in microsomal fatty acid elongation [20],[28]. In *FDH*-deficient plants, cutin monomers could, therefore, potentially either decrease or comprise shorter chain monocarboxylic and dicarboxylic fatty acids.

To determine the effects of *fdh* and *lcr* mutations on the chemical composition of cuticular polyesters, we analyzed residual-bound lipids in leaves (Figure 4A). This approach gives a good approximation of the monomer composition of pure cutin, which is difficult to isolate in sufficient amounts in Arabidopsis [29]. This analysis was conducted twice on both mutants, using plant material grown under similar greenhouse conditions in different seasons (Figure 4A and Figure S2). Both experiments yielded similar results, with *lcr* and *fdh* accumulating higher levels of the C18:2 α,ω-diacid which is a major cutin component in Arabidopsis [29],[30]. The increase, when compared to wild type, was approximately three times and twice in *lcr* and *fdh*, respectively (Figure 4A). Remarkably, the levels of C18:2 ω-hydroxy acid, which is a precursor to C18:2 α,ω-diacid, also increased two-fold in both mutants.

**Figure 4:**
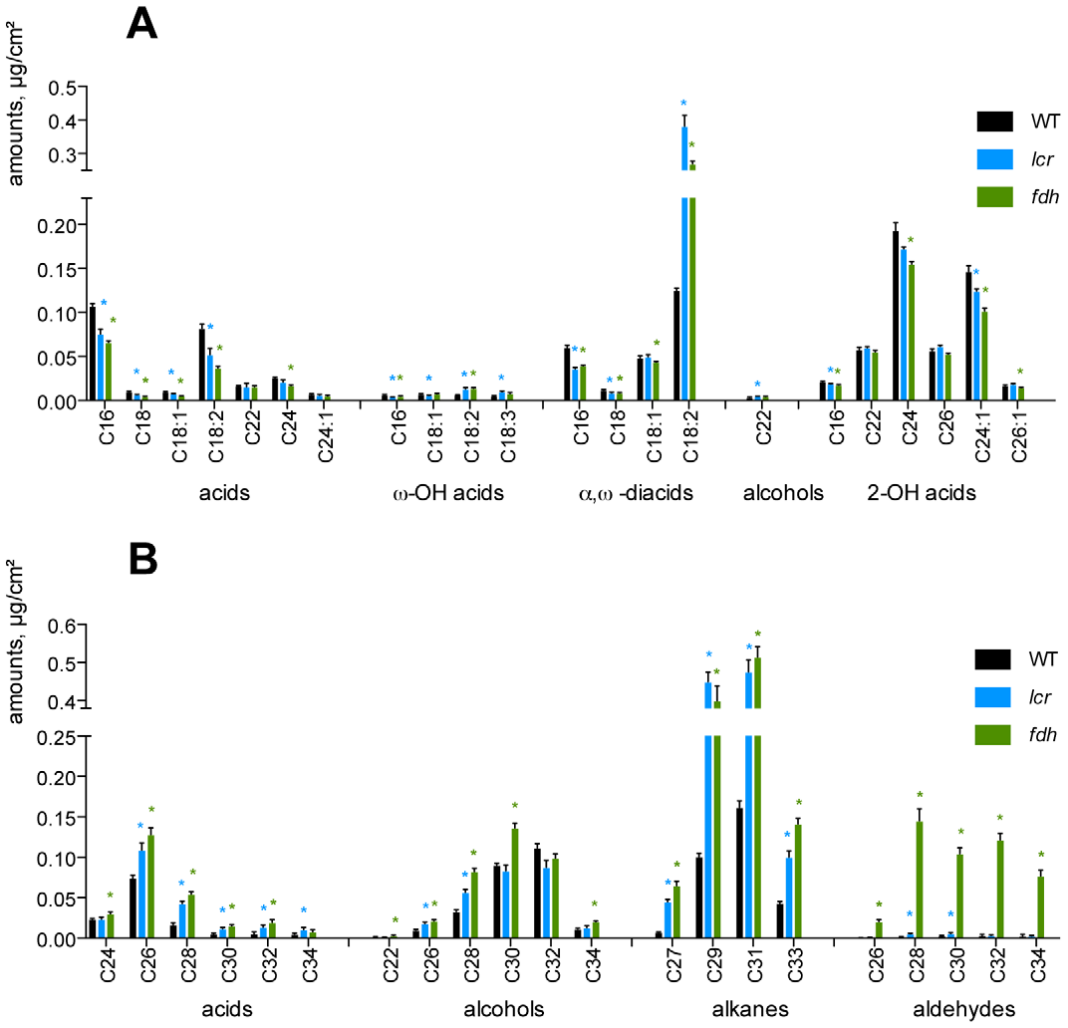
Analysis of leaf residual-bound lipids and wax in *fdh* and *lcr*. (A) The fatty acid composition analysis of the leaf residual bound lipids that are left after exhaustive extraction with methanol/chloroform. Values are mean±standard error for five (*lcr*), six (wild type) or seven (*fdh*) replicates, each containing leaves from at least 15 plants. (B) The composition of the analysis of leaf wax. Values are mean±standard error from six (*fdh*) or seven (wild type and *lcr*) replicates, each containing leaves from at least ten plants. Stars indicate in (A) and (B) a significant Mann-Whitney test (two-tailed, P<0.05) for mutant versus wild type.

Both two and one and half times differences were also found for the C18:3 ω-hydroxy acid in *lcr* and *fdh*, respectively. It is also worth noting that both accumulated approximately less than twice the C18:2 acid in residual-bound lipids. The partially (by ∼25–40%) reduced content of the C16:0 acyl chains in the three classes of fatty monomers (acids, ω-hydroxy acids, α,ω-diacids), might be evidence of an enhanced C16 elongation in the mutants.

Examination of the cutin composition analysis data (Figure 4A and Figure S2) revealed that no shift towards shorter carbon chains could be detected in *fdh*. Moreover, no consistent decrease in the levels of ω-hydroxy fatty acids and α,ω-diacids could be detected in *lcr*. Given the increase in the levels of C18 ω-hydroxy fatty acids and α,ω-diacids, it could be proposed that the major changes in cuticular lipids observed in *lcr* and *fdh* are not due to the deficiency caused by the respective mutations. Instead, it could be evidence of an induced response to these mutations, which leads to the incorporation of more cutin-like material in the outer epidermal cell wall of the mutants. This response could play a compensatory role which contributes to the survival of the mutant plants. It is particularly noteworthy in this context that *lcr* and *fdh* appear to possess remarkably similar cutin monomer compositions.

### The *lcr* and *fdh* mutations lead to an over-accumulation of cuticular wax

There is a strong line of evidence linking the over-accumulation of epi- and intra-cuticular wax to the cuticular deficiency in *bdg* [14]. We, therefore, analyzed leaf wax composition in *lcr* and *fdh* (Figure 4B), revealing that the total amount of wax had been increased two-fold and three-fold in *lcr* and *fdh*, respectively; on average, wild-type leaves had a wax load of 0.72±0.07 µg/cm^2^ compared to 1.56±0.25 µg/cm^2^ and 2.66±0.25 µg/cm^2^ in *lcr* and *fdh*, again respectively. The major constituents of wax, which are alkanes in Arabidopsis, were increased from 2.3 times (C33 in *lcr*) to 9 times (C27 in *fdh*). The levels of free fatty acids and alcohols had also increased, but to a lesser extent, with up to a 3.3-fold increase in the C32 fatty acid (Figure 4B). The marked difference between the two mutants was the extent to which wax aldehydes were produced. Whereas these had not changed in *lcr* when compared to wild type, the *fdh* leaf wax appeared to contain much greater amounts of all aldehyde species than the wild type did, with C28 exhibiting the biggest (nearly a 830-fold) increase.

We also examined the leaf epidermis in *lcr*, *fdh*, *bdg* and wild type by cryo-scanning electron microscopy (SEM) which preserves wax morphology. Under SEM, the leaf surface in the wild type appeared to be smooth, without appreciable sculpturing. However, in all three mutants examined, a considerable number of ripples and plate-like wax crystals gave their surfaces a more ruffled appearance (Figure S3).

We concluded from these results that *lcr* and *fdh* respond to the loss of respective gene functions by the over-accumulation of wax in leaves. This response is quite similar with respect to alkanes, but only *fdh* appears to activate a pathway for aldehyde biosynthesis. Our SEM results suggest that stem wax is also affected in these mutants (Figure S4), but a detailed analysis would be beyond the scope of this paper.

### Genome-wide analysis shows coordinated differential gene expression in three cuticular mutants

The cuticular phenotypes of *lcr* and *fdh* described above, and the analysis of their cuticular lipids, suggest that these mutations may induce a kind of a response which includes the genes associated with cutin and wax biosynthesis. If this response is controlled at the level of transcription or mRNA stability, coordinated changes in the abundance of transcripts which encode corresponding genes should be observed in the cuticular mutants. To test this possibility, we studied the gene expression changes by using microarray hybridization with the Arabidopsis ATH1 Genome Array (Affymetrix). 

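RNA of young rosette leaves was measured in wild-type plants and in the mutants bdg, fdh and lcr. Each of the 4 genotypes had 3 biological replicates, 1 array each, and each replicate pooled leaves of 15 plants. The ATH1 array reads a transcript through a probe set of short oligonucleotides. The authors deposited log2 expression values, which the submitters' processing notes credit to GCRMA, a method that corrects the background by probe sequence, normalizes between arrays and summarizes the probes. The 64 control probe sets of the array maker were left out, and 22746 probe sets were tested. Median log2 values of the 12 arrays lay between 4.56 and 4.70. The number of arrays limits the precision.
Rank Product, the study's method, was written anew from its published description, with the proportion of false positives (pfp) taken from 100 permutations. The second test, limma, fitted all 4 genotypes together with Benjamini-Hochberg adjustment. In simulated data for fdh against wild type, with 4-fold changes and each probe set's own spread, limma found 93.1% and Rank Product 98.6% of the changed probe sets. Unchanged probe sets made up 6.43% of the simulated limma calls and 31.8% of the Rank Product calls. With an equal spread for all probe sets, the share for Rank Product was 0.526%. The simulations drew probe sets independently, from spreads that limma estimated, with a fixed number of changed ones. These shares therefore do not give the share of false calls in the real lists. A single gene could be named for 13512 probe sets through the platform annotation and for 236 more through Table S1, the study's table of upregulated genes. Names added that way therefore favour genes that rose. A gene past a threshold in one mutant and not in another is not shown to differ between them, which takes the direct comparison of the mutants. Limma and Rank Product are different tests, so a gene that did not pass limma can still hold the study's call. Of 86 genes of Table S3 with a named probe set, Rank Product here placed 77 higher and 1 lower in all 3 mutants. Where a call of limma ended when a single array was left out, that array is named with the adjusted p without it. Fewer arrays weaken the test by themselves, so an ended call does not show that the array left out carried the change. A log2 value under the lowest array median was not shown to be above background. No background level was measured, so a change from such a level may depend on the floor of the arrays, which was not tested.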

We then compared gene expression in young rosette leaves from *fdh*, *lcr* and *bdg* mutants to that in wild type. As described in Materials and Methods, RNA-derived probes were prepared from three biologically independent samples for each mutant.

Taking into account the low replicate numbers of the microarray data, we have chosen to detect differentially expressed genes (DEGs) using the Rank Product (RP) method, as suggested by Breitling and co-workers [31]. This produces a good performance, in particular for replicate numbers below ten [32]. We recently revealed that RP outperforms Cyber-T, Local Pooled Error (LPE), two-sample Bayes T, Empirical Bayes, SAM, fold change and the ordinary t-test in terms of the validity of the DEG lists [33]. The significance of the detection is assessed in RP by a non-parametric permutation test which evaluates the percentage of false positive predictions (pfp) or the false discovery rate (FDR). In this study, we regarded genes with a pfp of less than 5% (0.05) to be significantly differentially expressed because, for them, the probability of being consistently selected by the RP method is greater than 95%. This filtering resulted in a list of 440 DEGs in *fdh* when compared to wild type, followed by *lcr* (260 DEGs) and *bdg* (126 DEGs). 

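In fdh, the lipid transfer protein genes LTP3 (At5g59320), LTP4 (At5g59310) and LTP2 (At2g38530) rose by 7.55 (standard error 1.28), 7.12 (standard error 1.05) and 6.68 (standard error 0.926) on the log2 scale (limma adjusted p = 0.0231, 0.0147 and 0.0111). In lcr, the late embryogenesis abundant gene At1g52690 rose by 6.81 on the log2 scale (limma adjusted p = 0.0162). In bdg, the lipid transfer protein gene At5g01870 rose by 6.27 (limma adjusted p = 5.77e-04). The wild-type levels of At1g52690 and At5g01870 lie under every array median, so the size of these rises may depend on the floor of the arrays. Among the decreases in fdh, At4g02850 fell by 3.33 (limma adjusted p = 0.00365) and GIS (At3g58070), a regulator of trichome formation, fell by 2.41 (limma adjusted p = 0.0399). The call for LTP3 ended in fdh without fdh replicate 1 (adjusted p = 0.105) and fdh replicate 2 (0.0822), with log2 fold changes of 7.37 and 7.66. The call for LTP4 ended in fdh without fdh replicate 1 (adjusted p = 0.0596) and fdh replicate 2 (0.059). The call for LTP2 ended in fdh without fdh replicate 1 (adjusted p = 0.0534). The call for At1g52690 ended in lcr without lcr replicate 1 (adjusted p = 0.0628) and lcr replicate 2 (0.0733). The call for GIS ended in fdh without wild type replicate 1 (adjusted p = 0.103), wild type replicate 2 (0.0937), fdh replicate 1 (0.113), fdh replicate 2 (0.116) and fdh replicate 3 (0.0698).
At a pfp under 0.05, Rank Product called 423 probe sets in fdh, 259 in lcr and 127 in bdg. Of these, 378, 233 and 119 were higher. The count of higher probe sets in fdh was 69 without fdh replicate 1, 73 without fdh replicate 2 and 164 without fdh replicate 3, that in lcr was 56 without lcr replicate 1, 69 without lcr replicate 2 and 107 without lcr replicate 3, and that in bdg was 39 without bdg replicate 1, 38 without bdg replicate 2 and 61 without bdg replicate 3. Without both wild type array 2 and bdg array 1, whose 3' to 5' ratios the study calls slightly disturbed, 43 were higher in bdg. With only probe sets above a log2 value of 5 on at least 3 arrays, 241, 135 and 68 were higher in fdh, lcr and bdg. Unchanged groups, simulated 20 times from whole arrays, gave up to 154, 145 and 289 higher probe sets in the same order (medians 5, 7.5 and 1.5), and up to 29, 43 and 44 with probe sets drawn independently.
The limma test called 493 probe sets in fdh, 91 in lcr and 25 in bdg, and 179, 54 and 17 of the Rank Product calls were among them. Of the limma calls, 349 were higher in fdh, 77 in lcr and 21 in bdg. These counts of higher probe sets were 145 without wild type replicate 1, 183 without wild type replicate 2, 104 without fdh replicate 1, 124 without fdh replicate 2 and 599 without fdh replicate 3 in fdh. They were 38 without wild type replicate 1, 43 without wild type replicate 3, 21 without lcr replicate 1 and 14 without lcr replicate 2 in lcr, and 13 without wild type replicate 1, 8 without bdg replicate 1 and 6 without bdg replicate 2 in bdg. With only the 2 groups compared in the model, 42, 6 and 1 were higher in fdh, lcr and bdg, and with the 3' to 5' difference of actin as a covariate, chosen after seeing the data, 641, 187 and 38. With only probe sets above a log2 value of 5 on at least 3 arrays, 151 were higher in lcr and 44 in bdg.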

The DEGs are listed in Tables S1, S2. Figure 5A summarizes the findings, and shows Venn diagrams which represent the number of genes that were changed and up or downregulated in the three cuticular mutants. 

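The transporter gene ABCG1 (At2g39350) had a log2 value of 2.41 ± 0.20 (SD, n = 3) in wild type, 7.01 ± 0.28 in bdg, 7.81 ± 0.59 in fdh and 7.40 ± 0.46 in lcr, a rise that passed limma in each mutant (adjusted p = 0.00174, 3.54e-04 and 8.62e-04). YUC2 (At4g13260), a gene of auxin biosynthesis, had a log2 value of 3.10 ± 0.06 in wild type, 2.29 ± 0.03 in bdg, 2.36 ± 0.08 in fdh and 2.35 ± 0.15 in lcr, and this decrease passed limma in each mutant (adjusted p = 0.0102, 0.00365 and 0.00942). These values of YUC2 lie under the lowest array median, 4.56, and were not shown to be above background, which limits what the decrease means. At2g32160 fell by 2.08 on the log2 scale in lcr and fell by 1.60 in bdg (limma adjusted p = 0.00709 and 0.0181). The call for YUC2 ended in bdg without bdg replicate 1 (adjusted p = 0.0513) and bdg replicate 2 (0.0505). The call for At2g32160 ended in bdg without wild type replicate 1 (adjusted p = 0.0669), wild type replicate 3 (0.0598), bdg replicate 1 (0.0744), bdg replicate 2 (0.064) and bdg replicate 3 (0.0618). By Rank Product, 89.4% of the called probe sets were higher in fdh, 90.0% in lcr and 93.7% in bdg. By limma the share was 70.8%, 84.6% and 84%. Rank Product called 45 probe sets lower in fdh, 26 in lcr and 8 in bdg. The lower count was 4 without wild type replicate 1, 5 without wild type replicate 2, 27 without fdh replicate 1 and 28 without fdh replicate 2 in fdh, 1 without wild type replicate 1, 3 without wild type replicate 2 and 14 without lcr replicate 3 in lcr, and 1 without wild type replicate 1, 3 without wild type replicate 2 and 15 without bdg replicate 1 in bdg.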

The microarray analysis suggests that the majority of DEGs were upregulated: 88% for *fdh*, 91% for *lcr*, and 93% for *bdg* (Figure 5A). It also reveals large overlaps between misregulated genes in the different mutants. This supports the notion that these mutants exhibited similar transcriptional changes, as suggested by similarities in their organ fusion phenotypes and the composition of their cuticular lipids. 

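PPT1 (At5g47330), a gene for a putative palmitoyl-protein thioesterase, rose by 4.91 in bdg, 5.37 in fdh and 5.40 in lcr on the log2 scale (limma adjusted p = 0.0177, 0.00365 and 0.00942). The call for PPT1 ended in bdg without bdg replicate 1 (adjusted p = 0.0629), bdg replicate 2 (0.0624) and bdg replicate 3 (0.0558). The proline-rich cell wall protein gene At2g16630 rose by 2.78 in bdg, 2.96 in fdh and 2.63 in lcr (limma adjusted p = 0.0034, 7.69e-04 and 0.00543). Of the probe sets that Rank Product placed higher, 179 were shared by fdh and lcr, 104 by bdg and lcr and 94 by bdg and fdh. Independent lists of the same sizes would share 3.87, 1.22 and 1.98. Unchanged groups with shared wild-type arrays shared at most 55, 7 and 25 when simulated from whole arrays and 8, 13 and 7 with probe sets drawn independently, in 20 simulations each. Most simulated lists were shorter than the observed ones, which limits what they could share.
The 3 comparisons use the same wild-type arrays, which makes the mutants alike with no effect at all. In the order fdh and lcr, bdg and lcr, bdg and fdh, the log2 fold changes correlated at 0.779, 0.754 and 0.511 across probe sets, which are not independent replicates. Unchanged groups, simulated 100 times from whole arrays' deviations, gave median correlations of 0.472, 0.437 and 0.462, and 14, 17 and 45 of them reached the observed correlation. With probe sets drawn independently the medians were 0.501, 0.499 and 0.499. The covariances were 0.213, 0.118 and 0.106, and the simulated medians 0.0309, 0.0292 and 0.0318. The observed covariance was reached in 0, 11 and 10 of the simulations from whole arrays, and in 0, 0 and 0 when probe sets were drawn independently, with medians of 0.0449, 0.0448 and 0.0449. The paper takes the large overlaps between the mutants' lists as support for the notion of similar transcriptional changes.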

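QQS (At3g30720), a gene that affects the starch content of leaves, had a log2 value of 9.25 ± 0.45 (SD, n = 3) in fdh, 5.25 ± 0.71 in lcr, 3.72 ± 0.20 in bdg and 5.19 ± 0.27 in wild type. It was higher in fdh than in bdg, by 5.53, and than in lcr, by 4.00 (limma adjusted p = 8.60e-04 and 0.00587). PAD3 (At3g26830), an enzyme gene of camalexin synthesis, was 2.99 higher in fdh than in lcr (limma adjusted p = 0.0413). ATMYC1 (At4g00480) was lower in fdh than in lcr, with a log2 difference of -1.54 (limma adjusted p = 2.84e-04). LEA14 (At1g01470) was 4.95 higher in lcr than in bdg (limma adjusted p = 0.0286). The call for PAD3 ended in fdh against lcr without fdh replicate 2 (adjusted p = 0.105), lcr replicate 1 (0.16), lcr replicate 2 (0.0991) and lcr replicate 3 (0.0874). The call for LEA14 ended in lcr against bdg without bdg replicate 2 (adjusted p = 0.0963), lcr replicate 2 (0.105) and lcr replicate 3 (0.0948).
Rank Product called 222 probe sets in fdh alone (52.5%), 46 in lcr alone (17.8%) and 10 in bdg alone (7.87%). The number in fdh alone was 25 without fdh replicate 1, 26 without fdh replicate 2 and 90 without fdh replicate 3. The number in lcr alone was 25 without wild type replicate 1, 123 without fdh replicate 1, 123 without fdh replicate 2, 89 without fdh replicate 3, 11 without lcr replicate 1, 12 without lcr replicate 2 and 14 without lcr replicate 3, and that in bdg alone was 4 without bdg replicate 1, 3 without bdg replicate 2, 2 without bdg replicate 3, 18 without fdh replicate 1, 17 without fdh replicate 2, 16 without fdh replicate 3, 27 without lcr replicate 1, 28 without lcr replicate 2 and 24 without lcr replicate 3. Of the probe sets called in fdh alone, 39 differed from bdg and 8 from lcr by limma (185 and 110 at an unadjusted p under 0.05), and 150 had the same direction in all 3 mutants. Of those called in lcr alone, 0 differed from fdh and 0 from bdg by limma (10 and 18 at an unadjusted p under 0.05), and 45 had the same direction in all 3. Of those called in bdg alone, 1 differed from fdh and 0 from lcr by limma (4 and 1 at an unadjusted p under 0.05), and 7 had the same direction in all 3.
Over all probe sets, limma separated 173 between fdh and bdg, 20 between fdh and lcr and 1 between lcr and bdg. At an unadjusted p under 0.05 the numbers were 2931, 1784 and 705. The number between fdh and bdg was 31 without bdg replicate 1, 27 without bdg replicate 2, 32 without bdg replicate 3, 27 without fdh replicate 1, 56 without fdh replicate 2 and 578 without fdh replicate 3. Between fdh and lcr it was 12 without fdh replicate 1, 158 without fdh replicate 3, 9 without lcr replicate 1, 8 without lcr replicate 2 and 13 without lcr replicate 3, and between lcr and bdg it was 2 without bdg replicate 1, 2 without bdg replicate 2, 2 without bdg replicate 3, 4 without lcr replicate 1, 2 without lcr replicate 2 and 2 without lcr replicate 3. In the order fdh and bdg, fdh and lcr, lcr and bdg, the number was 16, 0 and 0 with only the 2 groups compared in the model, 497, 50 and 1 with the 3' to 5' difference of actin as a covariate and 315, 15 and 1 with only probe sets above a log2 value of 5 on at least 3 arrays.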

The expression of only 13 genes (10%) was specifically changed in *bdg*, compared to 50 specific genes (19%) in *lcr* and 240 specific genes (54%) in *fdh* (Figure 5A). Table S3 includes 89 genes which were found in the overlap between the genes that were differentially expressed in all of these mutants. Remarkably, these 89 common genes represent 71% of all of the DEGs in *bdg*. A simplified version of this table is shown in Table 1.

**Figure 5:**
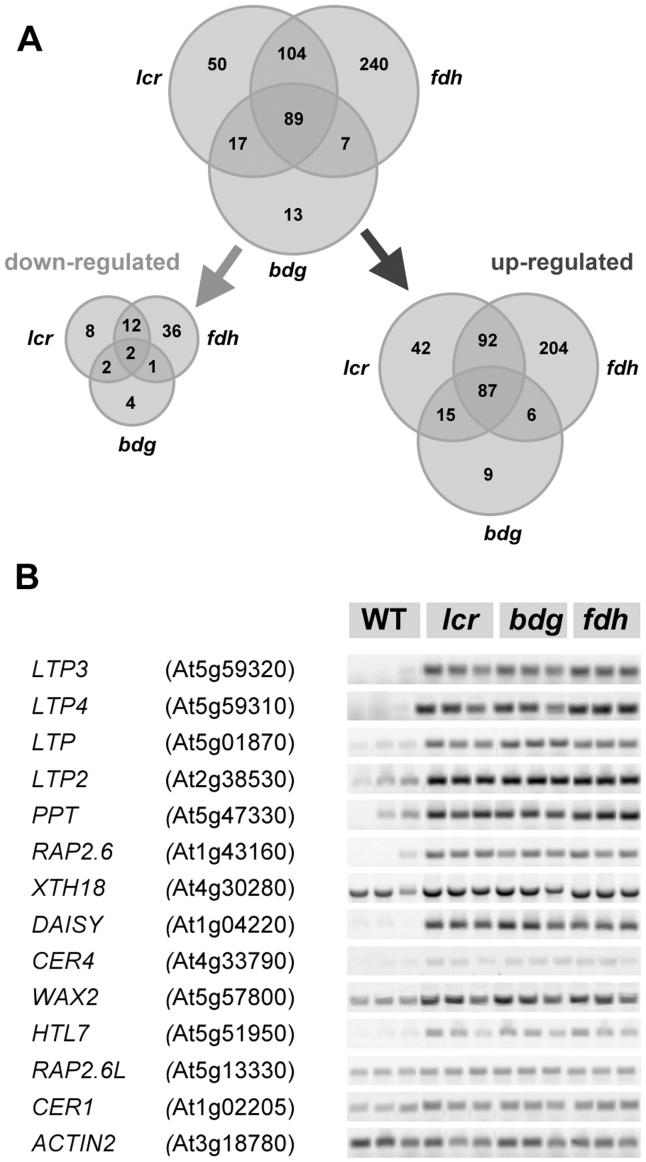
An overview of the microarray results in the three mutants. (A) Gene categories revealed by Rank Product statistical analysis, followed by a Venn diagram representing overlapping or non-overlapping gene sets. Differentially expressed genes were defined by pfp<0.05 (corresponds to FDR<0.05) between mutant and wild type samples. The set, which comprises 87 upregulated and 2 downregulated genes common to all three mutants, is detailed in Table S3. (B) Confirmation of the microarray data by semi-quantitative RT–PCR. Thirteen candidates were compared to ACTIN2 as a control. To allow the semi-quantitative estimation of differences, the number of PCR cycles has been optimized for each gene.

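CER3 (At5g57800), which is needed for wax synthesis, rose by 1.93 in bdg, 2.20 in fdh and 1.89 in lcr on the log2 scale (limma adjusted p = 0.0177, 0.00313 and 0.0121). The call for CER3 ended in bdg without wild type replicate 1 (adjusted p = 0.0565), bdg replicate 1 (0.0629) and bdg replicate 2 (0.0624). BT4 (At5g67480) rose by 4.15 in bdg, 3.82 in fdh and 4.19 in lcr (limma adjusted p = 0.015, 0.00455 and 0.00942). The call for BT4 ended in bdg without bdg replicate 1 (adjusted p = 0.0513) and bdg replicate 2 (0.0624). LTP3 varied between the wild-type arrays, at 5.73 ± 3.21 (SD, n = 3), and its log2 fold changes in bdg and lcr were 5.96 and 6.40 (limma adjusted p = 0.276 and 0.0985). Compared directly, LTP3 had a limma adjusted p of 0.771 for fdh against bdg and 1 for fdh against lcr.
Rank Product placed 86 probe sets higher and 2 lower in all 3 mutants, together 69.3% of the bdg calls. In 77 of the 86, every mutant array lay above every wild-type array, though the 86 had been selected as higher. Without that selection, chance gives it for 0.455% of probe sets. The limma test called 59 of the 86 in fdh, 35 in lcr, 16 in bdg and 16 in all 3. Simulated unchanged groups with shared wild-type arrays gave at most 3 common higher probe sets from whole arrays and 4 with probe sets drawn independently, in 20 simulations each. The simulated higher lists of single mutants were short, with medians of 1.5 to 7.5 from whole arrays and 19.5 to 24 drawn independently. This limits what they could share, so the comparison does not exclude a part of the shared arrays. The simulations gave up to 5 and 7 common lower ones, so the 2 found lie within what unchanged groups give. The common higher count was 38 without bdg replicate 1, 37 without bdg replicate 2, 50 without bdg replicate 3, 42 without fdh replicate 1, 46 without fdh replicate 2, 53 without fdh replicate 3, 44 without lcr replicate 1 and 56 without lcr replicate 2. The common lower count was 0 without wild type replicate 1, 1 without wild type replicate 2, 4 without wild type replicate 3, 4 without bdg replicate 1, 1 without fdh replicate 2, 1 without fdh replicate 3, 1 without lcr replicate 1 and 1 without lcr replicate 3, and the share of the bdg calls in percent was 34.6 without fdh replicate 1, 37 without fdh replicate 2, 42.5 without fdh replicate 3, 35.4 without lcr replicate 1 and 45.7 without lcr replicate 2. Without both wild type array 2 and bdg array 1 the common higher count was 43.

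**Figure D1:**
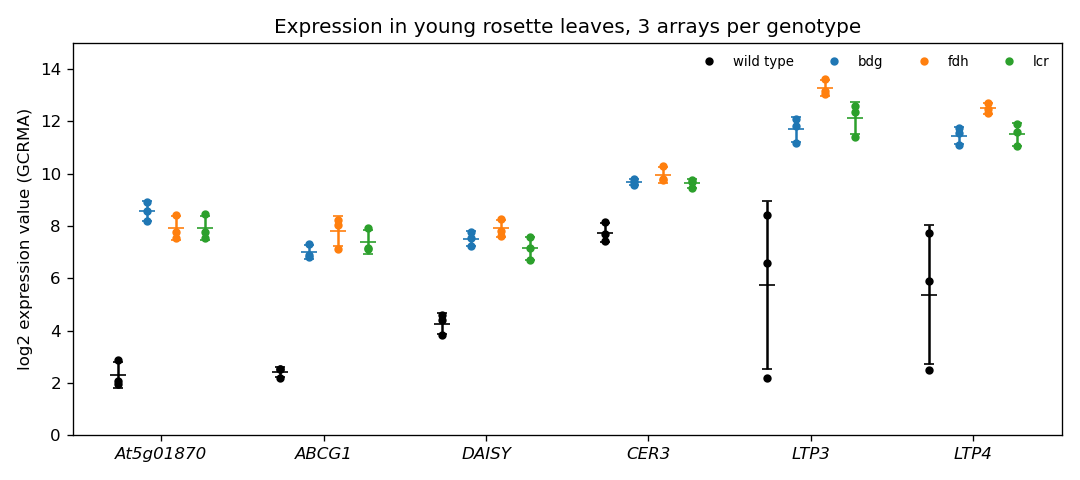
Log2 expression values (vertical axis) of 6 genes (horizontal axis) on the 12 arrays, with the mean (short line) and SD (bar) of the 3 arrays of each genotype. For each of these genes the 9 mutant arrays lie above the 3 wild-type arrays, and the wild-type arrays lie far apart for LTP3 (SD 3.21) and LTP4 (SD 2.66).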

**Table 1:** A subset of common, statistically significant DEGs in three cuticular mutants.

AGI ID	Annotation	*bdg* rank	*bdg* FC	*bdg* pfp	*lcr* rank	*lcr* FC	*lcr* pfp	*fdh* rank	*fdh* FC	*fdh* pfp	V	*se*
	**Up-regulated genes**											
At5g59320	LTP3 (LIPID TRANSFER PROTEIN3)	3	62.9	0.000	2	84.6	0.000	1	172.5	0.000	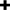	
At5g59310	LTP4 (LIPID TRANSFER PROTEIN4)	2	67.2	0.000	3	67.5	0.000	2	137.9	0.000	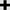	
At5g01870	LTP, lipid transfer protein	1	78.9	0.000	5	45.5	0.000	5	50.2	0.000	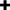	
At2g38530	LTP2 (LIPID TRANSFER PROTEIN2)	4	52.9	0.000	4	58.4	0.000	4	100.7	0.000	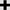	
At1g52690	LEA (late embryogenesis abundant) protein	6	45.8	0.000	1	89.9	0.000	8	50.3	0.000		
At5g47330	PPT, palmitoyl protein thioesterase	9	30.2	0.000	7	36.8	0.000	10	37.3	0.001	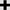	
At2g39350	ABC transporter	10	25.4	0.000	9	23.1	0.000	7	41.2	0.000		
At3g22600	LTP, lipid transfer protein	7	37.3	0.000	11	21.8	0.000	9	48.7	0.000		
At4g30290	XTH19 (XYLOGLUCAN	8	27.1	0.000	13	21.5	0.000	12	32.4	0.001		
	ENDOTRANSGLUCOSYLASE/HYDROLASE19)											
At5g09530	HRGP (hydroxyproline-rich glycoprotein)	5	44.7	0.000	30	12.2	0.001	3	62.2	0.000		
At1g43160	RAP2.6, AP2 domain-containing transcription factor	18	12.8	0.001	6	32.9	0.000	20	24.0	0.001	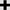	
At2g43620	chitinase	25	10.5	0.001	12	24.1	0.000	13	33.5	0.001		▾
At5g26340	STP13 (SUGAR TRANSPORT PROTEIN13)	31	7.9	0.001	29	13.5	0.001	6	46.7	0.000		
	hexose∶hydrogen symporter											▾
At4g21680	POT (proton-dependent oligopeptide transport) protein	17	12.9	0.001	10	20.4	0.000	44	14.0	0.002		▾
At2g37770	aldo/keto reductase	11	16.4	0.000	26	12.6	0.001	34	15.7	0.002		▾
At1g30720	FAD-binding domain-containing protein (also At1g30730)	43	6.6	0.004	16	18.2	0.001	16	25.6	0.001		▾
At1g75750	GASA1 (GAST1 PROTEIN HOMOLOG1)	16	11.6	0.001	23	12.6	0.001	36	14.8	0.002		
At2g39200	MLO12 (MILDEW RESISTANCE LOCUS O 12)	30	7.9	0.001	24	14.1	0.001	27	16.7	0.002		▾
At4g25810	XTR6/XTH23 (XYLOGLUCAN	22	9.9	0.001	15	21.8	0.001	47	14.0	0.002		▾
	ENDOTRANSGLYCOSYLASE6)											
At5g67480	BT4 (BTB AND TAZ DOMAIN PROTEIN4)	13	17.2	0.000	22	15.2	0.001	54	13.8	0.003		
At5g64120	peroxidase	58	4.9	0.011	21	14.8	0.001	11	31.7	0.001		▾
At3g20470	GRP5 (GLYCINE-RICH PROTEIN5)	15	14.3	0.001	58	7.7	0.006	21	22.4	0.001		
At1g51800	leucine-rich repeat protein kinase	39	7.9	0.003	33	12.6	0.001	23	20.2	0.001		▾
At4g30280	XTH18 (XYLOGLUCAN	46	6.5	0.007	8	24.5	0.000	57	12.9	0.004	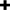	▾
	ENDOTRANSGLUCOSYLASE/HYDROLASE 18)											
At3g45060	NRT2.6 (high affinity nitrate transporter 2.6)	53	5.3	0.010	45	8.9	0.003	22	20.5	0.001		
At1g52890	NAC019, NAC-domain transcription factor	52	6.1	0.008	20	15.2	0.001	49	14.5	0.002		
At3g02480	ABA-responsive protein-related	28	8.6	0.001	17	16.3	0.001	77	11.4	0.004		
At1g21910	AP2 domain-containing transcription factor	54	5.4	0.010	32	11.9	0.001	42	15.1	0.002		
At3g14060	unknown protein	27	9.5	0.001	41	9.8	0.002	61	12.0	0.004		
At5g20230	BCB (BLUE-COPPER-BINDING PROTEIN)	60	4.8	0.011	43	10.3	0.002	32	17.3	0.002		▾
At2g25000	WRKY60, WRKY domain-containing	12	15.1	0.000	62	6.7	0.006	68	11.4	0.004		
	transcription factor											
At4g39670	glycolipid transporter	99	3.9	0.032	37	10.9	0.001	14	28.9	0.001		
At3g57520	ATSIP2 (SEED IMBIBITION 2) hydrolase	73	3.7	0.021	51	8.3	0.003	26	18.3	0.002		
At1g02400	GA2OX6/DTA1 (GIBBERELLIN 2-OXIDASE 6)	42	6.2	0.004	31	11.8	0.001	79	10.8	0.004		
At4g12470	LTP, lipid transfer protein	72	3.9	0.020	56	7.7	0.004	24	20.2	0.001		
At1g02850	glycosyl hydrolase family 1 protein	35	8.2	0.001	54	8.8	0.004	65	12.4	0.004		▾
At4g37990	ELI3 (ELICITOR-ACTIVATED GENE 3)	32	8.7	0.001	36	11.3	0.001	97	9.7	0.006		
At1g07610	MT1C (metallothionein 1C)	14	14.4	0.001	14	20.5	0.000	142	7.8	0.009		
At1g04220	DAISY, beta-ketoacyl-CoA synthase	21	9.0	0.001	83	5.8	0.008	72	11.7	0.004	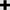	
At5g05600	oxidoreductase	112	3.5	0.046	44	10.9	0.003	30	17.0	0.002		▾
At4g27410	NAC072/RD26 (RESPONSIVE TO DESSICATION 26), NAC-domain transcription factor	41	7.2	0.004	28	13.6	0.001	125	8.7	0.007		▾
3g46280	protein kinase-related	90	3.4	0.031	92	5.6	0.009	18	20.3	0.001		▾

The 42 top upregulated genes out of 89 statistically significant genes are listed here. A full version of this table is provided as Table S3. Rank shows position of each gene in the respective gene list ordered by pfp value; FC (fold change) is calculated as a mutant/wild type ratio; pfp is the probability that a gene identified as having a significantly different expression is, in fact, not significantly different. Plus denotes a positive PCR test (V). A filled in inverted triangle denotes the genes that are downregulated in the *serrate (se)* mutant. The genes in this table were ordered by the sum of ranks.

To substantiate this computational analysis, we re-calculated the microarray data as one experiment which consisted of two groups: the cuticular mutant group with nine replicates and the wild type group with three. This experimental design should minimize the inter-dependence between mutant versus wild type group differences. One would also expect statistical power to increase as the number of replicates goes from three to nine for the mutant group. By using the same parameter settings in the Rank Product method, and the same pfp cut-off value, we obtained a list of 744 upregulated DEGs. Compared to the 87 commonly upregulated genes which were identified with the first approach, many more candidates were detected by Rank Product this time, suggesting that the actual number of genes discriminating between the three cuticular mutants and wild type is higher. However, 74 (85%) of these 87 genes were found in the overlap with the top-87 gene list from the second approach. 

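CER4 (At4g33790), a gene for the reductase that makes primary alcohols of the wax, rose by 3.59 in bdg, 3.17 in fdh and 3.03 in lcr on the log2 scale (limma adjusted p = 0.0197, 0.0095 and 0.0259). The call for CER4 ended in bdg without bdg replicate 1 (adjusted p = 0.076), bdg replicate 2 (0.0624) and bdg replicate 3 (0.0672), and in lcr without lcr replicate 1 (adjusted p = 0.0702), lcr replicate 2 (0.113) and lcr replicate 3 (0.0672). WRKY60 (At2g25000), a transcription factor gene, had a log2 value of 2.94 ± 0.28 (SD, n = 3) in wild type, 6.83 ± 0.99 in bdg, 6.54 ± 0.36 in fdh and 6.20 ± 0.51 in lcr, a rise that passed limma in each mutant (adjusted p = 0.0212, 0.00872 and 0.0279). The call for WRKY60 ended in bdg without wild type replicate 1 (adjusted p = 0.0669), wild type replicate 2 (0.0544), wild type replicate 3 (0.0717) and bdg replicate 2 (0.0801), and in lcr without wild type replicate 1 (adjusted p = 0.0761), wild type replicate 2 (0.0634), wild type replicate 3 (0.0751), lcr replicate 1 (0.1) and lcr replicate 2 (0.113). With the 9 mutant arrays set against the 3 wild-type arrays, Rank Product called 739 probe sets higher and 30 lower. All 86 probe sets higher in the 3 separate lists were among the 739, and 75 (87.2%) were among the first 86. The number among the first was 32 without bdg replicate 1, 27 without bdg replicate 2, 41 without bdg replicate 3, 34 without fdh replicate 1, 38 without fdh replicate 2, 41 without fdh replicate 3 and 40 without lcr replicate 1, of shorter common lists. The lower count was 1 without wild type replicate 1, 2 without wild type replicate 2, 18 without bdg replicate 3 and 19 without lcr replicate 3. For the mean of the 3 mutants against wild type, limma called 146 probe sets higher, 137 of them in the Rank Product list, and 41 lower. The limma count of higher probe sets was 65 without wild type replicate 1, 97 without wild type replicate 2 and 90 without fdh replicate 2. The limma count of lower ones was 20 without wild type replicate 1, 26 without bdg replicate 1, 24 without bdg replicate 2, 25 without bdg replicate 3, 25 without fdh replicate 1, 20 without fdh replicate 2, 27 without lcr replicate 1, 24 without lcr replicate 2 and 27 without lcr replicate 3. With only probe sets above a log2 value of 5 on at least 3 arrays, Rank Product called 379 higher.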

A comparison of gene ranking also reveals that there is a significant consensus between the lists obtained by the two approaches.

### Verification of microarray hybridization by semi-quantitative RT–PCR and *in situ* hybridization

To further corroborate our results, we sought to first demonstrate by semi-quantitative RT–PCR that the selected genes are, in fact, up or downregulated as predicted by the microarrays. We have chosen 12 candidate genes from among those which are commonly upregulated in the three mutants (Table S3), as well as two genes which were not included in this list. The first was *CER1*, which is thought to be directly involved in wax biosynthesis, although its enzymic function remains unknown; the other was a *RAP2.6*-like gene (*RAP2.6L*) which encodes an AP2/EREBP domain protein (Text S1). *RAP2.6L* was one of the genes which appeared to be upregulated, but did not meet the criteria because one of its pfp values was slightly above the 0.05 cut-off (0.052). 

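RAP2.6L (At5g13330) had a log2 value of 3.99 ± 0.22 (SD, n = 3) in wild type, 5.93 ± 0.97 in bdg, 5.77 ± 0.11 in fdh and 6.03 ± 0.43 in lcr. Its pfp was 0.0228 in bdg, 0.064 in fdh and 0.0212 in lcr, and its limma adjusted p was 0.283, 0.0706 and 0.108.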

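RAP2.6 (At1g43160), a gene for an AP2-type transcription factor, rose by 4.41 in fdh and 5.14 in lcr on the log2 scale (limma adjusted p = 0.0184 and 0.0256). In bdg, RAP2.6 had a log2 fold change of 3.58 (limma adjusted p = 0.196). Compared directly, RAP2.6 had a limma adjusted p of 0.793 for fdh against bdg and 1 for lcr against bdg. The call for RAP2.6 ended in fdh without wild type replicate 1 (adjusted p = 0.0649), wild type replicate 2 (0.0558) and fdh replicate 1 (0.0846), and in lcr without wild type replicate 1 (adjusted p = 0.0744), wild type replicate 2 (0.0593), wild type replicate 3 (0.066), lcr replicate 1 (0.088), lcr replicate 2 (0.0919) and lcr replicate 3 (0.064). Among the genes chosen for RT-PCR that have a named probe set, other than CER1 (At1g02205) and RAP2.6L, the fold changes ran from 2.89 for HTL7 (At5g51950) in bdg to 187 for LTP3 in fdh. Of the 14 genes with RT-PCR primers, the control ACTIN2 has no named probe set, 4 have a probe set by the platform annotation and 9 by Table S1. By limma 11 of these rose in fdh, 9 in lcr and 6 in bdg. The study chose them on these arrays, so the counts are no independent evidence of direction.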

From the microarray hybridization analysis, we estimated that the selected genes were upregulated in the range of 3 to 172-fold in the mutants (Table S3).

The results of semi-quantitative RT–PCR assays, shown in Figure 5B, indicated that all selected genes were consistently upregulated in the mutants. Interestingly, one can also observe a correlation between the genes that are strongly upregulated in both assays (namely the microarray and the semi-quantitative RT–PCR) with the *LTPs*, *PPT*, *RAP2.6* and *DAISY* genes which display the most distinct expression between mutants and wild type. However, we did not aim to quantitatively evaluate gene expression measurements, or compare respective fold changes which would have required the use of real-time, quantitative RT–PCR.

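DAISY (At1g04220), a gene for a fatty acid elongase, had a log2 value of 4.27 ± 0.40 (SD, n = 3) in wild type, 7.52 ± 0.28 in bdg, 7.91 ± 0.33 in fdh and 7.14 ± 0.44 in lcr. It rose 9.53-fold in bdg, 12.5-fold in fdh and 7.34-fold in lcr, with a standard error of 0.285 on the log2 scale (limma adjusted p = 0.00683, 0.00105 and 0.00942). Every mutant array lay above every wild-type array. The wild-type level of DAISY lies under every array median, so these folds may depend on the floor of the arrays.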

One of the genes which was found to be highly up-regulated in the leaves of all three mutants (in *lcr* 5.8-fold, in *fdh* 11.7-fold and in *bdg* 9.0-fold, as revealed by microarrays) was *DAISY* (Table 1). It was shown to encode a KCS which is involved in the biosynthesis of aliphatic suberin in roots. The roots of the *daisy* mutant accumulate significantly less C22 and C24 very-long-chain fatty acid derivatives in suberin, suggesting that it functions as a docosanoic acid synthase [34]. The RT–PCR analysis and promoter-GUS fusions revealed that it was also expressed in various aerial organs of the plant, although its expression levels in leaves were very low [34]. While *DAISY* was almost undetectable in unwounded rosette leaves, its expression was rapidly induced by wounding, and correlated with suberin deposition around punctures [34]. These features render *DAISY* a good target for confirmation by *in situ* hybridization. In particular, we wondered whether it would be specifically induced in the leaf epidermis of the cuticular mutants.

The *in situ* hybridization results from wild type leaves, as shown in Figure 6A, demonstrate that the expression of *DAISY* is restricted to the xylem and phloem in vascular bundles of older rosette leaves; the hybridization signal was also observed the transmitting tract and ovules (Figure 6B). In the *lcr* and *bdg* mutants, the signal was also detected in leaf primordia and young developing leaves (Figure 6C–6 F), and the intensity of labeling in these organs was similar to that in the vasculature (Figure 6E and 6F). In the mutants, *DAISY* was ectopically expressed in all cell types in leaves, including the epidermis, and careful examination did not reveal any cell specificity. We concluded that the enlargement of the domain of *DAISY* expression obtained by *in situ* hybridization is in agreement with our microarray data and the results of semi-quantitative RT–PCR, all of which evidence the induction of *DAISY* in young leaves of *lcr* and *bdg*. We also concluded that the data from the microarray hybridization are reliable and suitable for a comparative analysis.

**Figure 6:**
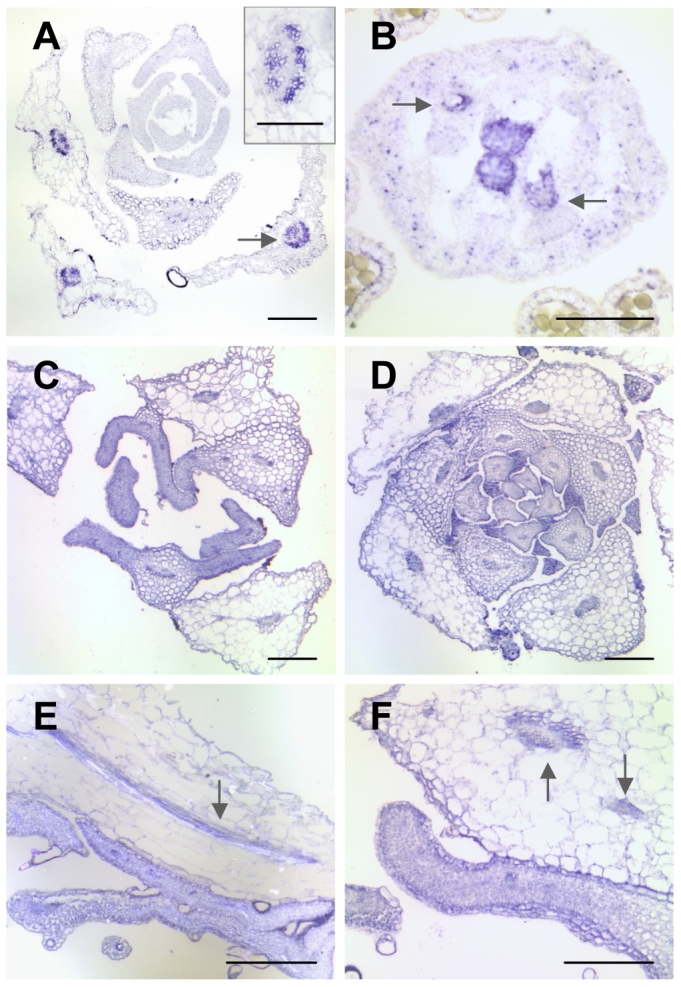
Expression pattern of *DAISY* in the *lcr*, *bdg*, and wild-type plants. The tissue-specific localization of *DAISY* mRNA was revealed by *in situ* hybridization using the antisense riboprobe. (A) Cross-section showing expression in the wild type rosette. Arrow indicates an *in situ* hybridization signal in a vascular bundle of developing leaves. The upper right insert shows a magnified view of a vascular bundle. (B) Cross-section through the stylar tissue of a wild-type pistil, revealing the expression signal in the pollen transmitting tract and ovules (arrows). (C) Cross-section of the *lcr* rosette. (D) Cross-section of the *bdg* rosette. Note that *DAISY* is ectopically induced in young developing leaves. (E) Semi-longitudinal section showing fusions between younger and older leaves in *lcr*. Arrow depicts signals in the vasculature of the older leaf. (F) Cross-section through fusions between younger and older leaves in *bdg*. Arrows depict signals in the vasculature of the older leaf. Note that the hybridization signal (E) and (F) in the younger leaves is comparable to that in the vascular bundles (arrows), and it may be somewhat stronger in the epidermis than in the inner tissues. Bars are 200 µm for (A,C,D,E,F), and 100 µm for (B) and the insert in (A).

### The range of commonly upregulated genes in the three cuticular mutants suggests a remodeling of the cell wall and the cuticle and activation of defenses to abiotic stresses and pathogens

To find out which biological processes are most affected in cuticular mutants, we first used the Classification SuperViewer [35] which analyses Gene Ontology (GO) annotations (ATH_GO_GOSLIM.20070512) in order to identify overrepresented GO terms when compared to the entire Arabidopsis genome. The most prominent functional group of the upregulated genes (Table S3) was represented by “cell wall” related proteins, with a 15.8±4.7-fold enrichment (mean±standard deviation for 100 bootstraps) when compared to the whole genome. These were followed by the “extracellular” (7.6±3.3), “response to abiotic or biotic stimulus” (3.5±1.0), “plasma membrane” (2.2±1.7), “response to stress” (2.1±0.9), “other enzyme activity” (2.1±0.5), “developmental processes” (1.7±0.6), “hydrolase activity” (1.7±0.5), “transport” (1.7±0.6), and “other membranes” (1.7±0.3) groups. Other listed terms included “electron transport or energy pathways”, “transcription factor activity”, “signal transduction” and “transcription”, but these were less conspicuous. These results strongly indicate that the cell wall undergoes extensive changes in response to cuticular mutations. Given that the cuticle is an essential part of the cell wall, this should not come as a surprise. However, it is interesting that the genes associated with responses to abiotic or biotic stimuli were only third in this list, suggesting that the response to cuticular dysfunction leads to a specific compensatory response whereby the normal homeostasis of the cell wall (and cuticle) is altered, and the viability of the mutants is increased.

Our survey also showed that genes potentially associated with the cell wall, the cuticle and defense responses are upregulated in the cuticular mutants (Text S1). 

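At2g04570, a gene of the GDSL lipase family, rose by 2.16 in fdh on the log2 scale (limma adjusted p = 0.0095). At2g04570 had log2 fold changes of 1.53 in bdg and 1.61 in lcr (limma adjusted p = 0.164 and 0.0643). Compared directly, At2g04570 had a limma adjusted p of 0.411 for fdh against bdg and 0.777 for fdh against lcr. Of the 15 cuticle genes of Text S1 with a named probe set, 14 rose in fdh, 10 in lcr and 6 in bdg by limma. Of the 10 cell wall genes, 5 rose in fdh, 3 in lcr and 3 in bdg. Of the 19 defense genes, 16 rose in fdh, 10 in lcr and 4 in bdg. Of the 4 cuticle, 5 cell wall and 6 defense genes that the platform annotation names, 4, 5 and 6 were higher in fdh, 4, 5 and 6 in lcr and 4, 4 and 6 in bdg when adjusted over the list alone. The study chose these genes on the same arrays, so the counts are no independent evidence of direction.
Lipid transfer proteins, a list drawn from general knowledge once the paper's tables had been read, were higher as a group in each mutant (camera adjusted p = 8.75e-15 in bdg, 3.31e-06 in fdh and 4.58e-07 in lcr). With an estimated correlation the adjusted p was 0.00955, 0.12 and 0.0934. Of its 4 members named by the platform annotation, 2 rose in each mutant (3 when adjusted over the list alone). Of 31 annotated genes higher in all 3 mutants by Rank Product, 3 were among these 4 (one-sided Fisher's exact test, adjusted p = 1.04e-06). The paper's tables come from these same arrays and rank such genes highest, so neither test of this list is independent evidence. Genes of the response to abscisic acid and dehydration were higher as a group in fdh and lcr (camera adjusted p = 9.13e-04 and 6.64e-04). With an estimated correlation the adjusted p was 0.165 and 0.326. Of its 4 members named by the platform annotation, 2 rose in fdh and 2 in lcr when adjusted over the list alone, and 0 and 0 when adjusted over all probe sets. This list too was drawn once the paper's tables had been read, so its test is not independent evidence.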

Although the list of commonly misregulated genes presented in Table S3 may not be complete and may contain about 5% of falsely discovered genes, this is a further indication that *bdg*, *lcr* and *fdh* respond similarly to the dysfunction by remodeling their cuticles and cell walls and activating defenses.

### Developing MASTA for the meta-analysis of microarray data

The above findings, when taken together, suggest that the transcriptional activation of target genes is an adaptive response to cuticular mutations such as *bdg*, *lcr* and *fdh*. Moreover, the fact that the three mutants display a peculiar phenotype, which is comprised of the overproduction of wax, organ fusions, irregular leaf shapes and defects in cell differentiation, suggests that the underlying signaling pathways may be distinct from, but overlap with, those that are activated in response to conventional biotic and abiotic factors.

To identify related pathways, we sought to determine which transcriptional responses were the most similar to those observed in *bdg*, *lcr* and *fdh*. We also thought that contrasting these results to a similar analysis for cell wall deficient mutants would help further in the definition of the mechanism by which cuticular mutations induce plant defenses.

To this end, a comparative analysis of differentially regulated genes among the three mutants should be extended to include several hundred of the microarray datasets that are available for Arabidopsis. This is challenging to implement because the generally low consistency of differentially expressed gene (DEG) lists achieved with the use of t-type tests has been reported by several groups, including those participating in the MicroArray Quality Control (MAQC) project [36]. It would be beyond the scope of this paper to go further into the computational details but, using the human MAQC project [36] and the Arabidopsis datasets available from the Gene Expression Omnibus (GEO), we have conducted a comparative survey of the acceptability of several statistical approaches. This revealed that the DEG lists selected by the Rank Product method [31] outperform, in terms of consistency, those generated by seven other methods [33].

Building upon this finding, we developed guidelines for a large-scale comparative analysis of DEG lists, and re-analyzed over 600 contrasts (e.g. mutant vs. wild type or treatment vs. control comparisons) with the Rank Product method, using the raw probe intensity data from the Affymetrix CEL files that we obtained from several databases and authors. We termed this approach MASTA (MicroArray overlap Search Tool and Analysis), after the phrase FASTA that is used for sequence comparison.

### Cell wall biosynthesis mutations and cuticular mutations are likely to induce defense responses through distinct pathways

Mutations in *CELLULOSE SYNTHASE4 (CESA4)/IRREGULAR XYLEM5 (IRX5)* result in modifications in the composition and structure of the secondary cell wall and lead to the specific activation of defense pathways, suggesting that a cell wall integrity system which is similar to that of yeast may exist in plants [37]. This makes the side-by-side meta-comparison with cuticular mutants worthwhile. We, therefore, probed the MASTA database with the Rank Product generated lists of DEGs from both this study and the *cesA4/irx5* microarray experiment [37]. For ease of computation, each probe comprised equal numbers (in this case 200) of the top up and downregulated DEGs, ranked by gene pfp (FDR) score.

The original MASTA output files are too long to be included in their entirety, and only selected subsets (126 out of 1208 overlaps) are, therefore, shown as examples in Figure 7 for *lcr* and *cesA4/irx5*. For each probe, a MASTA search performs pairwise testing for overlaps between up and downregulated genes in the probe and target DEG lists, thus totaling four combinations for each comparison. Following the customary terminology used in genetic analysis, in MASTA a coupling-phase overlap refers to an overlap between up and upregulated genes, or between down and downregulated genes, whereas repulsion-phase overlap refers to an overlap between up and downregulated genes, or between down and upregulated genes in the probe and target DEG lists, respectively.

**Figure 7:**
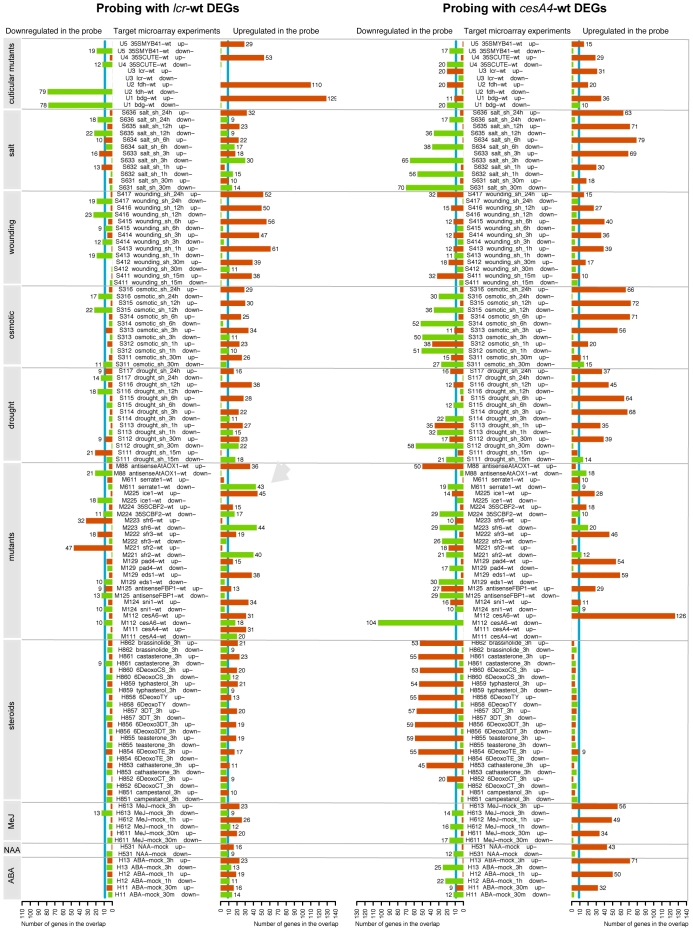
Meta-analysis of differential expressed genes (DEGs) in the cell wall and cuticle-deficient mutants. The bars illustrate gene overlaps for *lcr* and *cesA4/irx5*-differentially regulated genes when compared to a subset of DEG lists in the MASTA database (MicroArray overlap Search Tool and Analysis), which contains over 600 microarray contrasts (e.g. mutant vs. wild type, or treatment vs. control comparisons). For the best consistency, the DEGs in MASTA were selected using the Rank Product method [31]. The top 200 upregulated and downregulated genes from each contrast were used for comparisons. The number at each bar indicates the number of genes detected in the overlap between a query and a target DEG list. Arrow points to the overlap between genes upregulated in *lcr* and those downregulated in *se*. Shown are only the numbers >9 that correspond to the level of P<7.1×10 ^−05^ (vertical blue lines). The overlap values above this threshold were considered to be statistically significant.

The MASTA revealed that the DEGs in cuticular mutants were in the coupling phase with those in the CUTE plants [19], with 53 genes (P<2.0×10^−64^) in the overlap between the upregulated genes (Figure 7). The *cesA4/irx5* mutation induced a number of genes which are shared with cuticular mutants, but gene overlaps varied between 29 and 36 (P<5.3×10^−27^ and P<6.2×10^−37^, respectively) (Figure 7).

It is apparent from the comparative analysis that *lcr* transcriptional responses are quite similar to those induced by wounding. The overlap between upregulated genes was conspicuously like the early wounding response (15 min after wounding), but it became stronger at subsequent points in time. Although wounding-inducible genes showed statistically significant overlaps with DEGs in *cesA4/irx5*, the salt treatment, osmotic stress and drought appeared to misregulate most of the similar set of genes in *cesA4/irx5*. Large gene overlaps were noticeable for both upregulated and downregulated genes (Figure 7), with salt stress being the most similar to *cesA4/irx5*.

Remarkable differences between *lcr* and *cesA4/irx5* were seen in the overlaps with transcriptional responses to growth regulators: steroids, methyl jasmonate (MeJ), naphthaleneacetic acid (NAA) and abscisic acid (ABA). While hardly any overlaps above the threshold line were detected with the genes downregulated in *lcr*, the strong repulsion-phase overlaps were displayed with genes downregulated in *cesA4/irx5*. This suggests that a number of steroid-inducible genes (from 50 to 60) are suppressed in the *cesA4/irx5* plant, thereby evidencing the fact that steroid hormones play an essential role in the *cesA4/irx5* phenotype. Adding to the difference between cuticular and cell wall integrity signaling pathways, was the presence of strong coupling phase overlaps between *cesA4/irx5* DEGs and those induced by MeJ, NAA and ABA (Figure 7). The involvement of ABA and jasmonic acid (JA), predicted by MASTA, was in accordance with the results of Hernandez-Blanco [37] and co-workers, who used the Genevestigator Meta-Analyzer tools (www.genevestigator.ethz.ch/at/) to compare selected upregulated genes which showed fold-change values >2. Remarkably, although *cesA4/irx5* was not tested, *irx1* and *irx3* were crossed with two ABA-insensitive mutants, *abi1* and *aba3*, as well as the double homozygous mutants, *irx1 abi1* and *irx3 aba3*, and appeared to be unviable two to three weeks post-germination.

Therefore, based on these findings, we propose that in contrast to *cesA4/irx5*, major gene expression changes in *lcr* are induced independently of MeJ, NAA and ABA, and brassinosteroid signaling. Taken together, these data suggest that the underlying response mechanisms in the *cesA4/irx5* and *lcr* mutants to cell wall and cuticle defects, respectively, are sufficiently different.

### Identification of *SERRATE* among putative enhancers and suppressors by the meta-analysis of microarray data

The suppressor/enhancer screens involving the mutagenesis of the targeted mutant provide a solution to the problem of revealing additional genes in a given pathway. Alternatively, a set of known mutants may be crossed with the mutant of interest to make a series of double mutants, then enabling their phenotypes to be evaluated. The public availability of various mutant microarray datasets provides an opportunity to rapidly assess the potential of a large number of genes as genetic modifiers by using MASTA prior to the crosses. When resulting from probing with the mutant of interest, the coupling and repulsion phase overlaps indicate the presence of putative enhancers and suppressors, respectively.

To identify these, we surveyed the most significant gene overlaps with the mutant microarray datasets. A particularly noticeable case in Figure 7 was the coupling-phase overlaps of *cesA4/irx5* with *pad4* (54 upregulated genes, P<3.7×10^−66^) and *eds1* (59 upregulated genes, P<4.1×10^−75^). This suggested that both could be enhancers of *cesA4/irx5* in double mutants. *EDS1* and *PAD4* encode lipase-like proteins which can form a heterodimer and are required for the accumulation of the plant defense signal, salicylic acid [38]. *Eds1*, but not *pad4*, showed a coupling-phase overlap with *lcr* (38 upregulated genes, P<6.3×10^−40^), suggesting that it could enhance the *lcr* phenotype in double mutants, whereas *pad4* could not.

Three cases in Figure 7, which we considered to be particularly relevant as suppressors, were the recessive mutations in *SERRATE (SE), SENSITIVE TO FREEZING2 (SFR2)* and *SENSITIVE TO FREEZING6 (SFR6)*. From 23 to 45 (P<3.1×10^−19^ to 6.3×10^−51^), the genes that were repressed in the *se, sfr2* and *sfr6* mutants were induced in *lcr*, *fdh* and *bdg*, exhibiting a repulsion phase overlap.

The *se-1* mutants exhibit conspicuous leaf serration, and are affected, not only in other aspects of leaf development, but also in embryogenesis, flowering time and seedling responses to the hormone, ABA. The stronger *se* alleles, namely *se-2* and *se-3*, severely disrupt both meristem activity and leaf polarity [39]. SERRATE (At2g27100) is a zinc-finger protein which has been shown to participate in both RNA splicing and the processing of pri-miRNA transcripts into mature miRNAs [39]–[43]. The MASTA search suggests that SE has a different role in the cell wall stress pathway, with 19 downregulated genes in a coupling-phase overlap with *cesA4/irx5* (Figure 7).

We reasoned that if *SE* is required for the induction of the responses in cuticular mutants, some aspects of their phenotypes should be the opposite to those of *se* because MASTA reveals a repulsion phase overlap for their misregulated genes. We had previously noticed that *lcr* and *bdg* do, indeed, possess smooth-edged elongated leaves [14],[16], and this case has, therefore, been selected for further testing.

From the above analysis with MASTA, one can anticipate the suppression of either phenotype in double mutants, although given the fact that SE acts in the context of a multiprotein complex which is involved in RNA processing, *se* is more likely to be epistatic to the cuticular genes. To corroborate this prediction, we obtained double mutants with the weak *se-1* allele [41]. The Figure 8A shows that both *se lcr* and *se bdg* feature serrated leaves and, essentially, look like *se* plants [41]; (*se fdh* is not yet available because the genes are tightly linked on the long arm of chromosome 2). Remarkably, under normal growth conditions, the double mutants failed to develop the ectopic organ fusions, leaf deformations and plant architecture that were characteristic of the single cuticular mutants in this class (Figure 8A) [9],[14],[16].

**Figure 8:**
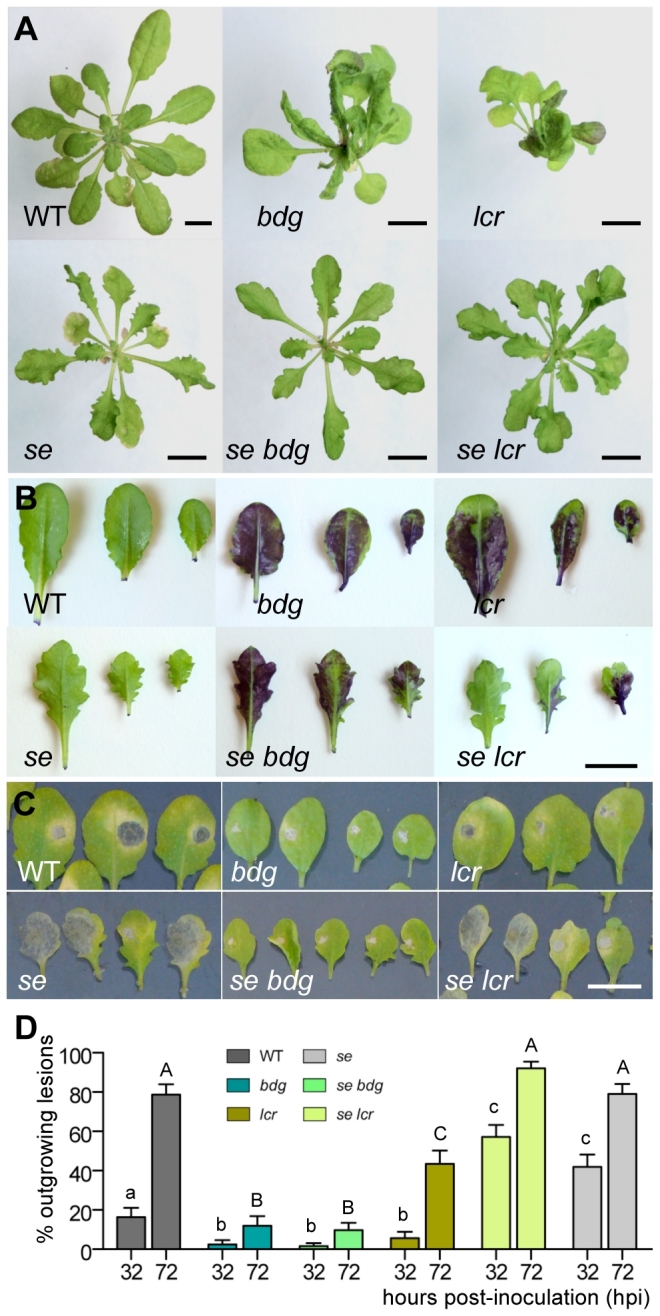
Suppression of organ fusions, TB staining, and resistance to *B. cinerea* in the *se lcr* and *se bdg* double mutants. (A) When grown under standard conditions (short-day photoperiod) in a greenhouse for four and a half weeks, *se lcr* and *se bdg* are phenotypically indistinguishable from *se* (*se* corresponds to the *se-1* allele). Bars are 1 cm in (A,B,C). (B) TB staining differentiates *se lcr* from *lcr*, *bdg* and *se bdg*. (C) Percentage of outgrowing lesions at 36 and 72 hpi (mean±se) following infection with *B. cinerea*. At least 40 leaves were used per genotype, and the statistical significance was calculated using Fisher's exact test. Letters indicate significant differences in series between genotypes as determined by pairwise comparisons (P<0.05).

The TB staining phenotype of *lcr* could be significantly reverted in a *se* mutant background (Figure 8B). After infection with *B. cinerea*, *se lcr* and *se* plants tended to have larger lesion areas than wild types (Figure 8C) (the lesion areas are not shown as the lesions often covered the entire leaf surface in *se* and *se lcr*). The rate of infection was higher in *se lcr* and *se* mutants than that in wild type plants (Figure 8D). Remarkably, leaves of *se bdg* exhibited TB staining pattern and resistance to *B. cinerea* similar to that in *bdg* (Figure 8).

These findings suggest that secondary phenotypes in distinct cuticular mutants result from the induction of a response, which requires SE. This is also evidence that MASTA provides a powerful way of identifying suppressors and enhancers in the pathway of interest.

## Discussion

### The diverse phenotypes of cuticular mutants suggest the involvement of a damage response mechanism

It might be anticipated that cuticular mutants would, in general, have reduced levels of cutin monomers or wax and display conspicuous cuticle defects, however our data suggest a more complex picture when considering the cuticular mutants which display the organ fusion phenotype. We showed that the cuticle is highly disorganized in *lcr*, with cutin-like depositions and cavities in the inner layers of the cell wall. This closely resembles the cuticle of *bdg* and the CUTE plants [14],[19] as well as, to a lesser extent, *ace/hth* [27]. Yet, we also demonstrated that TEM did not reveal any visual aspects in the *fdh* cuticle which appear to be different from wild-type. However, these organ-fusion mutants are noticeably similar in the accumulation of higher levels of wax and cutin constituents in the residual bound lipids. This sets them apart from the wild-type-looking plants of cuticular mutants which exhibit a concomitant lowering of the levels of cutin components, such as *lacs2* and *att1* [21],[44],[45]. We also found that the chemical composition of the cutin, as revealed by the analysis of leaf residual bound lipids, does not show a decrease in ω-hydroxy and α,ω-dicarboxy fatty acids in *lcr*; there was also no reduction in the lengths of the fatty acid chains in *fdh*.

It is, therefore, becoming evident that a simple case scenario does not seem to be plausible for all cuticular mutants, meaning that other mechanisms need to be taken into account in order to understand the precise nature of their phenotypes and the role of cuticle in development and immunity. It may be proposed that some cuticular mutations induce a kind of a damage response that is similar to the activation of the cell wall integrity pathway in response to cell wall disrupting drugs and mutations in fungi and plants [37],[46].

Consistent with the previously observed induction of stress and defense-related genes in some *cesA* mutants [37] and the CUTE plants [23], we found by microarray gene expression profiling in *lcr*, *fdh* and *bdg* that a number of upregulated genes fall into this class. The GO analysis suggests that the functions of these genes are mainly associated with the cell wall.

We showed that misregulated genes in cuticular and cell wall mutants substantially overlap, but these genes are significantly more similar to each other than to those in the *cesA4/irx5* mutants. This may be indicative of the existence of specific signaling routes which engage transcriptional control mechanisms in the cuticular mutants. The fact that cuticular mutations confer a highly pleiotropic phenotype, including organ deformations and fusions, the extensive branching, delayed senescence and resistance to the fungal necrotroph *B. cinerea* [9],[10] that were not observed in cell wall mutants is in accord with this notion.

### Genetic dissection of the response to cuticular damage

Using biochemical analytical techniques may make it difficult or impossible to separate the overlapping loss-of-function and response phenotypes, thereby emphasizing the role of genetic approaches. To further assess the complexity of the factors responsible for the range of cuticular phenotypes, we used a meta-analytical methodology, MASTA, which has involved a reappraisal and re-analysis of several hundred Arabidopsis microarray datasets from public databases and authors [33]. MASTA is based on the proof-of-concept study showing that, a reference database of expression profiles which correspond to diverse chemical treatments and mutations in yeast can be used to functionally annotate uncharacterized genes and pharmacological perturbations in this substance [47].

Using this bioinformatics tool for the *in silico* suppressor screen, we identified *SE* as a gene which is epistatic to *lcr* and *bdg*. This prediction has been supported by three lines of evidence. First, the double mutants, *se lcr* and *se bdg*, failed to produce featured morphological changes, including organ fusions, in particular. Second, the *se lcr* mutant lost its characteristic TB staining on the epidermis surface. Third, *se lcr* lost resistance to the necrotroph, also indicating that *se* is an essential factor contributing to the complex phenotypes of cuticular mutants.

The ectopic organ fusion phenotype results from enhanced cell adhesion in epidermal cells and is interesting, because cell adhesion is a fundamental process underlying development. While adhesion between plant cells is generally established when cells are formed during cytokinesis, cells dynamically regulate adhesion, and may undergo separation or establish fusions de novo in a controlled manner, with pollen tube growth and carpel fusion being the best-known examples of the latter process [48],[49]. This suggests that there are multiple mechanisms by which plants can regulate adhesion between cells.

Organ fusions in the *fdh* mutant of Arabidopsis offered a genetic proof that the developmental program, normally limited to the gynoeceum, could be induced in the whole plant [12]. In addition to *fdh*, other Arabidopsis mutants have been reported to exhibit organ fusions and impaired morphogenesis [15], [16], [19], [27], [50]–[57]. However, the function of cuticle in these processes remained open to question. Given the role that the cuticle plays in the isolation of plant surfaces, it is necessary to study the corresponding genes in the cuticle context, particularly because most of the mutants seem to be the consequence of lesions in the genes which encode lipid-modifying enzymes. Remarkably, cell wall-related genes are prominent in the overlap which is comprised of the commonly upregulated genes in the cuticular mutants and downregulated genes in *se* (Table 1 and Table S3), Further experiments would be required to determine which of these genes, or others as yet not recognized, are involved in epidermal adhesion and leaf morphogenesis. Since the latest version of the Arabidopsis genome annotation (TAIR8) contains information about 27235 protein-coding genes, and the ATH1 array represents approximately 23750 genes (87%) [58], we note that about 13% of the downstream genes of interest may escape identification in both our and Lobbes' microarray experiments [43]. The discovery of epistatic effects could be the first step towards identifying the cell-surface molecules and understanding genetics of the putative interactional mechanisms which underlie the organ fusion phenotype.

The mechanism by which the distorted cuticle leads to a strong resistance to *B. cinerea* is also unclear but may involve an inhibitory action of plant-derived toxins such as camalexin and a higher permeability of cuticle to these compounds or fungal elicitors [59],[60]. Fast induction of camalexin biosynthesis genes in wounded and infected plants accounts for the strong immunity against *B. cinerea* [59]. MASTA revealed that DEGs in *se* (data not shown) were in the repulsion phase with those in cuticular mutants and wounded plants, suggesting that wounding response may be compromised by the *se* mutation in *se lcr*. However, we did not find that *se bdg* plants were more susceptible (and become less stainable) than *bdg*, indicating a greater complexity of the antifungal resistance in cuticular mutants.

The function of the nuclear-localized SE protein in the regulation of the pleiotropic phenotypes of cuticular mutants also remains to be determined. So far it is known that, like DICER-LIKE1 (DCL1) and HYPONASTIC LEAVES1 (HYL1), SE is required for miRNA biogenesis but not for sense post-transcriptional gene silencing [42],[43]. In *se*, 20 upregulated genes have been identified as known targets of miRNAs and/or transacting siRNAs (ta-siRNAs) [43]. However, only downregulated genes in *se* show an overlap with DEGs in the cuticular mutants, and none of the *se* downregulated genes present on the ATH1 chip are known miRNA targets [43]. Interactions between the SE, DCL1 and HYL1 proteins are essential for the efficient and precise processing of pri-miRNA [61], although MASTA does not predict the presence of epistatic interactions with *dcl1* and *hyl1* (data not shown). The possibility that SE may be associated with an alternative pathway in RNA signaling warrants further investigation. Nevertheless, it is an important finding that *se* is epistatic to the mutations in the distinct epidermis-specific cuticular genes *LCR* and *BDG*, suggesting that the impaired cuticle triggers specific cell signaling pathway. Accordingly, this study offers an intriguing and unexpected insight into how cuticle formation, cell adhesion and morphogenesis in plants may be co-regulated.

## Materials and Methods

### Plant material and growth conditions

All plants used in this study were derived from *Arabidopsis thaliana* (L.) ecotype Columbia (Col-O).

The mutant alleles used were: *fdh-3940S1* [20], *lcr-3P77* [16], *bdg-2* [14], *se-1* [41], *lacs2-3* [21] and *pad3-1* [25]. Arabidopsis plants were grown in a greenhouse or controlled environment chamber at 22 to 23°C and 50 to 60% humidity under a short day photo-period (8-h light) for the first 6–7 weeks, and then under a long day photo-period (16-h light) if not, otherwise, indicated.

### Generation of transgenic plants and GFP expression studies

The putative 1.3-kb promoter region of the *LCR* gene was amplified by PCR with the P*LCR*-H (TGAACTCCAAAGCTTTACATGACTACATCG) and P*LCR*-Xb (CTCTAGATCTCCTCATAAACTTGGAGTGA) primers (*Hind*III and *Xba*I sites are underlined in the primer sequences), and cloned as a HindIII/XbaI fragment into the pBgreen binary vector [17]. Wild-type *Arabidopsis thaliana* Col-0 plants were transformed with the resulting pB*LCR*:GFP by vacuum-infiltration [62], and BASTA-resistant transgenic plants were selected. The analysis of GFP expression with a confocal laser scanning microscope (Leica TCS 4D) was performed in tissue sections from the pB*LCR*:GFP plants as described [14].

### *In situ* hybridization

*In situ* hybridization was performed using the same antisense digoxigenin-labeled riboprobes that were derived from a cDNA clone of the *DAISY* gene, and an epidermis-specific control, as in Franke [34]. The hybridization products were revealed by an immunohistochemical reaction after incubation with an alkaline phosphatase-conjugated anti-digoxigenin antibody. Probe preparation, the hybridization procedure, and immunohistochemical detection were conducted as previously described [17].

### Transmission electron microscopy (TEM)

To study the fine structure of the cuticle, plants were grown for 4–5 weeks under long day conditions. Tissue samples were embedded, and ultra-thin sections (50–70 nm) were contrasted as described in [21] (*fdh*) and [19] (wild type and *lcr*). The samples were examined with a Phillips CM12 transmission electron microscope or a Philips CM 100 BIOTWIN electron microscope. The details of the procedures can be found in our previous work [19],[21].

### Scanning electron microscopy (SEM)

To examine wax coating, rosette leaves from 6–7 week-old plants grown under short day conditions, as well as stem internodes (4th and 5th) from 12 week-old plants (8 weeks under short and 4 weeks under long-day conditions) were prepared for cryo-SEM. The samples were deep-frozen and sputtered with palladium using the K1250X cryogenic preparation system (Emitech, England). Leaf surfaces were examined with a Zeiss SEM SUPRA 40VP microscope.

### Characterization of cuticle permeability

Toluidine blue staining was performed according to Tanaka and co-workers [26]. Chlorophyll leakage from rosette leaves into ethanol was performed according to Lolle and co-workers [13], with modifications as previously described [14].

### *Botrytis cinerea* growth, inoculation, and disease progression measurements

*B. cinerea* strains 2100 and B05.10 were grown on the potato dextrose agar (Difco Laboratories) at 22°C for seven to nine days. Spores were harvested and washed twice in water, and filtered through Miracloth (Calbiochem). Inoculations were made as previously described [24]. Briefly, rosette leaves of four-week-old soil-grown plants were placed in square Petri dishes containing 0.8% agar with petioles in the medium. Four µl of a suspension containing 5×10^5^ conidiospores/mL in 1/4-strength potato dextrose broth (Difco Laboratories) were deposited on the detached leaves. A single drop was applied to each leaf between the middle vein and the edge of the leaf, and the leaves were incubated under continous light at 22–24°C. Disease symptoms were scored at 3 days after challenge. High humidity was maintained by sealing the dishes with Parafilm. Macroscopic images were acquired with a digital camera (Sony DSC-W120) and the lesion area was measured in pixels using Image J (software available at http://rsbweb.nih.gov/ij/) and then converted to square millimeters. The inoculation experiments were repeated three times with detached leaves using at least 50 leaves per genotype and once *in planta* with similar results.

### Analysis of cuticular lipid polyesters and wax

Fatty acid composition analyses of residual bound lipids and wax were performed as previously described in detail [14],[27]. Cutin and wax constituents were separated and identified by GC–MS using a gas chromatograph 6890N equipped with a quadrupole mass selective detector 5973N (Agilent Technologies, Boeblingen, Germany). The composition analysis in the *lcr* and *fdh* leaves was performed twice. In each experiment, plants were grown for 10–11 weeks under short day conditions prior to tissue harvest. For wax analysis, plants were grown for seven weeks under the same conditions.

### Hybridization to Affymetrix ATH1 chips and quality control

Mutants (*bdg*, *lcr*, *fdh*) and WT (Col-0) were grown side by side in a growth chamber under short day conditions at 20°C/18°C. Plants were five and a half weeks old when tissue was harvested. Three independent samples, each containing typical young leaves (from 2 mm to 1 cm long) from 15 plants, were prepared per plant type. Total RNA was extracted using the RNeasy Plant Mini Kit (Qiagen) according to the manufacturer's instructions. RNA concentration and quality were assessed with agarose gel electrophoresis. The samples were sent to the Integrated Functional Genomics (IFG) platform of the Westfalian-Wilhelms-University (Muenster, Germany; http://campus.uni-muenster.de/ifg.html) for a further quality check, preparation of biotin-labeled cRNA probes, hybridization to GeneChip Arabidopsis ATH1 Genome Arrays and scanning of the slides. All of the above steps were performed according to the manufacturer's instructions. For each plant type, we had three biological and no technical replicates.

The pre-processing of raw data and the Affymetrix MAS5.0 Quality Control tests were performed using Bioconductor packages (http://www.bioconductor.org) and custom written scripts in the R programming environment (http://www.r-project.org). For the quality control tests, we used the SimpleAffy package [63]. The quality-control measures indicated that the 12 microarrays used in this study show no systematic signal distortion, similar scale factors, and adequate background levels, sufficient percentage of genes called “present” and acceptable performance in 3/5 ratio tests (Figure S5). The microarray data reported in this paper have been deposited in the Gene Expression Omnibus (GEO) database, www.ncbi.nlm.nih.gov/geo (accession no. GSE15105).

### Defining the lists of misregulated genes

Statistical analysis was performed using custom written scripts for the Bioconductor RankProd package [64]. To estimate the false discovery rate (FDR), pfp (false positive predictions) values have been calculated from 100 permutations. The predicted differentially expressed genes (DEGs) have been ordered by increasing pfp value. For this report, a 5% (0.05) pfp cutoff has been applied to the definition of the DEGs in the mutants.

### Meta-analysis of microarrays and in silico suppressor/enhancer screens

The meta-analytic software, MASTA (MicroArray overlap Search Tool and Analysis), was written to run in R (http://www.r-project.org).

A database for MASTA was created. To this end, Affymetrix raw data files (CEL files) were downloaded from the Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo), ArrayExpress (http://www.ebi.ac.uk/microarray-as/ae/), TAIR AtGenExpress (http://www.arabidopsis.org/index.jsp), the Integrated Microarray Database System (http://ausubellab.mgh.harvard.edu/imds), or via the NASC Affywatch subscription service (http://nasc.nott.ac.uk/). Some CEL files have been obtained from authors' websites or from the authors directly. At the time of this study, the MASTA database comprised DEGs for over 600 contrasts (mutant vs. wild type or treatment vs. control comparisons) calculated by using custom RankProd scripts in the R programming environment. Other portions of MASTA included the overlap analysis and plotting routines (details will be published elsewhere). The RankProd-selected DEGs were ordered by increasing pfp value, and the top 200 DEGs from the lists containing up and downregulated genes were used for the overlap analysis in this report. Output PDF files from MASTA were imported to Adobe Illustrator (Adobe Systems, San Jose, CA) for assembly. The statistical significance of the overlap between two DEG lists was determined by using the online program available at http://elegans.uky.edu/MA/progs/overlap_stats.html.

MASTA will be made available for viewing and downloading at http://bar.utoronto.ca/ (The Bio-Array Resource for Arabidopsis Functional Genomics).

### Confirmation of microarray results by semi-quantitative RT–PCR

In brief, 0.5 µg aliquots of the total RNA of each hybridization sample, treated with DNase I, were reverse-transcribed to the first-strand cDNA with a One-Step RT–PCR Kit (Qiagen). These cDNAs were used as templates for PCR under the following conditions: denaturation at 94°C (1 min); N_opt_ cycles of 94°C (1 min), 58°C (45 sec) and 72°C (30 sec, except for At4g30280 where it was 1 min); then 72°C final extension (15 min). Gene-specific primer pairs are listed in Table S4. The expression of *ACTIN2* (At3g18780) was analyzed as an internal control. The semi-quantitative RT–PCR reactions were optimized for number of cycles N_opt_ to ensure product intensity within the linear phase of amplification (close to the the lower limit of the linear range) for each gene (Table S4). PCR fragments were quantified (Typhoon 8600 PhosphorImager, Amersham Biosciences) following electrophoresis in ethidium bromide-containing agarose gels.

### Genotyping of the *serrate* cross-progeny

The segregating F2 populations (about 200 plants each) derived from the *lcr*×*se-1* and *bdg*×*se-1* crosses respectively were tested in a blind two-stage screen for the presence of mutant and wild-type alleles in the *LCR*, *BDG* and *SERRATE* loci by PCR. The following PCR conditions were used: denaturation at 94°C (2 min); 36 cycles of 94°C (30 sec), 58°C (30 sec) and 72°C (50 sec); then final extension at 72°C (5 min).

At the first stage, DNA was isolated in 96-well blocks, based on the method described previously [65]. To genotype the *LCR* locus, amplification products were loaded on a 1.5% agarose gel. For the *BDG* and *SE* loci, half of the PCR products were first digested with *Mwo*I or *Bfu*CI (NEB) respectively, and then the undigested and digested PCR products were loaded onto a high-resolution agarose gel (3% GenAgarose Tiny HT, Genaxxon Bioscience).

At the second stage, candidate double mutants were re-screened by repeating DNA isolation with the DNeasy Plant Mini Kit (Qiagen) and PCR analysis. Several plants have been identified for each double mutant type. The allele-specific primers and PCR products are listed in Table S5; the sequence of the *lcr-3P77* transposon insertion allele was deposited in the GenBank under accession number FJ767868.

## Supporting Information

Figure S1 Ultrastructure of ectopic organ-fusion zones in *lcr* and *fdh*. TEM images illustrate the zones of contact between the epidermal cells of different organs. (A,B) Two rosette leaves (lf) in *lcr* form a fusion which is intervened by irregular depositions of electron-dense materials (A), or without traces of the cuticle proper interposed between the organs (B). (C) Under mechanical stress, organs fail to complete fusions but remain strung together. Shown are two leaves in the *lcr* mutant. (D,E) Fusions between two rosette leaves (D) and a petiole (po) and a leaf (E) in *fdh*. Arrowheads indicate fusion zones. (F–H) The cuticle covering the floral organs has a smooth surface on the adaxial side of wild-type sepals (se) (F) and a corrugated wavy form on the abaxial side (G). The anther (an) cuticles showed varied degrees of undulation (H). (I,J,K) Fusions in *fdh* between the petal (pe) and the adaxial side of sepal (I), two anther portions (J) and two sepals (K). The fusion in I is limited to the selective adhesion sites (arrowheads). The undulation amplitude decreases in the fusion zone (arrowhead) (J). The waving pattern, characteristic of the abaxial sepal cuticle, disappeared following the fusion in K. Bars are 200 nm.
(0.47 MB PDF)

Figure S2 Supplemental analysis of leaf residual bound lipids. The increase in C18:2 α,ω-diacids in *lcr* and *fdh* was also observed in two independent experiments. Values are mean±standard error for six replicates, each containing leaves from at least 15 plants. Stars indicate a significant Mann-Whitney test (two-tailed, P<0.05) for mutant versus wild-type.
(0.07 MB PDF)

Figure S3 Wax deposition on adaxial rosette leaf surface in three cuticular mutants and wild-type plants. At least four rosette leaves per plant type were examined under SEM. Note the smooth surface of the wild-type and epicuticular wax crystalloids on the leaf surface in the mutants. Bar = 5 µm.
(0.45 MB PDF)

Figure S4 SEM micrographs of stem surfaces. Two stems (4th and 5th internodes) of 12-week-old plants (first eight weeks short day, then four weeks long day) were examined per plant type. Wild-type waxes mainly contain dendrites (1), rodlets (2) and umbrellas (3), whereas mutant samples generally display horizontal plates (4). More rounded crystals could also be observed in all three mutants, although they are especially conspicuous in *bdg*. Bars are 5 µm (upper panel) and 1 µm (lower panel).
(7.27 MB PDF)

Figure S5 Microarray Quality Control (QC) measures. The plot from the package, SimpleAffy [63], which shows the QC measures recommended by Affymetrix. All ATH1 chips passed the tests, including wt2 and bdg1, for which the GAPDH3′GAPDH5′ ratios are slightly disturbed. For a detailed explanation, refer to the SimpleAffy manual (http://bioconductor.wustl.edu/BioC2.1/bioc/html/simpleaffy.html) and to the ‘Expression analysis fundamentals’ manual, which is available on the Affymetrix website (http://www.affymetrix.com/).
(0.23 MB PDF)

Table S1 Upregulated genes in three cuticular mutants.
(0.58 MB XLS)

Table S2 Downregulated genes in three cuticular mutants.
(0.54 MB XLS)

Table S3 Common, statistically significant DEGs in three cuticular mutants.
(0.04 MB XLS)

Table S4 Primers for semi-quantitative RT-PCR.
(0.07 MB DOC)

Table S5 Primers for genotyping.
(0.04 MB DOC)

Text S1 Survey of common, statistically significant DEGs in three cuticular mutants.
(0.21 MB PDF)

## References

[1] Jeffree CE, Kerstiens G (1996). Structure and ontogeny of plant cuticles.. Plant Cuticles: An integrated functional approach.

[2] Jeffree CE, Riederer M, Müller C (2006). The fine structure of the plant cuticle.. Biology of the Plant Cuticle.

[3] Markham KR, Ryan KG, Gould KS, Rickards GK (2000). Cell wall sited flavonoids in lisianthus flower petals.. Phytochemistry.

[4] Pollard M, Beisson F, Li Y, Ohlrogge JB (2008). Building lipid barriers: biosynthesis of cutin and suberin.. Trends Plant Sci.

[5] Nawrath C (2006). Unraveling the complex network of cuticular structure and function.. Curr Opin Plant Biol.

[6] Kunst L, Samuels AL (2003). Biosynthesis and secretion of plant cuticular wax.. Prog Lipid Res.

[7] Samuels L, Kunst L, Jetter R (2008). Sealing plant surfaces: cuticular wax formation by epidermal cells.. Annu Rev Plant Biol.

[8] Heredia A (2003). Biophysical and biochemical characteristics of cutin, a plant barrier biopolymer.. Biochim Biophys Acta-Gen Subj.

[9] Yephremov A, Schreiber L (2005). The dark side of the cell wall: Molecular genetics of plant cuticle.. Plant Biosyst.

[10] Reina-Pinto JJ, Yephremov A (2009). Surface lipids and plant defenses.. Plant Physiol Biochem.

[11] Tanaka H, Machida Y, Riederer M, Müller C (2006). The cuticle and cellular interactions.. Biology of the Plant Cuticle.

[12] Lolle SJ, Cheung AY, Sussex IM (1992). *Fiddlehead* - an Arabidopsis mutant constitutively expressing an organ fusion program that involves interactions between epidermal-cells.. Dev Biol.

[13] Lolle SJ, Berlyn GP, Engstrom EM, Krolikowski KA, Reiter WD (1997). Developmental regulation of cell interactions in the Arabidopsis *fiddlehead-1* mutant: A role for the epidermal cell wall and cuticle.. Dev Biol.

[14] Kurdyukov S, Faust A, Nawrath C, Bar S, Voisin D (2006). The epidermis-specific extracellular BODYGUARD controls cuticle development and morphogenesis in Arabidopsis.. Plant Cell.

[15] Lolle SJ, Hsu W, Pruitt RE (1998). Genetic analysis of organ fusion in *Arabidopsis thaliana*.. Genetics.

[16] Wellesen K, Durst F, Pinot F, Benveniste I, Nettesheim K (2001). Functional analysis of the *LACERATA* gene of Arabidopsis provides evidence for different roles of fatty acid -hydroxylation in development.. Proc Natl Acad Sci U S A.

[17] Efremova N, Schreiber L, Bar S, Heidmann I, Huijser P (2004). Functional conservation and maintenance of expression pattern of *FIDDLEHEAD*-like genes in Arabidopsis and Antirrhinum.. Plant Mol Biol.

[18] Suh MC, Samuels AL, Jetter R, Kunst L, Pollard M (2005). Cuticular lipid composition, surface structure, and gene expression in Arabidopsis stem epidermis.. Plant Physiol.

[19] Sieber P, Schorderet M, Ryser U, Buchala A, Kolattukudy P (2000). Transgenic Arabidopsis plants expressing a fungal cutinase show alterations in the structure and properties of the cuticle and postgenital organ fusions.. Plant Cell.

[20] Yephremov A, Wisman E, Huijser P, Huijser C, Wellesen K (1999). Characterization of the *FIDDLEHEAD* gene of Arabidopsis reveals a link between adhesion response and cell differentiation in the epidermis.. Plant Cell.

[21] Bessire M, Chassot C, Jacquat AC, Humphry M, Borel S (2007). A permeable cuticle in Arabidopsis leads to a strong resistance to *Botrytis cinerea*.. EMBO J.

[22] Tang D, Simonich MT, Innes RW (2007). Mutations in LACS2, a long-chain acyl-coenzyme A synthetase, enhance susceptibility to avirulent *Pseudomonas syringae* but confer resistance to *Botrytis cinerea* in Arabidopsis.. Plant Physiol.

[23] Chassot C, Nawrath C, Metraux JP (2007). Cuticular defects lead to full immunity to a major plant pathogen.. Plant J.

[24] Ferrari S, Plotnikova JM, De Lorenzo G, Ausubel FM (2003). Arabidopsis local resistance to *Botrytis cinerea* involves salicylic acid and camalexin and requires EDS4 and PAD2, but not SID2, EDS5 or PAD4.. Plant J.

[25] Glazebrook J, Ausubel FM (1994). Isolation of phytoalexin-deficient mutants of *Arabidopsis thaliana* and characterization of their interactions with bacterial pathogens.. Proc Natl Acad Sci U S A.

[26] Tanaka T, Tanaka H, Machida C, Watanabe M, Machida Y (2004). A new method for rapid visualization of defects in leaf cuticle reveals five intrinsic patterns of surface defects in Arabidopsis.. Plant J.

[27] Kurdyukov S, Faust A, Trenkamp S, Bar S, Franke R (2006). Genetic and biochemical evidence for involvement of HOTHEAD in the biosynthesis of long-chain alpha-,omega-dicarboxylic fatty acids and formation of extracellular matrix.. Planta.

[28] Pruitt RE, Vielle-Calzada JP, Ploense SE, Grossniklaus U, Lolle SJ (2000). *FIDDLEHEAD*, a gene required to suppress epidermal cell interactions in Arabidopsis, encodes a putative lipid biosynthetic enzyme.. Proc Natl Acad Sci U S A.

[29] Franke R, Briesen I, Wojciechowski T, Faust A, Yephremov A (2005). Apoplastic polyesters in Arabidopsis surface tissues - A typical suberin and a particular cutin.. Phytochemistry.

[30] Bonaventure G, Beisson F, Ohlrogge J, Pollard M (2004). Analysis of the aliphatic monomer composition of polyesters associated with Arabidopsis epidermis: occurrence of octadeca-cis-6, cis-9-diene-1,18-dioate as the major component.. Plant J.

[31] Breitling R, Armengaud P, Amtmann A, Herzyk P (2004). Rank products: a simple, yet powerful, new method to detect differentially regulated genes in replicated microarray experiments.. FEBS Lett.

[32] Breitling R, Herzyk P (2005). Rank-based methods as a non-parametric alternative of the T-statistic for the analysis of biological microarray data.. J Bioinform Comput Biol.

[33] Reina-Pinto JJ, Voisin D, Teodor R, Yephremov A (2009). Probing differentially expressed genes against a microarray database for *in silico* suppressor/enhancer and inhibitor/activator screens.. Plant J (in press).

[34] Franke R, Höfer R, Briesen I, Emsermann M, Efremova N (2008). The *DAISY* gene from Arabidopsis encodes a fatty acid elongase condensing enzyme involved in the biosynthesis of aliphatic suberin in roots and the chalaza-micropyle region of seeds.. Plant J.

[35] Provart NJ, Zhu T, Spang R, Beziat P, Vingron M (2003). A browser-based Functional Classification SuperViewer for Arabidopsis genomics.. Currents in Computational Molecular Biology.

[36] MAQC Consortium (2006). The MicroArray Quality Control (MAQC) project shows inter-and intraplatform reproducibility of gene expression measurements.. Nat Biotechnol.

[37] Hernandez-Blanco C, Feng DX, Hu J, Sanchez-Vallet A, Deslandes L (2007). Impairment of cellulose synthases required for Arabidopsis secondary cell wall formation enhances disease resistance.. Plant Cell.

[38] Feys BJ, Moisan LJ, Newman MA, Parker JE (2001). Direct interaction between the Arabidopsis disease resistance signaling proteins, EDS1 and PAD4.. EMBO J.

[39] Grigg SP, Canales C, Hay A, Tsiantis M (2005). SERRATE coordinates shoot meristem function and leaf axial patterning in Arabidopsis.. Nature.

[40] Laubinger S, Sachsenberg T, Zeller G, Busch W, Lohmann JU (2008). Dual roles of the nuclear cap-binding complex and SERRATE in pre-mRNA splicing and microRNA processing in *Arabidopsis thaliana*.. Proc Natl Acad Sci U S A.

[41] Prigge MJ, Wagner DR (2001). The Arabidopsis *SERRATE* gene encodes a zinc-finger protein required for normal shoot development.. Plant Cell.

[42] Yang L, Liu Z, Lu F, Dong A, Huang H (2006). SERRATE is a novel nuclear regulator in primary microRNA processing in Arabidopsis.. Plant J.

[43] Lobbes D, Rallapalli G, Schmidt DD, Martin C, Clarke J (2006). SERRATE: a new player on the plant microRNA scene.. EMBO Rep.

[44] Xiao FM, Goodwin SM, Xiao YM, Sun ZY, Baker D (2004). Arabidopsis CYP86A2 represses *Pseudomonas syringae* type III genes and is required for cuticle development.. EMBO J.

[45] Schnurr J, Shockey J, Browse J (2004). The acyl-CoA synthetase encoded by *LACS2* is essential for normal cuticle development in Arabidopsis.. Plant Cell.

[46] Humphrey TV, Bonetta DT, Goring DR (2007). Sentinels at the wall: cell wall receptors and sensors.. New Phytol.

[47] Hughes TR, Marton MJ, Jones AR, Roberts CJ, Stoughton R (2000). Functional discovery via a compendium of expression profiles.. Cell.

[48] Verbeke JA (1992). Fusion events during floral morphogenesis.. Annu Rev Plant Biol.

[49] Mollet J-C, Faugeron C, Morvan H, Roberts JA, Gonzalez–Carranza Z (2007). Cell adhesion, separation and guidance in compatible plant reproduction.. Plant Cell Separation and Adhesion: Wiley-Blackwell.

[50] Tanaka H, Watanabe M, Sasabe M, Hiroe T, Tanaka T (2007). Novel receptor-like kinase ALE2 controls shoot development by specifying epidermis in Arabidopsis.. Development.

[51] Bird D, Beisson F, Brigham A, Shin J, Greer S (2007). Characterization of Arabidopsis ABCG11/WBC11, an ATP binding cassette (ABC) transporter that is required for cuticular lipid secretion.. Plant J.

[52] Panikashvili D, Savaldi-Godstein S, Mandel T, Yifhar T, Franke RB (2007). The Arabidopsis *DESPERADO/AtWBC11* transporter is required for cutin and wax secretion.. Plant Physiol.

[53] Ukitsu H, Kuromori T, Toyooka K, Goto Y, Matsuoka K (2007). Cytological and biochemical analysis of *COF1*, an Arabidopsis mutant of an ABC transporter gene.. Plant Cell Physiol.

[54] Krolikowski KA, Victor JL, Wagler TN, Lolle SJ, Pruitt RE (2003). Isolation andcharacterization of the Arabidopsis organ fusion gene *HOTHEAD*.. Plant J.

[55] Baud S, Bellec Y, Miquel M, Bellini C, Caboche M (2004). *gurke* and *pasticcino3* mutants affected in embryo development are impaired in acetyl-CoA carboxylase.. EMBO Rep.

[56] Bellec Y, Harrar Y, Butaeye C, Darnet S, Bellini C (2002). PASTICCINO2 is a protein tyrosine phosphatase-like involved in cell proliferation and differentiation in *Arabidopsis*.. Plant J.

[57] Tanaka H, Onouchi H, Kondo M, Hara-Nishimura I, Nishimura M (2001). A subtilisin-like serine protease is required for epidermal surface formation in Arabidopsis embryos and juvenile plants.. Development.

[58] Redman JC, Haas BJ, Tanimoto G, Town CD (2004). Development and evaluation of an Arabidopsis whole genome Affymetrix probe array.. Plant J.

[59] Chassot C, Buchala A, Schoonbeek H, Metraux JP, Lamotte O (2008). Wounding of Arabidopsis leaves causes a powerful but transient protection against Botrytis infection.. Plant J.

[60] Chassot C, Nawrath C, Métraux JP (2008). The cuticle: Not only a barrier for plant defence.. Plant Signal Behav.

[61] Fang Y, Spector DL (2007). Identification of nuclear dicing bodies containing proteins for microRNA biogenesis in living Arabidopsis plants.. Curr Biol.

[62] Bechtold N, Ellis J, Pelletier G (1993). In-planta Agrobacterium-mediated gene-transfer by infiltration of adult *Arabidopsis thaliana* plants.. CR Acad Sci Paris, Life Sci.

[63] Wilson CL, Miller CJ (2005). Simpleaffy: a BioConductor package for Affymetrix Quality Control and data analysis.. Bioinformatics.

[64] Hong F, Breitling R, McEntee CW, Wittner BS, Nemhauser JL (2006). RankProd: a bioconductor package for detecting differentially expressed genes in meta-analysis.. Bioinformatics.

[65] Berendzen K, Searle I, Ravenscroft D, Koncz C, Batschauer A (2005). A rapid and versatile combined DNA/RNA extraction protocol and its application to the analysis of a novel DNA marker set polymorphic between *Arabidopsis thaliana* ecotypes Col-0 and Landsberg *erecta*.. Plant Methods.

# Supplementary material for: Dissection of the Complex Phenotype in Cuticular Mutants of Arabidopsis Reveals a Role of SERRATE as a Mediator
**Source:** PLoS Genet. 2009 Oct 30;5(10):e1000703. doi: 10.1371/journal.pgen.1000703
**Supplement:** Figure S1 — Ultrastructure of ectopic organ-fusion zones in lcr and fdh. TEM images illustrate the zones of contact between the epidermal cells of different organs. (A,B) Two rosette leaves (lf) in lcr form a fusion which is intervened by irregular depositions of electron-dense materials (A), or without traces of the cuticle proper interposed between the organs (B). (C) Under mechanical stress, organs fail to complete fusions but remain strung together. Shown are two leaves in the lcr mutant. (D,E) Fusions between two rosette leaves (D) and a petiole (po) and a leaf (E) in fdh. Arrowheads indicate fusion zones. (F–H) The cuticle covering the floral organs has a smooth surface on the adaxial side of wild-type sepals (se) (F) and a corrugated wavy form on the abaxial side (G). The anther (an) cuticles showed varied degrees of undulation (H). (I,J,K) Fusions in fdh between the petal (pe) and the adaxial side of sepal (I), two anther portions (J) and two sepals (K). The fusion in I is limited to the selective adhesion sites (arrowheads). The undulation amplitude decreases in the fusion zone (arrowhead) (J). The waving pattern, characteristic of the abaxial sepal cuticle, disappeared following the fusion in K. Bars are 200 nm. (0.47 MB PDF)

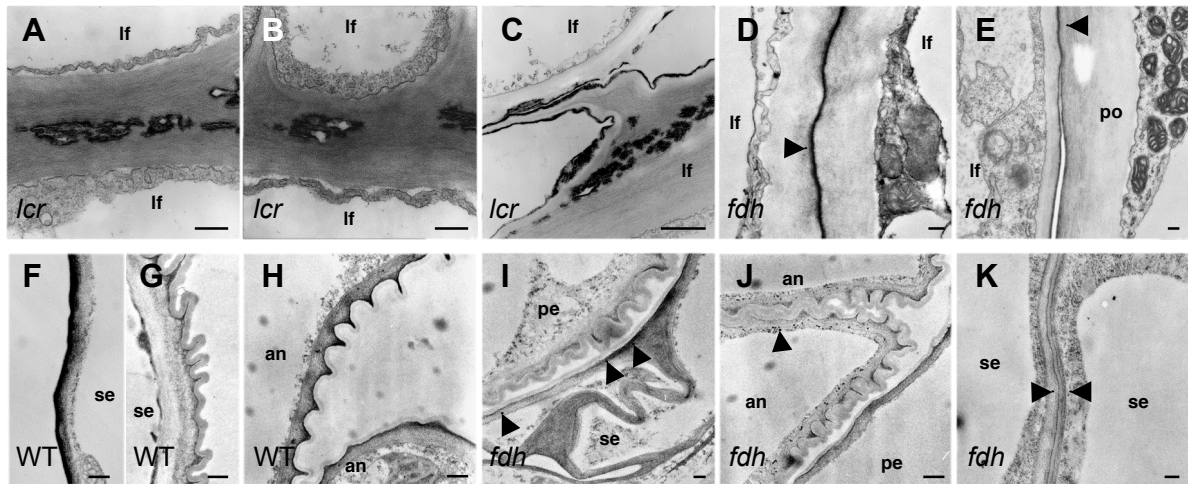

Figure S1. Ultrastructure of ectopic organ-fusion zones in *lcr* and *fdh*.

TEM images illustrate the zones of contact between the epidermal cells of different organs.

(A, B) Two rosette leaves (lf) in *lcr* form a fusion which is intervened by irregular depositions of electron-dense materials (A), or without traces of the cuticle proper interposed between the organs (B).

(C) Under mechanical stress, organs fail to complete fusions but remain strung together. Shown are two leaves in the *lcr* mutant.

(D, E) Fusions between two rosette leaves (D) and a petiole (po) and a leaf (E) in *fdh*. Arrowheads indicate fusion zones.

(F-H) The cuticle covering the floral organs has a smooth surface on the adaxial side of wild-type sepals (se) (F) and a corrugated wavy form on the abaxial side (G). The anther (an) cuticles showed varied degrees of undulation (H). The cuticle in petals is similar to that in anthers with regard to undulation (data not shown).

(I, J, K) Fusions in *fdh* between the petal (pe) and the adaxial side of sepal (I), two anther portions (J) and two sepals (K). The fusion in I is limited to the selective adhesion sites (arrowheads). The undulation amplitude decreases in the fusion zone (arrowhead) (J). The waving pattern, characteristic of the abaxial sepal cuticle, disappeared following the fusion in K.

Bars are 200 nm.

# Supplementary material for: Dissection of the Complex Phenotype in Cuticular Mutants of Arabidopsis Reveals a Role of SERRATE as a Mediator
**Source:** PLoS Genet. 2009 Oct 30;5(10):e1000703. doi: 10.1371/journal.pgen.1000703
**Supplement:** Figure S2 — Supplemental analysis of leaf residual bound lipids. The increase in C18:2 α,ω-diacids in lcr and fdh was also observed in two independent experiments. Values are mean±standard error for six replicates, each containing leaves from at least 15 plants. Stars indicate a significant Mann-Whitney test (two-tailed, P<0.05) for mutant versus wild-type. (0.07 MB PDF)

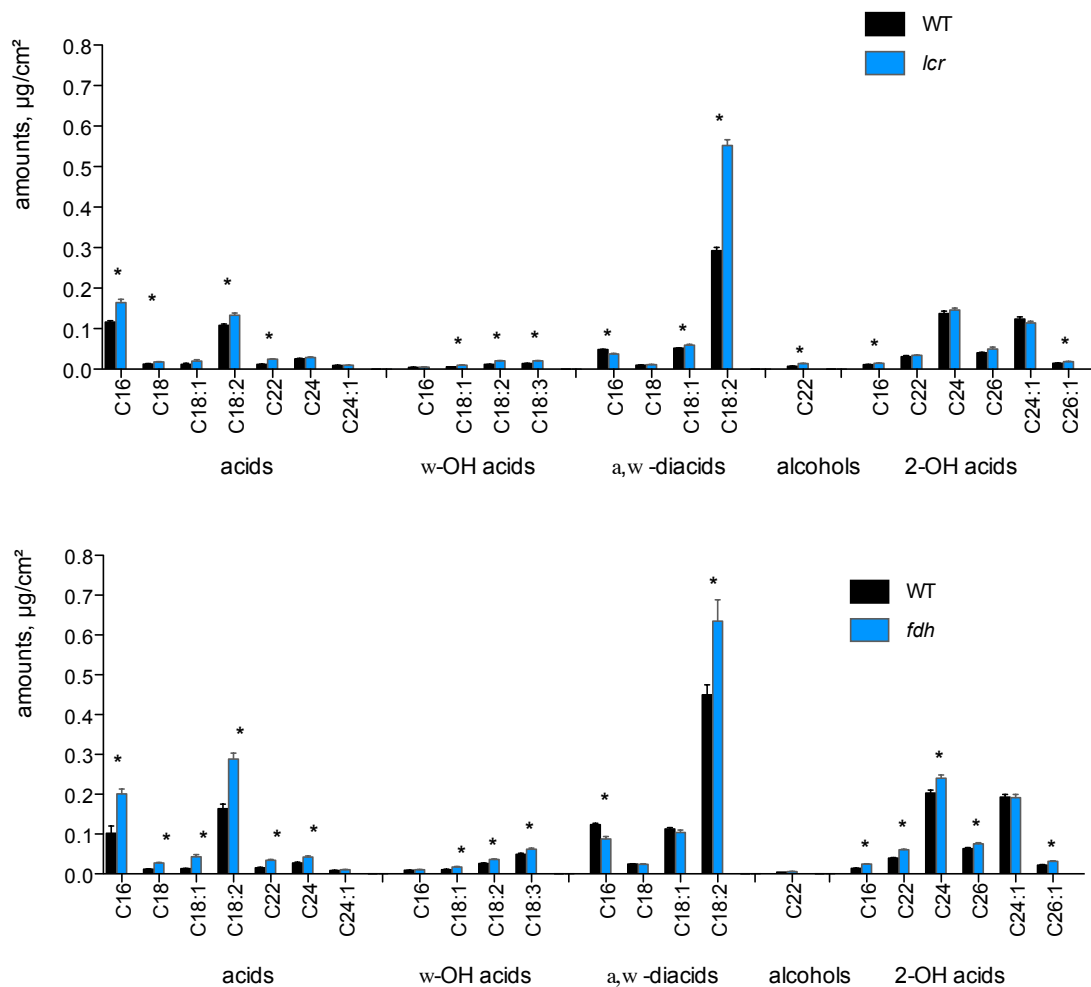

Figure S2. Supplemental analysis of residual bound lipids.

The increase in C18:2 α,ω -diacids in *lcr* and *fdh* was also observed in two independent experiments. Values are means $\pm$ standard errors for six replicates each containing leaves from at least ten plants. Stars indicate a significant Mann-Whitney test (two-tailed, $P < .05$) for mutant versus wild type.

# Supplementary material for: Dissection of the Complex Phenotype in Cuticular Mutants of Arabidopsis Reveals a Role of SERRATE as a Mediator
**Source:** PLoS Genet. 2009 Oct 30;5(10):e1000703. doi: 10.1371/journal.pgen.1000703
**Supplement:** Figure S3 — Wax deposition on adaxial rosette leaf surface in three cuticular mutants and wild-type plants. At least four rosette leaves per plant type were examined under SEM. Note the smooth surface of the wild-type and epicuticular wax crystalloids on the leaf surface in the mutants. Bar = 5 µm. (0.45 MB PDF)

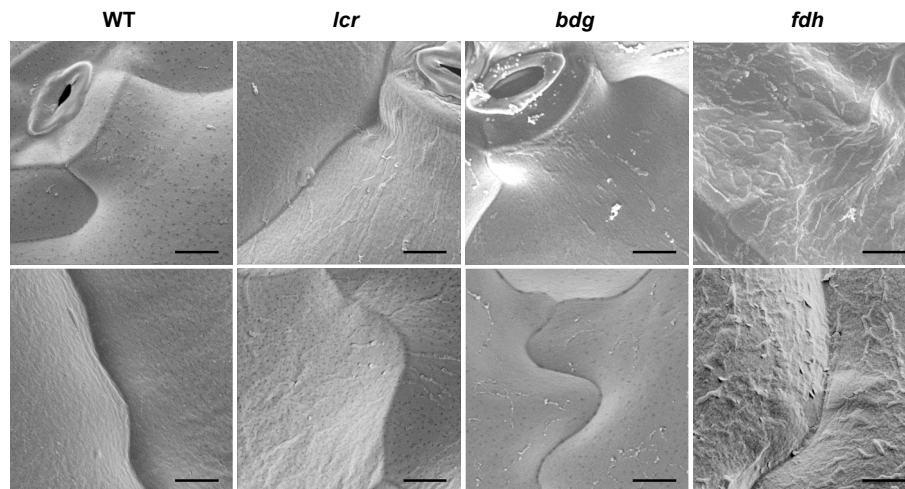

Figure S3. Wax deposition on adaxial rosette leaf surface in three cuticular mutants and wild type plants.

At least four rosette leaves per plant type were examined under SEM. Note the smooth surface of the wild type and epicuticular wax crystalloids on the leaf surface in the mutants.

Bars are 5 µm.

# Supplementary material for: Dissection of the Complex Phenotype in Cuticular Mutants of Arabidopsis Reveals a Role of SERRATE as a Mediator
**Source:** PLoS Genet. 2009 Oct 30;5(10):e1000703. doi: 10.1371/journal.pgen.1000703
**Supplement:** Figure S4 — SEM micrographs of stem surfaces. Two stems (4th and 5th internodes) of 12-week-old plants (first eight weeks short day, then four weeks long day) were examined per plant type. Wild-type waxes mainly contain dendrites (1), rodlets (2) and umbrellas (3), whereas mutant samples generally display horizontal plates (4). More rounded crystals could also be observed in all three mutants, although they are especially conspicuous in bdg. Bars are 5 µm (upper panel) and 1 µm (lower panel). (7.27 MB PDF)

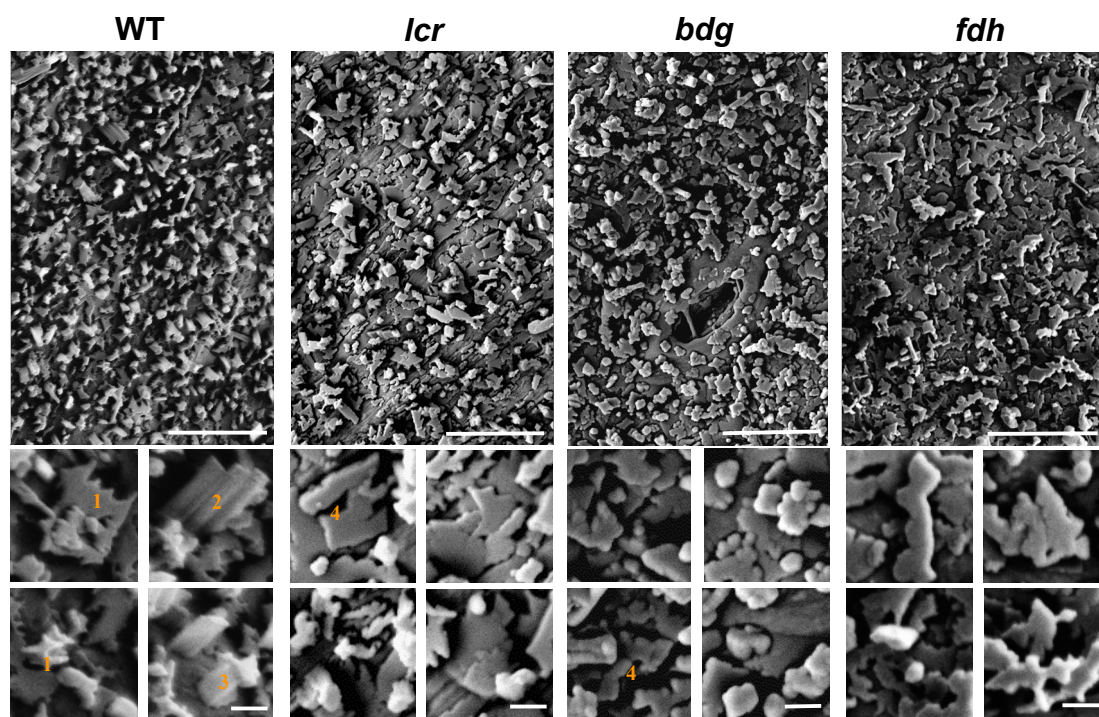

Figure S4. SEM micrographs of stem surfaces.

Two stems (4th and 5th internodes) of 12-weeks-old plants (first eight weeks short day then four weeks long day) were examined per plant type. Wild-type waxes mostly contain dendrites (1), rodlets (2) and umbrellas (3)) whereas mutant samples mainly display horizontal plates (4). Bars are 5 μm (upper panel) and 1 μm (lower panel).

# Supplementary material for: Dissection of the Complex Phenotype in Cuticular Mutants of Arabidopsis Reveals a Role of SERRATE as a Mediator
**Source:** PLoS Genet. 2009 Oct 30;5(10):e1000703. doi: 10.1371/journal.pgen.1000703
**Supplement:** Figure S5 — Microarray Quality Control (QC) measures. The plot from the package, SimpleAffy [63], which shows the QC measures recommended by Affymetrix. All ATH1 chips passed the tests, including wt2 and bdg1, for which the GAPDH3′GAPDH5′ ratios are slightly disturbed. For a detailed explanation, refer to the SimpleAffy manual (http://bioconductor.wustl.edu/BioC2.1/bioc/html/simpleaffy.html) and to the ‘Expression analysis fundamentals’ manual, which is available on the Affymetrix website (http://www.affymetrix.com/). (0.23 MB PDF)

△ actin3/actin5
○ gapdh3/gapdh5

QC Stats

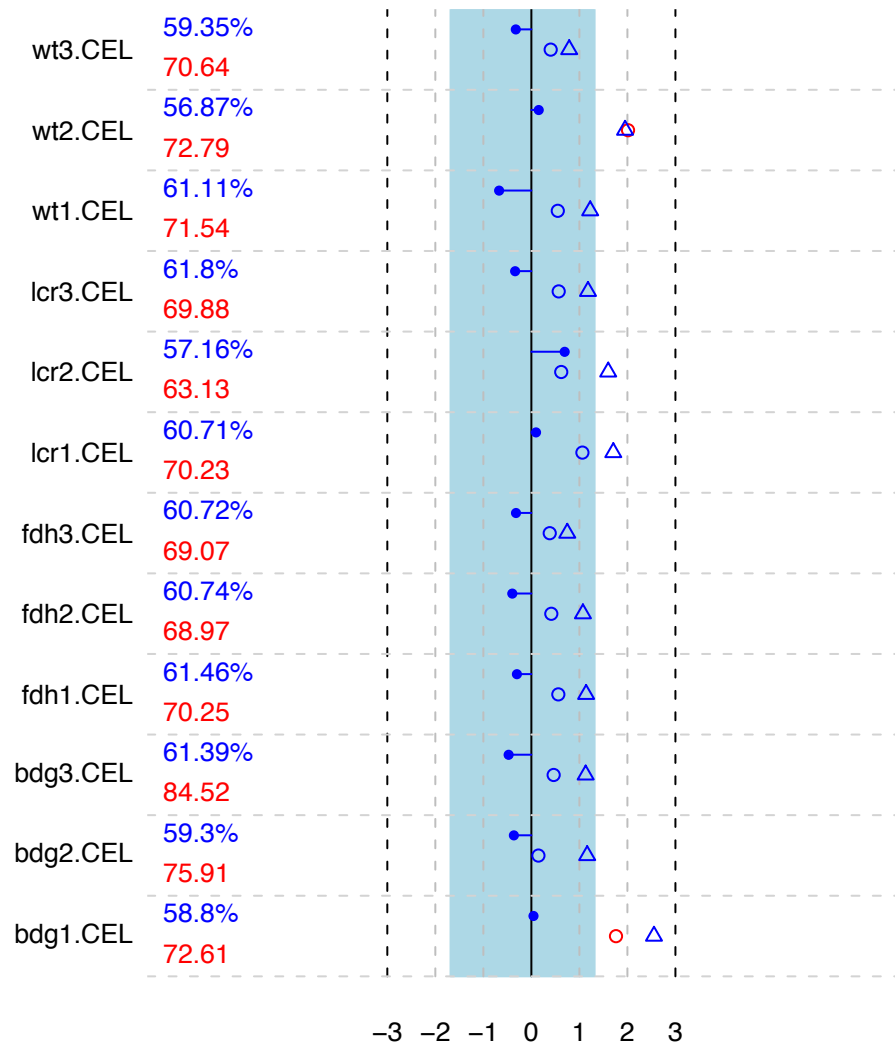

Figure S5. Microarray Quality Control (QC) measures.

The plot from the package SimpleAffy (Miller, 2005) showing Quality Control (QC) measures recommended by Affymetrix. 

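The 3' to 5' signal was read from the deposited values as the log2 difference between the array maker's 3' and 5' control probe sets. For GAPDH it was 0.95 on bdg replicate 1, 0.71 on wild type replicate 2 and 0.51 on lcr replicate 1. For actin it was 2.36, 2.07 and 1.75 on the same arrays, and lower on each of the other 9, down to 0.33 on wild type replicate 3. The array's other control probe sets gave 3.17, 3.38 and 2.44 for GAPDH and 6.07, 5.98 and 6.27 for actin on these 3 arrays, and less on each of the other 9. The mean for actin was 1.37 in bdg, 0.774 in fdh, 1.22 in lcr and 1.14 in wild type (exact two-sided permutation p = 0.7, 0.7 and 0.9 for bdg, fdh and lcr against wild type, with 0.1 the smallest that 3 arrays against 3 allow).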

All ATH1 chips passed the tests, including two chips, wt2 and bdg1, for which GAPDH3'GAPDH5' ratios are slightly disturbed.

For detailed explanation, refer to the SimpleAffy manual

(<http://bioconductor.wustl.edu/Bioc2.1/bioc/html/simpleaffy.html>)

and to the 'Expression analysis fundamentals' manual, available on Affymetrix website (<http://www.affymetrix.com/>).

# Supplementary material for: Dissection of the Complex Phenotype in Cuticular Mutants of Arabidopsis Reveals a Role of SERRATE as a Mediator
**Source:** PLoS Genet. 2009 Oct 30;5(10):e1000703. doi: 10.1371/journal.pgen.1000703
**Supplement:** Table S4 — Primers for semi-quantitative RT-PCR. (0.07 MB DOC)

**Table S4**. Primers for semi-quantitative RT-PCR.

| gene | locus ID | primer | primer sequence (5'-->3') | Nopt * |
| --- | --- | --- | --- | --- |
| *LTP3* | At5G59320 | D173 | GCA GGT AGC TTG GCT CCA TGT GCA AC | 24 |
|  |  | D174 | TAT TTT ATT CTA GTA CTT CTG GTA A |  |
| *LTP4* | At5G59310 | D175 | GTG GCA CAG TGG CAA GTA GCT TGA G | 24 |
|  |  | D176 | GAT AGC CGT CTT ATT TTA CGT ATA CG |  |
| *LTP* | At5G01870 | D169 | GTG TTA CCA CTA TGC CTG CTT CTT GCT | 30 |
|  |  | D170 | CAC TAA ACT CCG GTT ACA TTA GAC GA |  |
| *LTP2* | At2G38530 | D171 | GGA GTG ATG AAG TTG GCA TGC ATG | 26 |
|  |  | D172 | ATT GAA AAG AGT ACA GCC ATT CG |  |
| *PPT1* | At5G47330 | D185 | AAG GTT TGA AGC GGT CTG GTG TTG C | 28 |
|  |  | D186 | TCC CTT GAT TAG CTC ATC TGC TAA C |  |
| *RAP2.6* | At1G43160 | D189 | TGA TTA CCG GTT CAG CTG TGA CTA A | 38 |
|  |  | D190 | CAA AGC GTT GAC AAT ATG TTA GTT A |  |
| *XTH18* | At4G30280 | D187 | AAC AAT ACA TTT GAG ATA TCA ATA CA | 36 |
|  |  | D195 | TAC ACA AAC ACC GCA TAC ATA TGA G |  |
| *DAISY* | At1G04220 | D177 | TCT CTT CGC CGC TCT TCT TAT CTT | 26 |
|  |  | D178 | AGC GGT CGG AGG AGC GGT TAG |  |
| *CER4* | At4G33790 | D179 | ACT CAC GTG CTT CCT CTG TGA TCT TG | 24 |
|  |  | D180 | GTC GTC CCA ATC GAG AAC CTT TGG AT |  |
| *WAX2* | At5G57800 | D021 | AAG CAT CCT GAC CTT AGA GTT CGT GTG GTT CAT | 24 |
|  |  | D022 | TAA GAC CAT ACT TCA TGG CTG CTT CCC ACA |  |
| *HTL7* | At5g51950 | D193 | ATG CAG ACA AGC CGT ACT ACT AGT | 30 |
|  |  | D194 | ATA CTC TTT AAG TTA ATC ATA CAT T |  |
| *RAP2.6L* | At5g13330 | D191 | ACC AGA CCA AGA TCA ACC AAG A | 38 |
|  |  | D192 | TTA TTC TCT TGG GTA GTT ATA A |  |
| *CER1* | At1G02205 | D027 | CAG GAA CGG AGA GGT GTA TAT CCA CAA CCA T | 22 |
|  |  | D028 | CTA TCA ATG CTG GTG TGG TAT GAT AGA TAC |  |
| *ACTIN2* | At3g18780 | D019 | AGA GAT TCA GAT GCC CAG AAG TCT TGT TCC | 22 |
|  |  | D020 | AAC GAT TCC TGG ACC TGC CTC ATC ATA CTC |  |

Note: Gene specific primers for *RAP2.6*, *DAISY*, and *ACTIN2* were from 1, 2 .

* Number of cycles has been optimized for each gene and allowed detection of the products in the linear range of the amplification

1. Che, P., Lall, S., Nettleton, D. & Howell, S.H. Gene expression programs during shoot, Root, and callus development in Arabidopsis tissue culture. *Plant Physiol.* **141**, 620-637 (2006).

2. Franke, R. et al. The *DAISY* gene from Arabidopsis encodes a fatty acid elongase condensing enzyme involved in the biosynthesis of aliphatic suberin in roots and the chalaza-micropyle region of seeds. *Plant J* **57**, 80-95 (2008).

# Supplementary material for: Dissection of the Complex Phenotype in Cuticular Mutants of Arabidopsis Reveals a Role of SERRATE as a Mediator
**Source:** PLoS Genet. 2009 Oct 30;5(10):e1000703. doi: 10.1371/journal.pgen.1000703
**Supplement:** Table S5 — Primers for genotyping. (0.04 MB DOC)

**Table S5**. Primers for genotyping.

Primers

| locus | primer name | orientation | primer sequence, 5'-3' |
| --- | --- | --- | --- |
| *LCR* | D235 | forward | CAT GCA ATT AAT AGA CAC GAG AAT A |
| *LCR* | D236 | reverse | CAA CGA GAT ATG AAT GTG AGC CAT A |
| *LCR* | D240 | reverse | GAG CGT CGG TCC CCA CAC TTC TAT AC |
| *BDG* | D233 | forward | AAT CGA CAT CAC ATG TTC CTT AGT A |
| *BDG* | D234 | reverse | TCG ACC ACC GTG GAG TTG ACA GTG A |
| *SE* | D237 | forward | CCC ACC ACC AAT GCT GAT GCC TGT T |
| *SE* | D238 | reverse | CAA GCT CCT GTA ATC AAT AAC |

Primer combinations and products

| allele | combination in PCR | PCR product, bp | digestion products, bp | enzyme |
| --- | --- | --- | --- | --- |
| *LCR* | D235/D236 | 838 |  |  |
| *lcr-3P77* | D235/240 | 555 |  |  |
| *BDG* | D233/D234 | 740 | 283;274;110;73 | *Mwo*I |
| *bdg-2* | D233/D234 | 733 | 550;110;73 | *Mwo*I |
| *SE* | D237/D238 | 453 | 172;110;69;60;42 | *Bfu*CI |
| *se-1* | D237/D238 | 446 | 225;110;69;42 | *Bfu*CI |

# Supplementary material for: Dissection of the Complex Phenotype in Cuticular Mutants of Arabidopsis Reveals a Role of SERRATE as a Mediator
**Source:** PLoS Genet. 2009 Oct 30;5(10):e1000703. doi: 10.1371/journal.pgen.1000703
**Supplement:** Text S1 — Survey of common, statistically significant DEGs in three cuticular mutants. (0.21 MB PDF)

Text S1. Survey of common, statistically significant DEGs in three cuticular mutants***Cell wall genes***

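GRP5 (At3g20470), a gene for a glycine-rich protein, rose by 3.81 in bdg, 4.37 in fdh and 3.13 in lcr on the log2 scale (limma adjusted p = 0.0177, 0.00326 and 0.0227). The call for GRP5 ended in bdg without bdg replicate 1 (adjusted p = 0.0702), bdg replicate 2 (0.0624) and bdg replicate 3 (0.0579), and in lcr without lcr replicate 1 (adjusted p = 0.0628), lcr replicate 2 (0.103) and lcr replicate 3 (0.0602). The glycine-rich protein gene At4g21620 rose by 2.67 in fdh (limma adjusted p = 0.0158). At4g21620 had log2 fold changes of 2.47 in bdg and 2.06 in lcr (limma adjusted p = 0.0846 and 0.0919). Compared directly, At4g21620 had a limma adjusted p of 1 for fdh against bdg and 0.899 for fdh against lcr. The call for At4g21620 ended in fdh without fdh replicate 1 (adjusted p = 0.0739) and fdh replicate 2 (0.0676). The glycine-rich protein gene At2g05540 had log2 fold changes of 1.99 in bdg, 3.11 in fdh and 2.57 in lcr, which did not pass limma (adjusted p = 1, 0.0879 and 0.349). The hydroxyproline-rich protein gene At5g09530 had log2 fold changes of 5.41 in bdg, 5.67 in fdh and 3.79 in lcr, which did not pass limma (adjusted p = 0.384, 0.0669 and 0.438). The genes that the study lists here and below as changed in all 3 mutants were called by Rank Product. Limma is a different test, so a gene that did not pass it can still hold the study's call. EXT4 (At1g76930), an extensin gene, rose by 3.31 in fdh (limma adjusted p = 0.0336). EXT4 had log2 fold changes of 2.57 in bdg and 2.53 in lcr (limma adjusted p = 0.381 and 0.189). Compared directly, EXT4 had a limma adjusted p of 0.793 for fdh against bdg and 0.943 for fdh against lcr. The call for EXT4 ended in fdh without wild type replicate 1 (adjusted p = 0.0977), wild type replicate 2 (0.0826), wild type replicate 3 (0.0653), fdh replicate 1 (0.124), fdh replicate 2 (0.11) and fdh replicate 3 (0.0547).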

Candidates in the top GO class include three glycine rich proteins (GRPs), At4g21620, At2g05540 and At3g20470 (GPR5), a proline-rich protein (PRP), At2g16630, a hydroxyproline rich protein (HRGP), At5g09530, and one of the extensins, At1g76930 (EXT4), which belong to a distinct type of HRGPs (Table 1). All of these represent structural cell wall proteins which could confer additional properties on cell walls, such as mechanical strength [1]. For example, extensins are known to be responsible for cell wall rigidification. They can undergo insolubilization in the wall matrix through the peroxidase-mediated formation of intra and intermolecular cross-links [2].

GRP5 is specifically expressed in the epidermis of aerial organs, and may be necessary in the protoderm to strengthen the epidermal cell wall, thus delimiting growth [3]. However, the functions of this protein and other GRPs remain unclear (see [4] and [5] for reviews).

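AGP2 (At2g22470) had log2 fold changes of 1.89 in bdg, 2.31 in fdh and 2.99 in lcr, which did not pass limma (adjusted p = 0.598, 0.0664 and 0.0642). Its pfp was 0.0209, 0.021 and 0.00279 in the same order.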

ARABINOGLACTAN-PROTEIN2 (AGP2; At2g22470) (Table 1) also belongs to the HRGP family. AGPs are typically heavily modified by O-glycosylation, with polysaccharides constituting up to 95% of the mass of the molecule. AGPs and extensins are, in fact, the most well represented structural proteins in the cell wall [6].

The other group in this GO class is represented by the xyloglucan endotransglycosylases/hydrolases (XTHs) At4g30280 (*XTH18*), At4g30290 (*XTH19*) and

At4g25810 (*XTH23*). 

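XTH19 (At4g30290), a gene for a xyloglucan endotransglucosylase/hydrolase (XTH), rose by 4.78 in bdg, 4.93 in fdh and 4.74 in lcr on the log2 scale (standard error 0.605, limma adjusted p = 0.027, 0.00711 and 0.0201). The call for XTH19 ended in bdg without wild type replicate 1 (adjusted p = 0.102), wild type replicate 3 (0.0846), bdg replicate 1 (0.0952) and bdg replicate 2 (0.128), and in lcr without wild type replicate 1 (adjusted p = 0.0633), wild type replicate 3 (0.0539), lcr replicate 1 (0.0782) and lcr replicate 2 (0.089). XTH18 (At4g30280) had log2 fold changes of 2.77 in bdg, 3.84 in fdh and 4.59 in lcr, which did not pass limma (adjusted p = 1, 0.199 and 0.299). XTH23 (At4g25810) had log2 fold changes of 3.38 in bdg, 3.83 in fdh and 4.65 in lcr, which did not pass limma (adjusted p = 0.83, 0.128 and 0.171). The study's calls for XTH18 and XTH23 come from Rank Product, and XTH18 was also among its RT-PCR genes. Of the 10 XTH genes named by the platform annotation, 2 rose in bdg, 2 in fdh and 1 in lcr, and 2, 2 and 3 when adjusted over the list alone. As a group they were higher (camera adjusted p = 3.22e-05 in bdg, 0.00836 in fdh and 6.94e-05 in lcr). With an estimated correlation the adjusted p was 0.428, 0.396 and 0.326. This list too was drawn once the paper's tables, made from these arrays, had been read.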

XTHs are extracellular enzymes which act to remodel xyloglucan cross-links in the cell wall [6, 7]. Xyloglucan comprises over 20% of the primary cell wall carbohydrates in Arabidopsis, and XTHs are thought to have significant roles in maintaining the cellulose–xyloglucan network [7].

The genes which have been shown or suggested to be involved in the biosynthesis of cuticular lipids are not particularly annotated with a GO term yet, and they are not, therefore, reported by the Classification SuperViewer. However, we did notice the presence of this class of genes among the commonly misregulated genes in Table 1.

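At5g01870 had a log2 value of 2.31 ± 0.50 (SD, n = 3) in wild type, 8.58 ± 0.37 in bdg, 7.92 ± 0.46 in fdh and 7.92 ± 0.47 in lcr, and passed limma in fdh and lcr too (adjusted p = 3.83e-04 and 8.62e-04). LTP4 had log2 fold changes of 6.08 in bdg and 6.15 in lcr, which did not pass limma (adjusted p = 0.109 and 0.0551). Compared directly, LTP4 had a limma adjusted p of 0.883 for fdh against bdg and 1 for fdh against lcr. LTP2 rose by 5.92 in lcr (limma adjusted p = 0.0381), and its log2 fold change in bdg was 5.70 (limma adjusted p = 0.0842). Compared directly, LTP2 had a limma adjusted p of 0.853 for fdh against bdg and 1 for lcr against bdg. The call for LTP2 ended in lcr without wild type replicate 3 (adjusted p = 0.0828), lcr replicate 1 (0.136), lcr replicate 2 (0.152) and lcr replicate 3 (0.0959). At3g22600 rose by 5.16 in bdg, 5.72 in fdh and 4.68 in lcr (limma adjusted p = 0.0181, 0.00365 and 0.0201). The call for At3g22600 ended in bdg without wild type replicate 1 (adjusted p = 0.0669), wild type replicate 3 (0.0598), bdg replicate 1 (0.0513) and bdg replicate 2 (0.0813), and in lcr without wild type replicate 1 (adjusted p = 0.0626), wild type replicate 3 (0.0516), lcr replicate 1 (0.0782) and lcr replicate 2 (0.0876). At1g48750 rose by 2.03 in bdg, 2.13 in fdh and 2.02 in lcr (limma adjusted p = 0.0181, 0.00442 and 0.0148). The call for At1g48750 ended in bdg without wild type replicate 1 (adjusted p = 0.0669), wild type replicate 3 (0.0598), bdg replicate 1 (0.0744) and bdg replicate 2 (0.0624), and in lcr without lcr replicate 2 (adjusted p = 0.0733). At3g22620 had log2 fold changes of 2.79 in bdg, 2.86 in fdh and 2.29 in lcr, which did not pass limma (adjusted p = 0.49, 0.0891 and 0.377).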

In fact, eight lipid transfer protein (*LTP*) genes are shortlisted in this Table, and four of them, At5g59320 (*LTP3*), At5g59310 (*LTP4*), At5g01870, and At2g38530 (*LTP2*), were ranked as the highest by the Rank Product method (Table 1). Most of these LTPs belong to the type 1 and type 5 groups [8] and seem to be upregulated in the growing epidermis [9]. Proteins from this large multigenic family are likely to be involved in lipid transportation: in vitro assays show that they are able to bind fatty acids and transfer phospholipids between membranes [10]. The direct involvement of these (and other) LTPs in the transport of wax or cutin precursors has, however, yet to be demonstrated. Also highly upregulated in the cuticular mutants was the ABCG1 (At2g39350) half-transporter (Table 1). 

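ABCG1 rose 24.3-fold in bdg, 42.2-fold in fdh and 31.8-fold in lcr (standard error 0.316 on the log2 scale). Its wild-type level lies under every array median and was not shown to be above background, so these folds may depend on the floor of the arrays.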

Two closely related proteins, CER5/WBC12/ABCG12 (hereafter ABCG12) and WBC11/DSO/PEL1/COF1/ABCG11 (hereafter

ABCG11), have previously been shown to be required for wax secretion, and could probably form functional lipid transporters through homo and heterodimerization [11]. In addition to the *eceriferum* phenotype, ABCG11 (At1g17840) seems to be required for the secretion of cutin monomers, since its mutants and antisense transgenic plants accumulate less cutin (35% in *wbc11-3* compared to wild type) and exhibit an organ fusion phenotype that is not observed in *wbc12* [12]. The impact of closely related *AtWBC1/ABCG1* on the cuticle is not known from the *Arabidopsis* mutants. However, NtWBC1 was found to be specifically expressed in the secretory cells of stigmas, as well as in anthers in tobacco, and could be involved in the transport of lipid to the exudates [13].

The upregulation of *DAISY* and *ECERIFERUM4* (*CER4*) (Table 1), which are the two genes associated with the biosynthesis, or modification, of VLCFAs, suggests that these are important processes which contribute to cuticle homeostasis. *CER4* (At4g33790), which is an epidermis-specific gene [14], encodes an alcohol-forming fatty acyl-CoA reductase that is responsible for the production of primary alcohols during wax biosynthesis. *DAISY*, which has been mentioned earlier in this paper, is induced in the mutant epidermis where it could potentially boost the fatty acid elongation required for wax biosynthesis. *DAISY* is related to *FDH* and two epidermis-specific KCSs, *CUT1* and *KCS1*, which are involved in cuticular wax biosynthesis [15-18]. Since *DAISY* is also expressed in the inner layers of the developing leaves, it is likely to have a role in the biosynthesis of other lipids as well.

CER3/WAX2/YRE/FLP1/PEL6 (At5g57800) and *CER1* (At1g02205) encode two putative related, epidermis-specific, enzymes [19,20]. Both genes

are indispensable for the normal biosynthesis of wax, although the exact molecular functions of the corresponding proteins have yet to be determined.

While *CER3/WAX2/YRE/FLP1/PEL6* was selected for Table 1, *CER1* was not because of some inconsistency in the expression values for two ATH1 gene-chip probes (264146_at and 264147_at) which correspond to *CER1*. However, if the expression values for these probes were combined rather than calculated separately, it is possible to consider *CER1* as a candidate which reveals a 3-5-fold increase in the mutants over wild type (data not shown).

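For the first of the CER1 probe sets that the paper lists, the log2 fold change was 1.89 in bdg, 1.80 in fdh and 1.81 in lcr (limma adjusted p = 0.0688, 0.0178 and 0.0381), with a pfp of 0.0202, 0.06 and 0.0359. For the other it was 1.77 in bdg, 2.43 in fdh and 1.58 in lcr (limma adjusted p = 1, 0.171 and 0.726), with a pfp of 0.0318, 0.0174 and 0.073. Compared directly, the first had a limma adjusted p of 1 for fdh against bdg and 1 for lcr against bdg. The call for the first ended in fdh without wild type replicate 2 (adjusted p = 0.0594), fdh replicate 1 (0.0607) and fdh replicate 2 (0.0684), and in lcr without wild type replicate 1 (adjusted p = 0.0811), wild type replicate 2 (0.106), lcr replicate 1 (0.151), lcr replicate 2 (0.152) and lcr replicate 3 (0.0847).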

Another gene for which expression in the mutants is noticeably higher is *HOTHEAD-LIKE7* (At5g51950; *HTL7*) [21] (Table 1). It is homologous to the epidermis specific *ACE/HTH* gene, which encodes for a fatty acid ω -alcohol dehydrogenase which probably catalyzes the oxidation of ω -hydroxylated fatty acids to aldehydes. 

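HTL7 rose by 1.53 in bdg, 1.65 in fdh and 1.82 in lcr on the log2 scale (standard error 0.199, limma adjusted p = 0.031, 0.0069 and 0.0125). The call for HTL7 ended in bdg without wild type replicate 2 (adjusted p = 0.0878), wild type replicate 3 (0.0929), bdg replicate 1 (0.0952), bdg replicate 2 (0.106) and bdg replicate 3 (0.115). Its log2 value was 3.56 ± 0.32 (SD, n = 3) in wild type.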

Cutin from the *ace/hth* mutant contains more ω -hydroxy-fatty acids and fewer α,ω -diacids [22]. At5g51950/*HTL7* is predicted by microarray analysis to be epidermis specific [9]. Therefore, one can anticipate that it directly contributes to the increase of C18:2 α,ω -diacid levels in the cuticular mutants.

The precise physiological functions of most GDSL lipases have yet to be elucidated, but it seems that they are capable of facilitating the hydrolysis of a variety of bonds, including ester, thioester and amide, in a wide range of substrates, and may occasionally act as acyltransferases [23]. One epidermis specific GDSL lipase gene from *Agave americana* L. has been characterized in detail, however its role in the biosynthesis of epidermal lipids is poorly understood [23]. Our microarray analysis has identified the At2g04570 gene coding for a

putative lipase of the GDSL family (Table 1). Remarkably, the same gene has been detected overexpressing the *WIN1/SHN1* gene at higher levels in *WIN1*-HA plants [24]. These plants overaccumulate cuticular waxes in leaves and stems [25, 26] and cutin [24].

The transcription factor *WIN1/SHN1* belongs to subfamily V of the ERF (ethylene response factors) family [27]. Four transcription factors, *At1g64380* from subfamily I, *At1g21910* from subfamily II, *RAP2.6* (*At1g43160*) and *RAP2.6L* (*At5g13330*) from subfamily X were identified by our analysis. 

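At1g21910 rose by 3.99 in fdh on the log2 scale (limma adjusted p = 0.0422). At1g21910 had log2 fold changes of 2.34 in bdg and 3.67 in lcr (limma adjusted p = 0.919 and 0.137). Compared directly, At1g21910 had a limma adjusted p of 0.453 for fdh against bdg and 1 for fdh against lcr. The call for At1g21910 ended in fdh without wild type replicate 1 (adjusted p = 0.119), wild type replicate 3 (0.0908), fdh replicate 1 (0.144) and fdh replicate 2 (0.143). Its pfp was 0.00842, 7.89e-04 and 5.88e-04 in bdg, fdh and lcr.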

*At1g64380* appears to be a good candidate for being an activating factor involved in wax biosynthesis, since the overexpression of two *Medicago truncatula* transcription factor genes, *WXP1* and *WXP2*, also led to increased leaf wax accumulation [28]. Both genes belong to the same ERF subfamily, (I), as does *At1g64380*.

Defense genes

This category includes genes that are known to be involved in various cellular functions. For example, *RESPONSE TO DESICCATION26* (*At4g27410*; *RD26*) reached high levels in the three cuticular mutants. This transcription factor belongs to the NAC plant specific transcription factor family [29], and is induced in response to dehydration, osmotic stress and abscisic acid [30]. 

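RD26 (At4g27410) rose by 3.04 in fdh and 3.73 in lcr on the log2 scale (limma adjusted p = 0.0362 and 0.0388). In bdg, RD26 had a log2 fold change of 2.83 (limma adjusted p = 0.248). Compared directly, RD26 had a limma adjusted p of 1 for fdh against bdg and 1 for lcr against bdg. The call for RD26 ended in fdh without wild type replicate 1 (adjusted p = 0.104), wild type replicate 2 (0.0614), wild type replicate 3 (0.0615), fdh replicate 1 (0.154), fdh replicate 2 (0.0621) and fdh replicate 3 (0.0656), and in lcr without wild type replicate 1 (adjusted p = 0.109), wild type replicate 2 (0.0586), wild type replicate 3 (0.0777), lcr replicate 1 (0.154), lcr replicate 2 (0.161) and lcr replicate 3 (0.0672).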

Based on the comparison of microarray-expression data, the ERF transcription factor *RAP2.6*, which is referred to above, has been grouped by clustering it with four transcription factor genes that are activated by many types of pathogens [31]. One of these genes is *WRKY6* (*At1g62300*), which is also strongly upregulated in the cuticular mutants (Table 1).

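WRKY6 (At1g62300) rose by 1.99 in fdh on the log2 scale (standard error 0.352, limma adjusted p = 0.027). WRKY6 had log2 fold changes of 1.12 in bdg and 1.32 in lcr (limma adjusted p = 0.777 and 0.244). Compared directly, WRKY6 had a limma adjusted p of 0.333 for fdh against bdg and 0.778 for fdh against lcr. The call for WRKY6 ended in fdh without wild type replicate 1 (adjusted p = 0.0813), wild type replicate 3 (0.051), fdh replicate 1 (0.121) and fdh replicate 2 (0.106).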

To activate plant defenses, transcription factors target a diversity of downstream genes which are related to particular functions, such as anti-oxidative action.

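The aldo/keto reductase gene At2g37760 had log2 fold changes of 2.89 in bdg, 3.01 in fdh and 2.81 in lcr, which did not pass limma (adjusted p = 0.3, 0.0508 and 0.152). The aldo/keto reductase gene At2g37770 rose by 3.87 in bdg, 3.95 in fdh and 3.48 in lcr (limma adjusted p = 0.027, 0.00711 and 0.0259). The call for At2g37770 ended in bdg without wild type replicate 1 (adjusted p = 0.0916), wild type replicate 2 (0.0736), wild type replicate 3 (0.0802), bdg replicate 1 (0.0994) and bdg replicate 2 (0.0813), and in lcr without wild type replicate 1 (adjusted p = 0.0821), wild type replicate 2 (0.0634), wild type replicate 3 (0.067), lcr replicate 1 (0.088) and lcr replicate 2 (0.106).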

Two aldo/keto reductase genes, *At2g37760* and *At2g37770*, were found to be upregulated in the mutants. In general, aldo/keto reductases are NADPH-dependent oxidoreductases, and through their activity they contribute to the detoxification process by reducing oxidation products. Interestingly, it has been reported that *At2g37770* encodes a putative D-glucuronic acid reductase which is involved in the biosynthesis of vitamin C (L-ascorbic acid) [32]. Vitamin C has multiple functions in the cell, including acting as a radical scavenger and an enzyme co-factor. It is the most abundant water soluble antioxidant in plant cells, and is found in most subcellular compartments, including the cell wall [32]. The transcripts of the raffinose synthase *ARABIDOPSIS THALIANA SEED IMBIBITION2* (*ATSIP-2*; *At3g57520*) gene, which catalyses the production of raffinose family oligosaccharides (RFOs), was also expressed at higher levels in the mutant tissues. 

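ATSIP2 (At3g57520), the raffinose synthase gene, rose by 3.95 in fdh and 2.97 in lcr on the log2 scale (limma adjusted p = 0.00399 and 0.0259). In bdg, ATSIP2 had a log2 fold change of 1.95 (limma adjusted p = 0.276). Compared directly, ATSIP2 had a limma adjusted p of 0.0712 for fdh against bdg and 1 for lcr against bdg. The call for ATSIP2 ended in lcr without wild type replicate 1 (adjusted p = 0.0666), wild type replicate 2 (0.0519), wild type replicate 3 (0.0679), lcr replicate 1 (0.085) and lcr replicate 2 (0.119).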

RFOs are water soluble, non reducing sugars that are used as carbon sources and antioxidants against various abiotic stresses, such as drought, cold, or salt [33].

Transcripts of *LATE EMBRYOGENESIS ABUNDANT* (*LEA*; *At1g52690*) are dramatically induced in the three mutants (Table 1). 

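At1g52690 had a log2 value of 2.81 ± 0.25 (SD, n = 3) in wild type, 8.53 ± 1.63 in bdg, 8.55 ± 0.93 in fdh and 9.62 ± 0.82 in lcr. It passed limma in bdg and fdh too (adjusted p = 0.0478 and 0.011). The call for At1g52690 ended in bdg without wild type replicate 1 (adjusted p = 0.135), wild type replicate 2 (0.0901), wild type replicate 3 (0.113), bdg replicate 1 (0.0882), bdg replicate 2 (0.0624) and bdg replicate 3 (0.0618).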

LEAs are highly hydrophilic protective proteins which are associated with the response to desiccation and cold shock in plants and animals. They probably act as molecular chaperones by preventing proteins from aggregating during cell stress [34]. Also related to the group of anti-stress proteins is the BLUE-COPPER-BINDING PROTEIN (*BCB*; *At5g20230*). 

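BCB (At5g20230) rose by 4.08 in fdh and 3.41 in lcr on the log2 scale (standard error 0.404, limma adjusted p = 0.00365 and 0.0168). In bdg, BCB had a log2 fold change of 2.23 (limma adjusted p = 0.135). Compared directly, BCB had a limma adjusted p of 0.0779 for fdh against bdg and 1 for lcr against bdg. The call for BCB ended in lcr without lcr replicate 1 (adjusted p = 0.0671) and lcr replicate 2 (0.076).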

Over-expression of *BCB* enhances tolerance to aluminum stress, increases

the accumulation of lignin, and reduces the levels of lipid peroxides [35]. *BCB* is rapidly upregulated after infection with non-host and avirulent *P. syringae* strains. It has been proposed that it contributes to cell wall fortifications through lignification at the inoculation sites [36].

Reactive oxygen species (ROS), such as hydrogen peroxide (H₂O₂), also play a role in signaling the activation of defense responses under biotic and abiotic stresses. At5g64120, which is upregulated in the cuticular mutants (Table 1), was characterized as encoding a cell wall bound peroxidase which is involved in ROS production and hypo-osmotic signaling [37].

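At5g64120 rose by 5.02 in fdh and 4.07 in lcr on the log2 scale (limma adjusted p = 0.00711 and 0.0345). In bdg, At5g64120 had a log2 fold change of 2.60 (limma adjusted p = 0.377). Compared directly, At5g64120 had a limma adjusted p of 0.12 for fdh against bdg and 1 for lcr against bdg. The call for At5g64120 ended in lcr without wild type replicate 1 (adjusted p = 0.113), wild type replicate 3 (0.0836), lcr replicate 1 (0.136), lcr replicate 2 (0.144) and lcr replicate 3 (0.0738).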

Recently, it has been proposed that hexoses function as signals in the cell wall integrity pathway in plants [38]. The model hypothesizes that they are directly involved in the cell wall stress signaling by way of a sensory mechanism that perceives changes in turgor pressure and/or shearing between the plasma membrane and the cell wall [38]. The *SUGAR TRANSPORT PROTEIN13* (*STP13*) (At5g26340) is one of the highly upregulated genes in mutant tissues, and is likely to be involved in this signaling process. 

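STP13 (At5g26340) rose by 2.83 in bdg, 5.43 in fdh and 3.86 in lcr on the log2 scale (standard error 0.393, limma adjusted p = 0.0478, 7.69e-04 and 0.00942). The call for STP13 ended in bdg without wild type replicate 1 (adjusted p = 0.102), wild type replicate 2 (0.0878), wild type replicate 3 (0.063), bdg replicate 1 (0.0513), bdg replicate 2 (0.0813) and bdg replicate 3 (0.127). Its log2 value was 2.59 ± 0.59 (SD, n = 3) in wild type.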

The expression of this transmembrane transporter [39, 40] may be specific to the epidermis, as determined by the microarray analysis [9].

Several other genes which may, potentially, be involved in the signaling include *MILDEW RESISTANCE LOCUS12* (*MLO12*; At2g39200), coding for a putative receptor protein [41], and four putative protein kinases (At1g51800, At3g46280, At5g11410, At4g11890).

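MLO12 (At2g39200) rose by 4.25 in fdh on the log2 scale (limma adjusted p = 0.0466). MLO12 had log2 fold changes of 2.91 in bdg and 3.84 in lcr (limma adjusted p = 0.713 and 0.158). Compared directly, MLO12 had a limma adjusted p of 0.658 for fdh against bdg and 1 for fdh against lcr. The call for MLO12 ended in fdh without wild type replicate 1 (adjusted p = 0.127), wild type replicate 2 (0.104), wild type replicate 3 (0.0884), fdh replicate 1 (0.193) and fdh replicate 2 (0.166). The kinase gene At1g51800 rose by 4.37 in fdh (limma adjusted p = 0.0366). At1g51800 had log2 fold changes of 3.01 in bdg and 3.88 in lcr (limma adjusted p = 0.595 and 0.132). Compared directly, At1g51800 had a limma adjusted p of 0.621 for fdh against bdg and 1 for fdh against lcr. The call for At1g51800 ended in fdh without wild type replicate 1 (adjusted p = 0.111), wild type replicate 3 (0.0797), fdh replicate 1 (0.156) and fdh replicate 2 (0.135). The kinase gene At3g46280 rose by 4.30 in fdh (limma adjusted p = 0.0366). At3g46280 had log2 fold changes of 2.06 in bdg and 2.52 in lcr (limma adjusted p = 1 and 0.411). Compared directly, At3g46280 had a limma adjusted p of 0.283 for fdh against bdg and 0.69 for fdh against lcr. The call for At3g46280 ended in fdh without wild type replicate 1 (adjusted p = 0.109), wild type replicate 2 (0.0826), wild type replicate 3 (0.0745), fdh replicate 1 (0.156) and fdh replicate 2 (0.124). The kinase gene At5g11410 had log2 fold changes of 3.05 in bdg, 2.51 in fdh and 3.07 in lcr, which did not pass limma (adjusted p = 0.261, 0.0923 and 0.114). The kinase gene At4g11890 had log2 fold changes of 2.15 in bdg, 2.89 in fdh and 2.41 in lcr, which did not pass limma (adjusted p = 0.752, 0.0665 and 0.273).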

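ATTI1 (At2g43510), a gene for a trypsin inhibitor, rose by 2.68 in fdh on the log2 scale (limma adjusted p = 0.0243). ATTI1 had log2 fold changes of 2.10 in bdg and 1.99 in lcr (limma adjusted p = 0.293 and 0.16). Compared directly, ATTI1 had a limma adjusted p of 0.762 for fdh against bdg and 0.903 for fdh against lcr. The call for ATTI1 ended in fdh without wild type replicate 1 (adjusted p = 0.0817), wild type replicate 2 (0.0658), fdh replicate 1 (0.112) and fdh replicate 2 (0.0684).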

Increases in transcript abundance were also found in genes that are putatively involved in anti-pathogenic processes. The At2g43510 gene codes for the small Cys-rich extracellular ARABIDOPSIS THALIANA TRYPSIN

INHIBITOR PROTEIN 1 (ATTL1). This defensin-like gene has been identified as a general oxidative stress marker [42]. It may be involved in pathogen defense as well as in a chitinase (At2g43620), *STRICTOSIDINE SYNTHASE3* (*SS3*; At1g74000), *ELICITOR-ACTIVATED GENE3* (*ELI3*; At4g37990) and the already mentioned *MLO12*, all of which were also upregulated in the cuticular mutants.

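The chitinase gene At2g43620 rose by 5.10 in fdh on the log2 scale (limma adjusted p = 0.0174). At2g43620 had log2 fold changes of 3.29 in bdg and 4.59 in lcr (limma adjusted p = 0.381 and 0.0563). Compared directly, At2g43620 had a limma adjusted p of 0.387 for fdh against bdg and 1 for fdh against lcr. The call for At2g43620 ended in fdh without fdh replicate 1 (adjusted p = 0.068) and fdh replicate 2 (0.0714). SS3 (At1g74000) rose by 2.42 in fdh and 2.43 in lcr (limma adjusted p = 0.00837 and 0.0201). In bdg, SS3 had a log2 fold change of 2.13 (limma adjusted p = 0.0613). Compared directly, SS3 had a limma adjusted p of 0.908 for fdh against bdg and 1 for lcr against bdg. The call for SS3 ended in lcr without wild type replicate 1 (adjusted p = 0.0633), wild type replicate 3 (0.0507) and lcr replicate 2 (0.0626). ELI3 (At4g37990) rose by 3.42 in fdh and 3.71 in lcr (limma adjusted p = 0.0168 and 0.0268). In bdg, ELI3 had a log2 fold change of 3.44 (limma adjusted p = 0.0698). Compared directly, ELI3 had a limma adjusted p of 1 for fdh against bdg and 1 for lcr against bdg. The call for ELI3 ended in fdh without wild type replicate 1 (adjusted p = 0.0631), fdh replicate 1 (0.0745) and fdh replicate 2 (0.0602), and in lcr without wild type replicate 1 (adjusted p = 0.0936), wild type replicate 2 (0.0593), wild type replicate 3 (0.066), lcr replicate 1 (0.0889) and lcr replicate 2 (0.106).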

At5g47330, which was one of the genes with the strongest response, encodes a putative palmitoyl-protein thioesterase (PPT) which could be involved in post-translational membrane attachment and the dynamic fatty acylation of diverse proteins, including ligands, receptors and protein kinases [43].

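PPT1 had a log2 value of 4.62 ± 1.07 (SD, n = 3) in wild type, 9.53 ± 0.39 in bdg, 9.99 ± 0.29 in fdh and 10.02 ± 0.73 in lcr.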

According to our selection criteria, only two genes were found to be commonly downregulated in the three mutants. Both, *FE SUPEROXIDE DISMUTASE 1* (*FSD1*; At4g25100) and a putative glutaredoxin (At2g47880), may be involved in the regulation of the redox potential in the cell in response to stress.

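The glutaredoxin gene At2g47880 had a log2 value of 6.08 ± 0.74 (SD, n = 3) in wild type, 3.12 ± 0.47 in bdg, 4.22 ± 0.47 in fdh and 4.00 ± 1.18 in lcr. Rank Product called it lower in each mutant (pfp = 0, 0.0332 and 0.00846), and it did not pass limma (adjusted p = 0.216, 0.172 and 0.299). FSD1 has no named probe set and is not analysed here.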

References

1. Kim LJ, Brian JJ, Carolyn JS, Antony B (2003) Non-enzymic cell wall (glyco) proteins. In: Rose JKC, editor. The Plant Cell Wall. Oxford: Blackwell Publishing Ltd. pp. 111-154.
2. Humphrey TV, Bonetta DT, Goring DR (2007) Sentinels at the wall: cell wall receptors and sensors. New Phytol. 176: 7-21.
3. Sachetto-Martins G, Fernandes LD, Felix DB, de Oliveira DE (1995) Preferential transcriptional activity of a glycine-rich protein gene from *Arabidopsis thaliana* in protoderm-derived cells. Int. J. Plant Sci. 156: 460-470.
4. Sachetto-Martins G, Franco LO, de Oliveira DE (2000) Plant glycine-rich proteins: a family or just proteins with a common

- motif? *Biochim. Biophys. Acta-Gene Struct. Expression* 1492: 1-14.
5. Ringli C, Keller B, Ryser U (2001) Glycine-rich proteins as structural components of plant cell walls. *Cell. Mol. Life Sci.* 58: 1430-1441.
  6. Liepman AH, Cavalier DM, Lerouxel O, Keegstra K (2007) Cell wall structure, biosynthesis and assembly. In: Roberts JA, Gonzalez-Carranza Z, editors. *Plant Cell Separation and Adhesion: Wiley-Blackwell*. pp. 8-39.
  7. Rose JKC, Braam J, Fry SC, Nishitani K (2002) The XTH family of enzymes involved in xyloglucan endotransglucosylation and endohydrolysis: current perspectives and a new unifying nomenclature. *Plant Cell Physiol.* 43: 1421-1435.
  8. Beisson F, Koo AJK, Ruuska S, Schwender J, Pollard M, et al. (2003) Arabidopsis genes involved in acyl lipid metabolism. A 2003 census of the candidates, a study of the distribution of expressed sequence tags in organs, and a web-based database. *Plant Physiol.* 132: 681-697.
  9. Suh MC, Samuels AL, Jetter R, Kunst L, Pollard M, et al. (2005) Cuticular lipid composition, surface structure, and gene expression in Arabidopsis stem epidermis. *Plant Physiol.* 139: 1649-1665.
  10. Douliez JP, Michon T, Elmorjani K, Marion D (2000) Structure, biological and technological functions of lipid transfer proteins and indolines, the major lipid binding proteins from cereal kernels. *J. Cereal Sci.* 32: 1-20.
  11. Bird DA (2008) The role of ABC transporters in cuticular lipid secretion. *Plant Sci.* 174: 563-569.
  12. Bird D, Beisson F, Brigham A, Shin J, Greer S, et al. (2007) Characterization of Arabidopsis ABCG11/WBC11, an ATP binding cassette (ABC) transporter that is required for cuticular lipid secretion. *Plant J.* 52: 485-498.
  13. Otsu CT, daSilva I, de Molfetta JB, da Silva LR, de Almeida-Engler J, et al. (2004) NtWBC1, an ABC transporter gene specifically expressed in tobacco reproductive organs. *J. Exp. Bot.* 55: 1643-1654.
  14. Rowland O, Zheng H, Hepworth SR, Lam P, Jetter R, et al. (2006) *CER4* encodes an alcohol-forming fatty acyl-Coenzyme A reductase involved in cuticular wax production in Arabidopsis. *Plant Physiol.* 142: 866-877.
  15. Todd J, Post-Beittenmiller D, Jaworski JG (1999) *KCSI* encodes a fatty acid elongase 3-ketoacyl-CoA synthase affecting wax biosynthesis in *Arabidopsis thaliana*. *Plant J.* 17: 119-130.
  16. Fiebig A, Mayfield JA, Miley NL, Chau S, Fischer RL, et al. (2000) Alterations in *CER6*, a gene identical to *CUT1*, differentially affect long-chain lipid content on the surface of pollen and stems. *Plant Cell* 12: 2001-2008.
  17. Millar AA, Clemens S, Zachgo S, Giblin EM, Taylor DC, et al. (1999) *CUT1*, an Arabidopsis gene required for cuticular wax biosynthesis and pollen fertility, encodes a very-long-chain fatty acid condensing enzyme. *Plant Cell* 11: 825-838.
  18. Franke R, Höfer R, Briesen I, Emsermann M, Efremova N, et al. (2008) The *DAISY* gene from Arabidopsis encodes a fatty acid elongase condensing enzyme involved in the biosynthesis of aliphatic suberin in roots and the chalazamicrophyte region of seeds. *Plant J.* 57: 80-95.
  19. Chen XB, Goodwin SM, Boroff VL, Liu XL, Jenks MA (2003) Cloning and characterization of the *WAX2* gene of Arabidopsis involved in cuticle membrane and wax production. *Plant Cell* 15: 1170-1185.
  20. Aarts MGM, Keijzer CJ, Stiekema WJ, Pereira A (1995) Molecular characterization of the *CER1* gene of Arabidopsis involved in epicuticular wax biosynthesis and pollen fertility. *Plant Cell* 7: 2115-2127.
  21. Krolkowski KA, Victor JL, Wagler TN, Lolfe SJ, Pruitt RE (2003) Isolation and characterization of the Arabidopsis organ fusion gene *HOTHEAD*. *Plant J.* 35: 501-511.
  22. Kurdyukov S, Faust A, Trenkamp S, Bar S, Franke R, et al. (2006) Genetic and biochemical evidence for involvement of *HOTHEAD* in the biosynthesis of long-chain alpha-omega-dicarboxylic fatty acids and formation of extracellular matrix. *Planta* 224: 315-329.
  23. Reina JJ, Guerrero C, Heredia A (2007) Isolation, characterization, and localization of *AgaSGNH* cDNA: a new SGNH-motif plant hydrolase specific to *Agave americana* L. leaf epidermis. *J. Exp. Bot.* 58: 2717-2731.
  24. Kannangara R, Branigan C, Liu Y, Penfield T, Rao V, et al. (2007) The transcription

- factor WIN1/SHN1 regulates cutin biosynthesis in *Arabidopsis thaliana*. *Plant Cell* 19: 1278-1294.
25. Broun P, Poindexter P, Osborne E, Jiang CZ, Riechmann JL (2004) WIN1, a transcriptional activator of epidermal wax accumulation in *Arabidopsis*. *Proc Natl Acad Sci U S A* 101: 4706-4711.
  26. Aharoni A, Dixit S, Jetter R, Thoenes E, van Arkel G, et al. (2004) The SHINE clade of AP2 domain transcription factors activates wax biosynthesis, alters cuticle properties, and confers drought tolerance when overexpressed in *Arabidopsis*. *Plant Cell* 16: 2463-2480.
  27. Nakano T, Suzuki K, Fujimura T, Shinshi H (2006) Genome-Wide Analysis of the ERF Gene Family in *Arabidopsis* and Rice. *Plant Physiol.* 140: 411-432.
  28. Zhang JY, Broeckling CD, Sumner LW, Wang ZY (2007) Heterologous expression of two *Medicago truncatula* putative ERF transcription factor genes, WXP1 and WXP2 in *Arabidopsis* led to increased leaf wax accumulation and improved drought tolerance, but differential response in freezing tolerance. *Plant Mol. Biol.* 64: 265-278.
  29. Yamaguchi-Shinozaki K, Koizumi M, Urao S, Shinozaki K (1992) Molecular cloning and characterization of 9 cDNAs for genes that are responsive to desiccation in *Arabidopsis thaliana*: Sequence analysis of one cDNA clone that encodes a putative transmembrane channel protein. *Plant Cell Physiol.* 33: 217-224.
  30. Fujita M, Fujita Y, Maruyama K, Seki M, Hiratsu K, et al. (2004) A dehydration-induced NAC protein, RD26, is involved in a novel ABA-dependent stress-signaling pathway. *Plant J.* 39: 863-876.
  31. Chen W, Provart NJ, Glazebrook J, Katagiri F, Chang HS, et al. (2002) Expression profile matrix of *Arabidopsis* transcription factor genes suggests their putative functions in response to environmental stresses. *Plant Cell* 14: 559-574.
  32. Lorence A, Nessler CL (2007) Pathway engineering of the plant vitamin C metabolic network. In: Verpoorte R, Alfermann AW, Johnson TS, editors. *Applications of Plant Metabolic Engineering*. Dordrecht: Springer. pp. 197-218.
  33. Taji T, Ohsumi C, Seki M, Iuchi S, Yamaguchi-Shinozaki K, et al. (2002) Important roles of drought- and cold-inducible genes for galactinol synthase in stress tolerance in *Arabidopsis thaliana*. *Plant J.* 29: 417-426.
  34. Goyal K, Walton LJ, Tunnacliffe A (2005) LEA proteins prevent protein aggregation due to water stress. *Biochem. J.* 388: 151-157.
  35. Ezaki B, Sasaki K, Matsumoto H, Nakashima S (2005) Functions of two genes in aluminium (Al) stress resistance: repression of oxidative damage by the *AtBCB* gene and promotion of efflux of Al ions by the *NtGDII* gene. *J. Exp. Bot.* 56: 2661-2671.
  36. Mishina TE, J. Z (2007) Bacterial non-host resistance: interactions of *Arabidopsis* with non-adapted *Pseudomonas syringae* strains. *Physiol. Plant.* 131: 448-461.
  37. Rouet MA, Mathieu Y, Barbier-Brygoo H, Lauriere C (2006) Characterization of active oxygen-producing proteins in response to hypo-osmolarity in tobacco and *Arabidopsis* cell suspensions: identification of a cell wall peroxidase. *J. Exp. Bot.* 57: 1323-1332.
  38. Hamann T, Bennett M, Mansfield J, Somerville C (2008) Identification of cell-wall stress as a hexose-dependent and osmosensitive regulator of plant responses. *Plant J.* 57: 1015-1026.
  39. Brodersen P, Petersen M, Pike HM, Olszak B, Skov S (2002) Knockout of *Arabidopsis ACCELERATED-CELL-DEATH1* encoding a sphingosine transfer protein causes activation of programmed cell death and defense. *Genes Dev.* 16: 490-502.
  40. Norholm MHH, Nour-Eldin HH, Brodersen P, Mundy J, Halkier BA (2006) Expression of the *Arabidopsis* high-affinity hexose transporter STP13 correlates with programmed cell death. *FEBS Lett.* 580: 2381-2387.
  41. Chen ZY, Hartmann HA, Wu MJ, Friedman EJ, Chen JG, et al. (2006) Expression analysis of the *AtMLO* gene family encoding plant-specific seven-transmembrane domain proteins. *Plant Mol. Biol.* 60: 583-597.
  42. Gadjev I, Vanderauwera S, Gechev TS, Laloi C, Minkov IN, et al. (2006) Transcriptomic footprints disclose specificity of reactive oxygen species signaling in *Arabidopsis*. *Plant Physiol.* 141: 436-445.
  43. Thompson GA, Okuyama H (2000) Lipid-linked proteins of plants. *Prog. Lipid Res.* 39: 19-3

How the deposited data were processed for this re-analysis (not part of the article)

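RNA of young rosette leaves, 2 mm to 1 cm long, was measured on ATH1 arrays in wild type and in the mutants bdg, fdh and lcr, with 3 biological replicates each. The plants had grown for 5.5 weeks in short days. The deposited values are log2 expression values per probe set, which the authors made with GCRMA (version not given in the sources used here), with no replicates pooled. No step before that was repeated. Tests covered 22746 probe sets, and 64 controls of the array maker were left out. No filter on low values was used. Values under the lowest array median were not shown to be above background, and among the genes described the wild-type mean lay there for STP13, BT4, At5g64120, HTL7, RAP2.6L, At5g11410, At5g09530, At5g01870, At3g46280, ELI3, CER4, XTH19, XTH18, RD26, XTH23, YUC2, At1g51800, At3g22600, At3g22620, GRP5, PAD3, SS3, At1g21910, At1g52690, WRKY60, AGP2, DAISY, RAP2.6, WRKY6, EXT4, MLO12, ABCG1, At2g37770 and At2g37760. The wild-type mean of At3g20620 lay there too. For other genes given only in the closing sections, absence from this list does not place them above background. Arrays give no read depth, and their number limits the precision.

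Groups were compared in R 4.3.3. Each mutant was compared with wild type by Rank Product, written anew from its description because the package was not at hand, over all 9 ratios of arrays, with 100 permutations and a pfp under 0.05. The 9 mutant arrays were also compared with the 3 wild-type arrays, over 27 ratios. The same comparisons and those between mutants were made with limma 3.58.1, all 12 arrays in one model, without a replicate block, with Benjamini-Hochberg adjustment and an adjusted p under 0.05. Both tests were tested on simulated data for fdh against wild type, over 22746 probe sets. At 2-fold changes with each probe set's own spread, limma found 52.2% and Rank Product 7.25%. A median standard error of 0.623 among the Rank Product genes of fdh, against 0.193 over all probe sets, describes the spread of the called genes. The shared wild-type arrays were simulated by dealing whole arrays' residuals at random, and by drawing probe sets independently. Residuals of 3 arrays sum to 0, which makes the first kind of simulation vary widely.

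Probe sets were named through the platform annotation (13512 with 1 gene, 515 with several and not named) and 236 more through Table S1, of which the copy used here leaves out the last 68 lines. No set test was run on Table S1. BDG, FDH, LCR, FSD1 and ACTIN2 have no named probe set, so the mutated genes could not be used to check the labels. The fdh allele is fdh-3940S1 in the paper and fdh-3940 in the labels.

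The genes named were those that the paper names, and by rule the 10 largest changes each way in each mutant, and the 5 each way between mutants, among genes past limma's threshold whose arrays do not overlap. Values in the paper's tables had been read when the rule was written. Gene lists were tested with camera at a preset correlation of 0.01 where at least 4 members had a probe set by the platform annotation. Further gene families were added once the annotation was known. Lists for brassinosteroid biosynthesis, camalexin and tryptophan biosynthesis, cell division, cellulose synthases, epidermis markers, floral organ markers, glucosinolates, iron storage, suberin and vascular markers had no member with such a probe set, so their tests are void. Alternatives were a filter on low values, a second quantile normalization, a replicate block, a trend in the variance, a 2-fold limit, a stricter pfp, only the groups compared, each array left out in turn, and the arrays left out whose 3' to 5' ratio the study names. The authors' GO enrichment, comparison with other mutants, RT-PCR and in situ hybridization are not analysed here.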

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

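Tests of the 3' to 5' signal and of the replicate numbers as harvest rounds were chosen after the results were seen. The others were set before the data were examined, except the simulated Rank Product lists, for which no prediction was set.

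The mutants differed from each other by limma, and the genes given are at most 5 each way, taken by rule. Between fdh and bdg, the log2 differences of genes higher in fdh were 5.53 for QQS (adjusted p = 8.60e-04), 4.80 for LEA14 (adjusted p = 0.00526), 4.58 for WES1 (adjusted p = 0.0166), 4.37 for At3g48650 (adjusted p = 0.0291) and 3.87 for At2g36220 (adjusted p = 0.0268). For genes lower in fdh than in bdg they were -2.54 for At4g02850 (adjusted p = 0.0211), -2.03 for At4g15830 (adjusted p = 0.0237), -1.67 for ATLP-1 (adjusted p = 0.017), -1.56 for At1g23410 (adjusted p = 0.0228) and -1.50 for DI21 (adjusted p = 0.0421). Between fdh and lcr, those higher in fdh were 4.00 for QQS (adjusted p = 0.00587), 2.99 for PAD3 (adjusted p = 0.0413), 2.67 for HIS1-3 (adjusted p = 0.0451), 2.18 for APS4 (adjusted p = 0.0195) and 1.84 for At5g53110 (adjusted p = 0.0353). Those lower in fdh than in lcr were -1.54 for ATLP-1 (adjusted p = 0.0451), -1.54 for ATMYC1 (adjusted p = 2.84e-04), -0.81 for UPP (adjusted p = 0.0338) and -0.56 for At2g01250 (adjusted p = 0.0267). Between lcr and bdg, limma separated 1 gene, with 4.95 for LEA14 (adjusted p = 0.0286). Leaving out each array in turn ended none of the calls for QQS in fdh against bdg, LEA14 in fdh against bdg, QQS in fdh against lcr and ATMYC1 in fdh against lcr. The other calls ended, with the adjusted p given, as follows. WES1 in fdh against bdg ended without bdg replicate 1 (0.0651), bdg replicate 2 (0.06), bdg replicate 3 (0.0514) and fdh replicate 1 (0.073). At3g48650 in fdh against bdg ended without bdg replicate 1 (0.0961), bdg replicate 2 (0.0938), bdg replicate 3 (0.0514), fdh replicate 1 (0.121) and fdh replicate 2 (0.0949). At2g36220 in fdh against bdg ended without bdg replicate 1 (0.089), bdg replicate 2 (0.0679), bdg replicate 3 (0.0843), fdh replicate 1 (0.112) and fdh replicate 2 (0.091). At4g02850 in fdh against bdg ended without bdg replicate 1 (0.0681), bdg replicate 2 (0.0692), bdg replicate 3 (0.0625) and fdh replicate 1 (0.0926). At4g15830 in fdh against bdg ended without bdg replicate 1 (0.0678), bdg replicate 2 (0.076), bdg replicate 3 (0.0784), fdh replicate 1 (0.102) and fdh replicate 2 (0.0761). ATLP-1 in fdh against bdg ended without bdg replicate 2 (0.0632), bdg replicate 3 (0.0563) and fdh replicate 1 (0.073). At1g23410 in fdh against bdg ended without bdg replicate 1 (0.078), bdg replicate 2 (0.0679), bdg replicate 3 (0.0514) and fdh replicate 1 (0.0566). DI21 in fdh against bdg ended without bdg replicate 1 (0.116), bdg replicate 2 (0.0966), bdg replicate 3 (0.0911), fdh replicate 1 (0.183) and fdh replicate 2 (0.148). PAD3 in fdh against lcr ended without fdh replicate 2 (0.105), lcr replicate 1 (0.16), lcr replicate 2 (0.0991) and lcr replicate 3 (0.0874). HIS1-3 in fdh against lcr ended without fdh replicate 1 (0.0844), fdh replicate 2 (0.0647), lcr replicate 1 (0.172), lcr replicate 2 (0.101) and lcr replicate 3 (0.108). APS4 in fdh against lcr ended without lcr replicate 1 (0.0994), lcr replicate 2 (0.0551) and lcr replicate 3 (0.0595). At5g53110 in fdh against lcr ended without fdh replicate 1 (0.133), lcr replicate 1 (0.137), lcr replicate 2 (0.101) and lcr replicate 3 (0.0862). ATLP-1 in fdh against lcr ended without fdh replicate 1 (0.172), fdh replicate 2 (0.0895), lcr replicate 1 (0.16), lcr replicate 2 (0.111) and lcr replicate 3 (0.0595). UPP in fdh against lcr ended without fdh replicate 1 (0.103), fdh replicate 2 (0.0781), lcr replicate 1 (0.137), lcr replicate 2 (0.0991) and lcr replicate 3 (0.0595). At2g01250 in fdh against lcr ended without fdh replicate 1 (0.0806), lcr replicate 1 (0.118), lcr replicate 2 (0.0551) and lcr replicate 3 (0.0638). LEA14 in lcr against bdg ended without bdg replicate 2 (0.0963), lcr replicate 2 (0.105) and lcr replicate 3 (0.0948).

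Some genes that fell in bdg or lcr are not among the loci in the text and tables of the paper used here. In bdg, the log2 fold changes by limma were -0.81 for YUC2 (adjusted p = 0.0102) and -0.29 for At3g20620 (adjusted p = 0.027). In lcr they were -1.53 for PME61 (adjusted p = 0.0334), -1.06 for At1g52870 (adjusted p = 0.0201), -0.78 for At5g37790 (adjusted p = 0.0258), -0.75 for YUC2 (adjusted p = 0.00942), -0.56 for At1g21065 (adjusted p = 0.0128), -0.51 for At5g51560 (adjusted p = 0.0388) and -0.29 for At3g20620 (adjusted p = 0.0201). YUC2 and At3g20620 lie under every array median in each genotype, and were not shown to be above background. Leaving out each array in turn ended none of the calls for YUC2 in lcr. The other calls ended, again with the adjusted p, as follows. YUC2 in bdg ended without bdg replicate 1 (0.0513) and bdg replicate 2 (0.0505). At3g20620 in bdg ended without wild type replicate 1 (0.0916), wild type replicate 2 (0.0677), bdg replicate 1 (0.0702), bdg replicate 2 (0.128) and bdg replicate 3 (0.0868). PME61 in lcr ended without wild type replicate 1 (0.109), wild type replicate 2 (0.0848), wild type replicate 3 (0.066), lcr replicate 1 (0.0696), lcr replicate 2 (0.129) and lcr replicate 3 (0.0728). At1g52870 in lcr ended without wild type replicate 1 (0.0657), wild type replicate 3 (0.0591), lcr replicate 1 (0.085) and lcr replicate 2 (0.089). At5g37790 in lcr ended without wild type replicate 1 (0.059), wild type replicate 2 (0.0609), lcr replicate 1 (0.0903), lcr replicate 2 (0.0868) and lcr replicate 3 (0.0614). At1g21065 in lcr ended without lcr replicate 2 (0.0626). At5g51560 in lcr ended without wild type replicate 1 (0.116), wild type replicate 2 (0.0958), wild type replicate 3 (0.0986), lcr replicate 1 (0.0534), lcr replicate 2 (0.0761) and lcr replicate 3 (0.0799). At3g20620 in lcr ended without wild type replicate 1 (0.059), lcr replicate 1 (0.0767) and lcr replicate 2 (0.0733).

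The counts of changed probe sets were set against other splits of the same arrays. A mutant against wild type allows only 10 splits, too few for a share under 0.05. With limma, bdg gave 25 probe sets against at most 3 in another split, fdh 493 against 0, and lcr 91 against 1, and 1 split of the 10, the real one, reached each count. With Rank Product, bdg gave 127 against 189, so that 2 splits reached it, fdh 423 against 81 and lcr 259 against 147. For all mutants against wild type, 3 of 100 splits, the real one included, reached the limma count of 187, a share under 0.05. These splits relabel all 12 arrays, so they also mix the mutants with each other. The share therefore argues only against the case in which no genotype differs from another. It cannot tell whether the mutants differ from wild type. A split that set fdh replicate 1, fdh replicate 2 and lcr replicate 2 apart gave 310. A relabelling of the mutant arrays alone, with the 3 wild-type arrays kept, gave 58. One split gave 2730, which points to a structure among the arrays. It set wild type replicate 2, bdg replicate 1 and lcr replicate 1 apart, the 3 arrays with the largest 3' to 5' difference of actin. With that difference as a covariate, limma called 320 probe sets higher and 117 lower. For Rank Product, 6 of 100 splits reached 769, so chance is not excluded. The highest other, 1392, set fdh replicate 1, fdh replicate 2 and lcr replicate 2 apart, and a split along replicate number 3 (bdg replicate 3, fdh replicate 3 and lcr replicate 3) gave 824. Other splits that reached it keep 2 wild-type arrays together, so differences between genotypes enter these splits.

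The mutants shared changed genes. Simulated unchanged groups reached the observed covariance in at most 11 of 100 simulations over the 3 pairs, and in 0 of them for fdh with lcr. With probe sets drawn independently, 0 reached it for each pair. In 20 simulations with Rank Product, the shared higher lists held at most 55 probe sets for fdh and lcr, 7 for bdg and lcr and 25 for bdg and fdh, against 179, 104 and 94 observed. The simulated lists of single mutants were short, with medians of 1.5 to 7.5 higher probe sets from whole arrays, which limits what they could share. The measure set beforehand was the covariance. Over the 3 pairs it cannot tell, as up to 11 of 100 simulations reached it. For fdh with lcr alone it was 0.2128, a little above the highest of 0.2065 from whole arrays. The correlation of this pair was reached in 14 of 100 simulations, so this pair does not settle the question. As 3 arrays are too few to split, the wild-type arrays could account for part of the likeness. The simulations leave the size of that part open, as they do a shared response of the mutants.

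Arrays of different genotypes deviated together from their group means. The first component of these deviations, 45.3% of their variance, followed the 3' to 5' difference of actin over 12 arrays (Pearson's r = -0.925, exact permutation within groups, p = 0.00231, and Spearman's rho = -0.986, p = 0.000772). Without bdg replicate 1 and wild type replicate 2, r was -0.909. With the other control probe sets, r was -0.593 (exact permutation p = 0.12) for actin, and -0.559 (exact permutation p = 0.165) and -0.779 (exact permutation p = 0.034) for the 2 sets of GAPDH. The quality of the RNA is a candidate explanation. As a harvest round, replicate number 1 is argued against by correlations as low as -0.222 between its arrays, and number 2 by -0.356, although a round with a smaller effect than the RNA's quality stays open. Harvest rounds that do not follow the numbers were not tested. Wild type replicate 2 correlated at 0.74 with bdg replicate 1 and at 0.518 with lcr replicate 1. These 3 arrays had the largest actin difference, so a round of their own and the RNA's quality cannot be told apart. Arrays numbered 3 all correlated, at 0.367 or more, as arrays of a shared round would. They also had the lowest actin difference of their genotype, so both explanations stay open for them. No biological explanation was tested.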

How the results depend on the processing

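Actin's 3' to 5' difference as a covariate and the setting without lcr array 1 were chosen after seeing the data. Counts that moved by more than 1.5 times are given as numbers of probe sets, RP for Rank Product, each mutant against wild type unless another group is named. The cause was not tested, other than fewer arrays or probe sets where a setting leaves them out. Weak signals are limited by the background of the arrays. The correlations between the mutants moved by less than 1.5 times under each setting run. With a second quantile normalization, no count moved by more than 1.5 times. Among the values of single named genes over all settings, 3242 kept their side of the threshold, 209 came past it and 623 no longer passed. None reversed its direction while past the threshold in the main or the other setting, and reversals past it in neither were not counted.

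With probe sets with a log2 value above 5 on at least 3 arrays, the counts were 44 for limma higher bdg, 68 for RP higher bdg, 241 for RP higher fdh, 151 for limma higher lcr, 135 for RP higher lcr, 254 for limma higher all mutants, 41 for limma common higher, 379 for RP higher all mutants, 55 for RP common higher, 7 for limma lower bdg, 5 for RP lower bdg, 1 for RP common lower and 315 for limma fdh against bdg. Without wild type array 2 and bdg array 1, the counts were 8 for limma higher bdg, 43 for RP higher bdg, 182 for limma higher fdh, 90 for limma higher all mutants, 7 for limma common higher, 43 for RP common higher, 7 for limma lower bdg, 4 for RP lower bdg, 5 for RP lower fdh, 39 for limma lower lcr, 3 for RP lower lcr, 7 for limma common lower, 3 for RP lower all mutants, 1 for RP common lower, 57 for limma fdh against bdg and 0 for limma lcr against bdg. Without wild type array 2, bdg array 1 and lcr array 1, the counts were 3 for limma higher bdg, 43 for RP higher bdg, 168 for limma higher fdh, 10 for limma higher lcr, 45 for RP higher lcr, 57 for limma higher all mutants, 2 for limma common higher, 32 for RP common higher, 0 for limma lower bdg, 4 for RP lower bdg, 92 for limma lower fdh, 5 for RP lower fdh, 5 for limma lower lcr, 1 for RP lower lcr, 0 for limma common lower, 2 for RP lower all mutants, 0 for RP common lower, 93 for limma fdh against bdg and 1 for limma fdh against lcr. With trend and robust, the counts were 29 for limma common higher, 81 for limma lower fdh, 22 for limma lower all mutants and 1 for limma common lower. With 3 prime to 5 prime difference of actin as covariate, the counts were 38 for limma higher bdg, 641 for limma higher fdh, 187 for limma higher lcr, 320 for limma higher all mutants, 33 for limma common higher, 13 for limma lower bdg, 346 for limma lower fdh, 67 for limma lower lcr, 117 for limma lower all mutants, 8 for limma common lower, 497 for limma fdh against bdg and 50 for limma fdh against lcr. With pfp under 0.01, the counts were 60 for RP higher bdg, 141 for RP higher fdh, 101 for RP higher lcr, 45 for RP common higher, 4 for RP lower bdg, 18 for RP lower fdh, 13 for RP lower lcr, 8 for RP lower all mutants and 1 for RP common lower. With limma in place of Rank Product, the counts were 21 for RP higher bdg, 77 for RP higher lcr, 146 for RP higher all mutants, 4 for RP lower bdg, 144 for RP lower fdh and 14 for RP lower lcr. With 2 groups only, the counts were 1 for limma higher bdg, 42 for limma higher fdh, 6 for limma higher lcr, 0 for limma lower bdg, 11 for limma lower fdh, 0 for limma lower lcr, 16 for limma fdh against bdg, 0 for limma fdh against lcr and 0 for limma lcr against bdg. With at least 2-fold, the counts were 2 for limma lower bdg, 68 for limma lower fdh, 6 for limma lower lcr, 12 for limma lower all mutants and 1 for limma common lower. With estimated correlation, the counts were 2 for gene list tests.

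Same-numbered arrays correlated between -0.356 and 0.725 in their deviations, 14 of 18 pairs over 0.1. Of the 12 arrays, 7 correlated best with their own number in the other groups, and all 6 pairs numbered 3 were over 0.1, at 0.367 to 0.725. By the protocol a harvest round took a sample of each genotype, but no source says that the numbers are rounds, and not every pair correlated, so the comparisons do not pair the arrays. With the replicate block, the counts were 583 for limma higher fdh, 125 for limma higher lcr, 264 for limma lower fdh, 88 for RP lower fdh, 27 for limma lower lcr, 336 for limma fdh against bdg and 11 for limma fdh against lcr.

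With each array left out in turn, the counts ranged as follows. Limma higher bdg 6 to 21. RP higher bdg 38 to 123. Limma higher fdh 104 to 599. RP higher fdh 69 to 341. Limma higher lcr 14 to 59. RP higher lcr 56 to 224. Limma higher all mutants 65 to 195. Limma common higher 5 to 23. RP common higher 37 to 100. Limma lower bdg 0 to 17. RP lower bdg 1 to 15. Limma lower fdh 17 to 255. RP lower fdh 4 to 43. Limma lower lcr 5 to 34. RP lower lcr 1 to 31. Limma lower all mutants 20 to 59. Limma common lower 0 to 15. RP lower all mutants 1 to 37. RP common lower 0 to 4. Limma fdh against bdg 27 to 578. Limma lcr against bdg 2 to 4. Limma fdh against lcr 8 to 158.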

Differences from the paper's values

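Of 258 fold changes of Table S3 compared, 255 were within 1.5 times the paper's value. Those described here also differed by more than the larger SD of the groups compared. For At2g47880 in bdg, the paper's fold change in Table S3 is 0.2995, and the value here was 0.129. All alternatives set before the data were examined differ from the paper's value in the same way, between 0.0988 and 0.173. Table S2 of the paper gives for this gene in bdg a fold change within 1.5 times the value here, and Table S3 repeats 0.2995 in its fdh column.

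For CER4 in lcr, the paper's fold change in Table S3 is 3.8555, and the value here was 8.17. Without wild type replicate 1 it was 5.72, which is within 1.5 times the paper's value. With the other alternatives set before the data were examined it lay between 7.3 and 10.5, which are not.

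For RAP2.6L, the paper states that a single pfp lay a little above its limit without naming the mutant, and here that pfp was the one of fdh, 0.064, with 0.0228 in bdg and 0.0212 in lcr. For CER1, neither probe set was higher by limma in all 3 mutants, with adjusted p-values of 0.0688, 0.0178 and 0.0381 for the first that the paper lists and 1, 0.171 and 0.726 for the other, in bdg, fdh and lcr.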

Other observations

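Autophagy proteins, 10 genes in a family list added once the annotation was known, were higher as a group in fdh than in wild type (camera adjusted p = 5.01e-04) and than in bdg (camera adjusted p = 8.84e-05). With an estimated correlation the adjusted p was 0.12 and 0.118. Auxin response genes, of which 4 of the 13 listed could be tested, were higher in fdh and lcr (camera adjusted p = 2.85e-04 and 0.0141, and adjusted p = 0.12 and 0.369 with an estimated correlation). Calmodulin-like proteins, another family added then, were higher in fdh and lcr (camera adjusted p = 3.03e-04 and 0.0284, and adjusted p = 0.146 and 0.5 with an estimated correlation), and those in lcr lost the call with only genes above a log2 value of 5 on at least 3 arrays (camera adjusted p = 0.0717). Markers of trichomes and stomata were lower in fdh (camera adjusted p = 0.00836, and adjusted p = 0.146 with an estimated correlation), with 3 of 5 lower when adjusted over the list alone and 0 by limma when adjusted over all probe sets. The lists of auxin response genes and of these markers were drawn once the paper's tables, made from these arrays, had been read. Of 42 list tests past the threshold with the preset correlation, 2 were past it with an estimated one.

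Tubulin genes were higher as a group in fdh and lcr (camera adjusted p = 0.00316 and 0.0224), with adjusted p = 0.327 and 0.522 with an estimated correlation. None of the 7 passed limma alone in fdh. Aldehyde dehydrogenase genes were higher in fdh (camera adjusted p = 0.0066, and adjusted p = 0.146 with an estimated correlation), as were UDP-glycosyltransferase genes (camera adjusted p = 0.00903, and adjusted p = 0.412 with an estimated correlation), of which 1 of 47 rose and 1 fell. Beta-glucosidases and RALF-like peptides were higher in bdg (camera adjusted p = 0.0177 and 0.0177, and adjusted p = 0.622 and 0.514 with an estimated correlation). With only genes above a log2 value of 5 on at least 3 arrays, the camera adjusted p was 0.0551 and 0.0937 for tubulins in fdh and lcr, 0.146 for aldehyde dehydrogenases, 0.069 for UDP-glycosyltransferases and 0.315 for RALF-like peptides, so these calls ended. These 5 families were chosen once the annotation was known.

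SERRATE (At2g27100) had log2 values of 6.31 ± 0.38 (SD, n = 3) in wild type, 6.42 ± 0.44 in bdg, 6.43 ± 0.23 in fdh and 6.55 ± 0.21 in lcr. Its log2 fold changes of 0.11 in bdg, 0.11 in fdh and 0.24 in lcr (standard error 0.256) did not pass limma (adjusted p = 1, 1 and 1).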
